# Single cell RNA analysis identifies cellular heterogeneity and adaptive responses of the lung at birth

**DOI:** 10.1038/s41467-018-07770-1

**Published:** 2019-01-03

**Authors:** Minzhe Guo, Yina Du, Jason J. Gokey, Samriddha Ray, Sheila M. Bell, Mike Adam, Parvathi Sudha, Anne Karina Perl, Hitesh Deshmukh, S. Steven Potter, Jeffrey A. Whitsett, Yan Xu

## Abstract

The respiratory system undergoes a diversity of structural, biochemical, and functional changes necessary for adaptation to air breathing at birth. To identify the heterogeneity of pulmonary cell types and dynamic changes in gene expression mediating adaptation to respiration, here we perform single cell RNA analyses of mouse lung on postnatal day 1. Using an iterative cell type identification strategy we unbiasedly identify the heterogeneity of murine pulmonary cell types. We identify distinct populations of epithelial, endothelial, mesenchymal, and immune cells, each containing distinct subpopulations. Furthermore we compare temporal changes in RNA expression patterns before and after birth to identify signaling pathways selectively activated in specific pulmonary cell types, including activation of cell stress and the unfolded protein response during perinatal adaptation of the lung. The present data provide a single cell view of the adaptation to air breathing after birth.

## Abstract (web summary)

The respiratory system is transformed in terms of functional change at birth to adapt to breathing air. Here, the authors examine the molecular changes behind the first breath in the mouse by Drop-seq based RNA sequencing, identifying activation of the unfolded protein response as a perinatal adaptation of the lung.

## Introduction

Adaption of the infant to air breathing is critical to perinatal survival^1,2^. The transition from fetal to postnatal life is mediated by complex physiologic and biochemical processes including ventilation, oxygenation, and increased perfusion of the pulmonary microcirculation^1,3^. Following the first breaths, dynamic structural, biochemical, and functional changes facilitate the transition from a fluid-filled to gas-filled respiratory tract. Multiple cell types, from the conducting airways to peripheral saccules and alveoli, are involved in this critical transition. Alveolar epithelial progenitors differentiate into mature alveolar type 1 (AT1) and type 2 (AT2) cells during the perinatal period. AT1 cells form close contacts with pulmonary endothelial cells lining capillaries, creating the gas exchange region that transports oxygen and carbon dioxide^4^. AT2 cells produce an abundance of surfactant proteins and lipids that reduce surface tension in the alveoli, preventing atelectasis^5^. While the respiratory epithelium actively secretes fluid and electrolytes during fetal life, lung fluids are actively resorbed following birth to establish postnatal ventilation and mucociliary clearance. Apoptosis and inhibition of proliferation of mesenchymal cells causes thinning of alveolar-septal walls, facilitating gas exchange. Vascular, capillary, and lymphatic networks are remodeled, as the microvascular components of the lung expand and mature. Functional changes, including clearance of fetal lung fluid, reduction in pulmonary vascular resistance and enhancement of pulmonary blood flow, and synthesis and release of surfactant occur following birth. Innate and acquired host defense systems are activated, recruiting diverse immune cells to the lung.

Since the respiratory tract matures relatively late in gestation, prematurity underlies the pathogenesis of life-threatening lung disorders, including respiratory distress syndrome (RDS) caused by lack of pulmonary surfactant, and bronchopulmonary dysplasia (BPD), both causing significant morbidity and mortality in premature infants^1,6,7^.

Despite the complexities of lung structure and the diversity of cells involved in lung maturation and adaptation, most genomic and proteomic data used bulk measurements from whole lung tissue to understand perinatal lung development, limiting insights into the activities of and interactions among individual cells^8–11^. Single cell RNA-seq (scRNA-seq) enables transcriptomic mapping of individual cells to measure and understand cellular heterogeneity and responses in complex biological systems^4,12–16^.

Herein, Drop-seq and time course RNA sequencing are used to identify the diversity of pulmonary cells and associated cellular processes activated at birth. A customized analytic pipeline is developed to identify pulmonary cell types and subpopulations as the respiratory tract prepares for and adapts to air breathing. Cell-specific gene signatures, dynamic RNA expression patterns and signaling pathways active at birth are identified. Data from the present study are freely accessed at https://research.cchmc.org/pbge/lunggens/SCLAB.html.

## Results

### The diversity of lung cell types in mouse lung after birth

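Cells dissociated from the whole lungs of newborn mice were captured in droplets with barcoded beads, so that each transcript carried the barcode of its cell and a unique molecular identifier (UMI), and a count is the number of different UMIs of a gene in a cell. The authors deposited these counts for each of 2 batches, 1 mouse each, without normalization. They aligned the reads to the mouse genome (mm10) and counted the UMIs over exons with Drop-seq tools. The batches are the only replicates, and differences between cells of the same batch carry no information on the variation between mice. In the filtered cells, 4432553 UMIs were counted in Batch 1 and 18232639 in Batch 2. Cell types were taken from Supplementary Data 1, whose available part lists most of the Batch 1 cells and none of the Batch 2 cells. The other cells were assigned with a multinomial model of the counts that left out the genes named in the text. Subtypes with under 10 listed cells were started from those of the authors' signature genes that the model kept. The weights of the model were chosen with the authors' cell numbers and detection frequencies. Closeness to these numbers is therefore no independent check, and named genes may have had a part in the choice of weights. For each gene, the percentage of cells with at least 1 UMI was computed in each batch with its Wilson 95% interval, which covers counting error over cells only. For comparisons of subtypes, counts were summed over the cells of each subtype and batch and tested with edgeR with the batch as a block, and adjusted p-values are from its quasi-likelihood test with Benjamini-Hochberg adjustment. The 36 sums of 18 subtypes held between 8405 and 4575608 UMIs, with a median of 178312. Club and Sox2hi cells did not enter this fit, since Batch 1 held 4 and 1 of them.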

Single cell RNA sequencing of whole lung tissue from newborn mice was performed using Drop-seq^13^ (Supplementary Table 1). 

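Every cell in the deposited counts had at least 500 detected genes. Mitochondrial transcripts made up more than 10% of the counts in 1 cell of Batch 1 and in 1940 cells of Batch 2, which is 25.7% of the Batch 2 cells. Without them, 2388 cells of Batch 1 and 5615 cells of Batch 2 remained. For the cells passing the filter, a limit of 5% in place of 10% moved the number most, to 4432.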

Data were pre-filtered at both cell and gene level (Methods), resulting in a pool of 8003 cells used for further analysis. 

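Between batches the depth differed. The median per filtered cell was 788 genes and 1386.5 transcripts in Batch 1, and 1048 genes and 2014 transcripts in Batch 2. Over both batches the medians were 960 genes and 1792 transcripts. Among subtypes, the median number of transcripts per cell was 13865 in Sox2hi cells, 5188 in AT1/AT2 cells, 3106 in AT2 cells, 1898 in AT1 cells and 1214 in MyoFB-1 cells, so that a gene present at the same share of transcripts is detected in more Sox2hi and AT1/AT2 cells than in others.

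**Figure D1:**
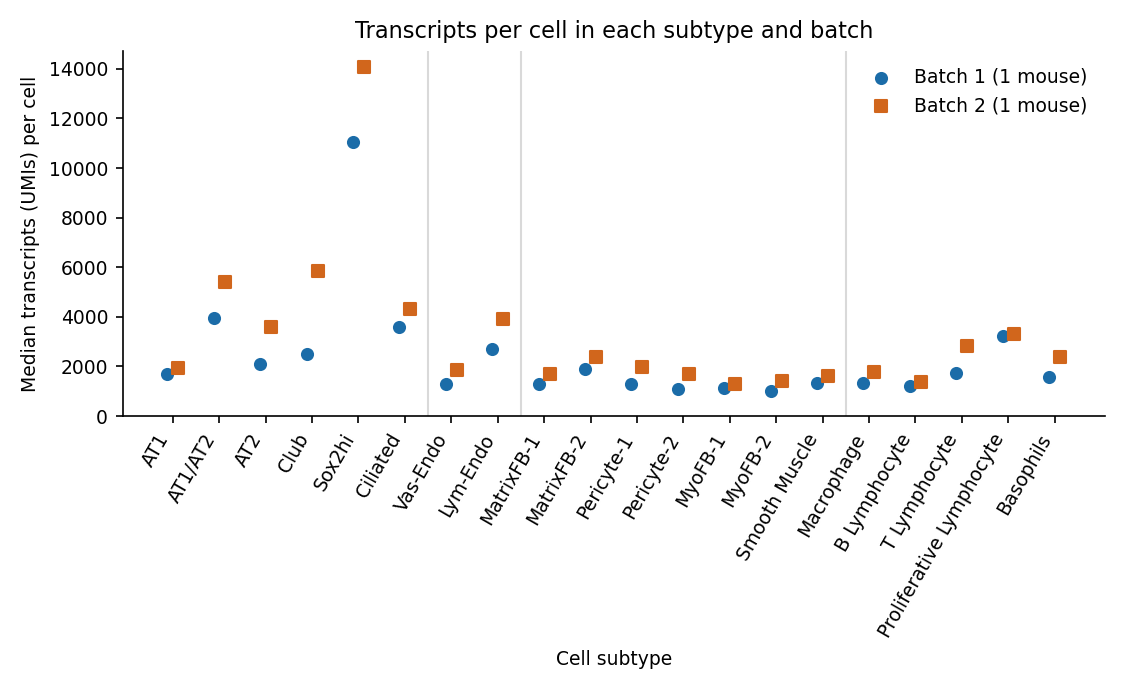
Median number of transcripts (UMIs) per cell on the vertical axis for each of the 20 cell subtypes, with 1 point per batch. Sox2hi cells (1 cell in Batch 1) lie highest in both batches, and most mesenchymal subtypes lie near or under 2000 transcripts.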

Median numbers of genes and transcripts detected per cell were 958 and 1790, respectively, comparable with previous data^17^ (Supplementary Figure 1). Replicates were well correlated after library size normalization (whole genome Pearson’s correlation: 0.98), indicating technical reproducibility of the data. 

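Counts of each gene were summed over the filtered cells of a batch and divided by the batch's total. Across the 22444 genes found in both batches, Pearson's correlation of log2 CPM (counts scaled to the same total) was 0.966; genes are not independent replicates, and no test was made. On the linear scale the correlation was 0.589. *Hba-a1*, a hemoglobin gene, took 17984 CPM in Batch 1 and 3696 in Batch 2, *Scgb1a1* took 645 and 4848, and the mitochondrial ribosomal RNA *mt-Rnr2* took 2572 and 41982. Between the batches, 1982 of 8177 tested genes differed within subtypes at an adjusted p under 0.05 in edgeR's quasi-likelihood test. With 1 mouse per batch, the subtypes of a mouse served as replicates here, so the test does not measure variation between mice.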

Employing an iterative, graph-based clustering strategy, we identified four major cell types and 20 cell sub-types from postnatal day 1 (PND1) mouse lung (Methods; Fig. 1a; Supplementary Figures 2–6; Supplementary Data 1). 

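When the authors' labels of the listed cells were masked in 5 parts and assigned again by the model, 87.4% of the cells received the authors' subtype and 93.5% the authors' major type. These cells are all of Batch 1. Recovery was 87.5% in AT1, 78.6% in AT1/AT2 and 92.4% in AT2 cells, 93.6% in Vas-Endo cells and 94.3% in MatrixFB-1 cells. In MyoFB-1 cells it was 30.2% of 43 cells, and 26 of them were placed in MyoFB-2. It was also low in proliferative lymphocytes (42.9% of 7), MyoFB-2 (54.4% of 57), club (66.7% of 3), Smooth Muscle (75% of 36) and B lymphocytes (75% of 20), and the 1 listed Sox2hi cell was not recovered. Of the unlisted cells, 87.9% received the same label from Leiden clusters of principal component scores.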

Predicted cell types were validated using known cell type selective markers (Fig. 1b). Epithelial cells (*n* = 1809, expressing *Epcam* and *Cdh1*), endothelial cells (*n* = 2147, expressing *Pecam1* and *Emcn*), mesenchymal cells (*n* = 3209, expressing *Col1a1*, *Col1a2* and *Pdgfra*), and immune cells (*n* = 667, expressing myeloid and lymphocyte cell markers, *Ptprc*, *Spi1*, *Cd19*, and *Cd3g*) were identified (Fig. 1; Supplementary Figure 2). 

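The assigned cells comprised 1803 (328 in Batch 1 and 1475 in Batch 2) epithelial, 2123 (579 in Batch 1 and 1544 in Batch 2) endothelial, 3238 (1239 in Batch 1 and 1999 in Batch 2) mesenchymal and 621 (167 in Batch 1 and 454 in Batch 2) immune cells. Epithelial cells made up 13.7% of Batch 1 and 26.3% of Batch 2, and mesenchymal cells 51.9% and 35.6%. *Epcam* was detected in 59.7% of epithelial cells (37.5% in Batch 1 and 64.7% in Batch 2) and *Cdh1* in 37.6% of epithelial cells (28.7% in Batch 1 and 39.6% in Batch 2). *Pecam1* was detected in 73.4% of endothelial cells (61.1% in Batch 1 and 78.0% in Batch 2) and *Emcn* in 43.8% of endothelial cells (37.1% in Batch 1 and 46.2% in Batch 2). For *Col1a1*, *Col1a2* and *Pdgfra* the percentages of mesenchymal cells were 59.1%, 91.0% and 14.7%. Among immune cells, *Ptprc* was detected in 42.5%, *Spi1* in 44.0% and *Cd3g* in 3.70%. Of the alternatives, downsampling moved the first of these most: with each cell downsampled to 600 UMIs, the percent of Epithelial cells with Epcam was 17.0%.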

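Cells assigned to the 5 contaminant classes of Supplementary Data 1 numbered 218, or 2.72% of all cells (Wilson 95% interval 2.39 to 3.10%), with 3.14% in Batch 1 and 2.55% in Batch 2. Of these, 32 were assigned to the endothelial and epithelial class, 22 to the endothelial and fibroblast class, 93 to the immune and fibroblast class, 67 to the red blood cell class and 4 to the platelet class. In the immune and fibroblast class, 86 of the 93 cells carried at least 2 neutrophil genes, 81 of them in Batch 2, so these cells need not be doublets. The masked check recovered 20.9% of listed contaminant cells.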

Five cell clusters (consisting of 2.1% of cells) expressed markers typical of more than one major cell type (Fig. 1a; Supplementary Figures 2 and 6), supporting the likelihood that they represent doublets. Hierarchical clustering using the expression of predicted signature genes was used to reconstruct major lung cell types from the predicted 20 distinct cell types (Fig. 1c), validating the cell type and subtype assignments. Based on these newly assigned cell types, a binomial probability test^17^ was used to identify differentially expressed genes (false discovery rate adjusted *p*-value < 0.1) and to predict signature genes (Methods; Fig. 1d; Supplementary Table 5; Supplementary Data 2).

**Fig. 1:**
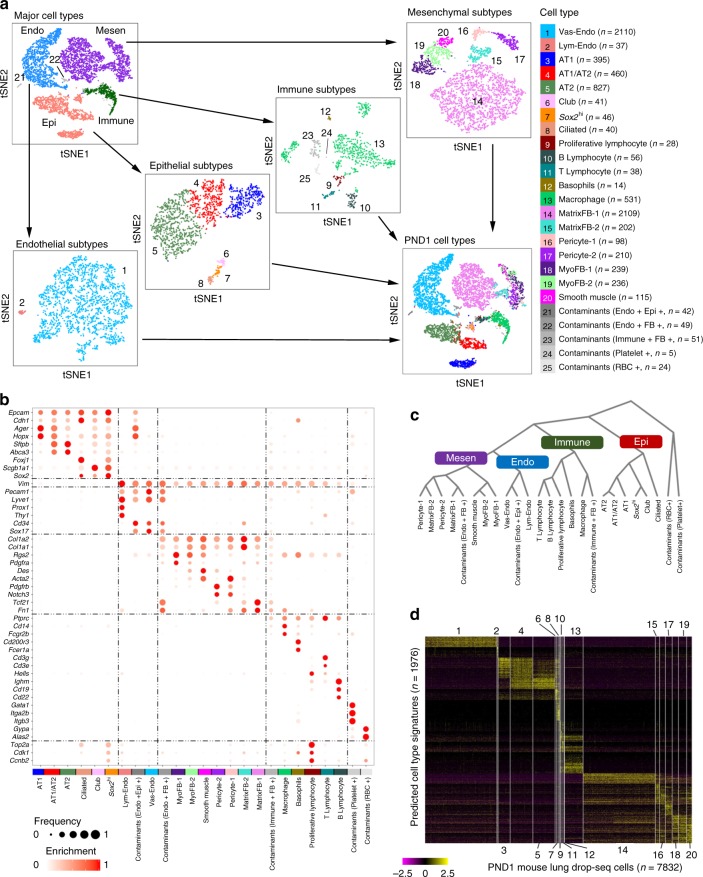
Drop-seq analysis identifies a diversity of cell types in mouse lung after birth. **a** Cell types were identified using an iterative unbiased clustering strategy. Endo endothelial cells, Mesen mesenchymal cells, Immune immune cells, Epi epithelial cells. Cells (*n* = 8003) were from two individual mice at postnatal day 1 (PND1). Source data are provided as Source Data file. **b** Expression of known cell type markers was used to validate the cell type assignments. Node size is proportional to the gene’s expression frequency in a cell type. Node color is proportional to the gene’s sensitivity-based enrichment score in the cluster; red represents high enrichment score; enrichment scores were per gene max normalized for visualization. **c** Hierarchical clustering of cell types was used to reconstruct major lung cell types. Expression of a gene in a cell type was represented by its average expression in all the cells of this type. Pearson’s correlation based on distance and Ward linkage were used. **d** Selective expression of predicted gene signatures in corresponding cell types is shown in the heatmap. The predicted contaminated (doublet) cells (*n* = 171) were not included

### Distinct epithelial cells and their differentiation states

We identified six distinct epithelial subpopulations, including three peripheral (alveolar) and three proximal (conducting airway) cell types (Fig. 2a; Supplementary Figure 3). Among the three alveolar cell types, AT1 cells expressed *Hopx*, *Pdpn*, *Aqp5*, and *Ager*; AT2 cells expressed *Sftpb*, *Sftpc*, *Abca3*, and *Napsa*. 

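In the comparison of AT1 with AT2 cells, 939 of 8177 genes (510 higher and 429 lower) had an adjusted p under 0.05. For AT1 against AT2, a fit of only the subtypes compared changed the count by the most genes, to 1761, and the fit without a replicate block changed it most by ratio, to 472. The deviations of 2 subtypes of the same batch from their means had a median correlation of 0.118 across genes, the shared part that the block takes out. *Hopx* lies on chromosome 5 from 77086988 to 77115121 of GRCm38 in the GENCODE annotation. Its CPM were 1793 ± 383 in AT1 and 169 ± 68.9 in AT2 cells (SD, n = 2 batches), a log2 fold change of 3.33 (standard error 0.38, adjusted p = 1.3e-10). For *Pdpn* it was 4.28 (standard error 0.47, adjusted p = 5.3e-11), for *Aqp5* 3.32 (standard error 0.41, adjusted p = 1.8e-09) and for *Ager* 3.00 (standard error 0.44, adjusted p = 1.7e-07). For the AT2 markers it was -4.05 (standard error 0.44, adjusted p = 2.9e-11) for *Sftpb*, -3.93 (standard error 0.54, adjusted p = 2.1e-08) for *Sftpc*, -3.01 (standard error 0.41, adjusted p = 1.6e-08) for *Abca3* and -2.47 (standard error 0.40, adjusted p = 1.5e-06) for *Napsa*. *Sftpc* (chromosome 14 from 70520949 to 70524081) took 165315 ± 55873 CPM in AT2 and 11258 ± 2195 in AT1 cells (SD, n = 2 batches), and it was detected in 82.8% of AT1 cells. This share is near that of other cells. In Batch 2, *Sftpc* was detected in 85.1% of AT1 and 80.9% of Vas-Endo cells, at 72.0 and 9.31 UMIs per 10000. Among genes with at least 50 CPM in 1 subtype and the same direction in both batches, the largest fold changes were those of *Scel* (6.40) and *Plscr2* (6.21), higher in AT1 cells, and *Cphx2* (-7.06) and *Prps2* (-5.47), higher in AT2 cells. *Cphx2* had 0 CPM in AT1 cells. Its difference was -5.40 in Batch 1 and -1.31 in Batch 2, so the size of its change is not well determined.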

AT1 and AT2 cells did not share signature genes. In contrast, a distinct cluster of cells co-expressed both AT1 and AT2 markers, which we termed “AT1/AT2”, (Fig. 2a, b; Supplementary Figure 3). 

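Supplementary Data 2 lists 100 signature genes for each of AT1, AT1/AT2 and AT2 cells. AT1 and AT2 share 0 of them, AT1 and AT1/AT2 share 37, and AT1/AT2 and AT2 share 6.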

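AT1/AT2 cells with at least 1 UMI of both *Sftpc* and *Ager* made up 95.6% of the 502 AT1/AT2 cells. Of all epithelial cells, 77.0% had both. *Sftpc* was also detected in 80.9% of the Vas-Endo cells of Batch 2, so 1 UMI of *Sftpc* does not by itself show its expression in a cell. *Hopx* was detected in 82.3% of AT1/AT2 cells (78.8% in Batch 1 and 82.7% in Batch 2), *Aqp5* in 66.9% of AT1/AT2 cells (65.4% in Batch 1 and 67.1% in Batch 2), *Abca3* in 63.5% of AT1/AT2 cells (65.4% in Batch 1 and 63.3% in Batch 2) and *Sftpb* in 97.8% of AT1/AT2 cells (94.2% in Batch 1 and 98.2% in Batch 2). Against the mean of the log2 expression of AT1 and AT2 cells, the AT1 markers *Hopx*, *Pdpn*, *Aqp5* and *Ager* had log2 fold changes from 0.41 to 0.68, and the AT2 markers *Sftpb*, *Sftpc*, *Abca3* and *Napsa* from 0.55 to 1.18, none with an adjusted p under 0.05. In CPM, these AT1 markers were lower in AT1/AT2 cells than the mean of AT1 and AT2 cells (906 against 981 for *Hopx* and 227 against 369 for *Pdpn*), as a mean of log2 values lies below the log2 of the mean. The test of AT1/AT2 against the mean of AT1 and AT2 found 8 genes at that threshold (5 higher and 3 lower), 237 genes with an unadjusted p under 0.05, and 0 genes without the replicate block. A fit of only the subtypes compared gave 121 genes, no gene filter 23 and labels from Leiden clusters 17. Among the 8 were *Areg* at 2.35 (standard error 0.43, adjusted p = 0.00484), *Gm21738* at 2.14 (standard error 0.43, adjusted p = 0.0124) and, lower in AT1/AT2 cells, the hemoglobin genes *Hbb-bt* at -1.76 (adjusted p = 0.0367) and *Hba-a2* at -1.65 (adjusted p = 0.0367). *Hba-a1*, another hemoglobin gene, was detected in 100% of the AT1, AT1/AT2, AT2 and Vas-Endo cells of Batch 1. Hemoglobin RNA may thus come from other cells in the droplets, and its lower share need not be a feature of AT1/AT2 cells. With labels from Leiden clusters, the log2 fold change of *Gm21738* was -0.19. The median number of transcripts of AT1/AT2 cells was 1.04 times the sum of the medians of AT1 and AT2 cells.

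**Figure D2:**
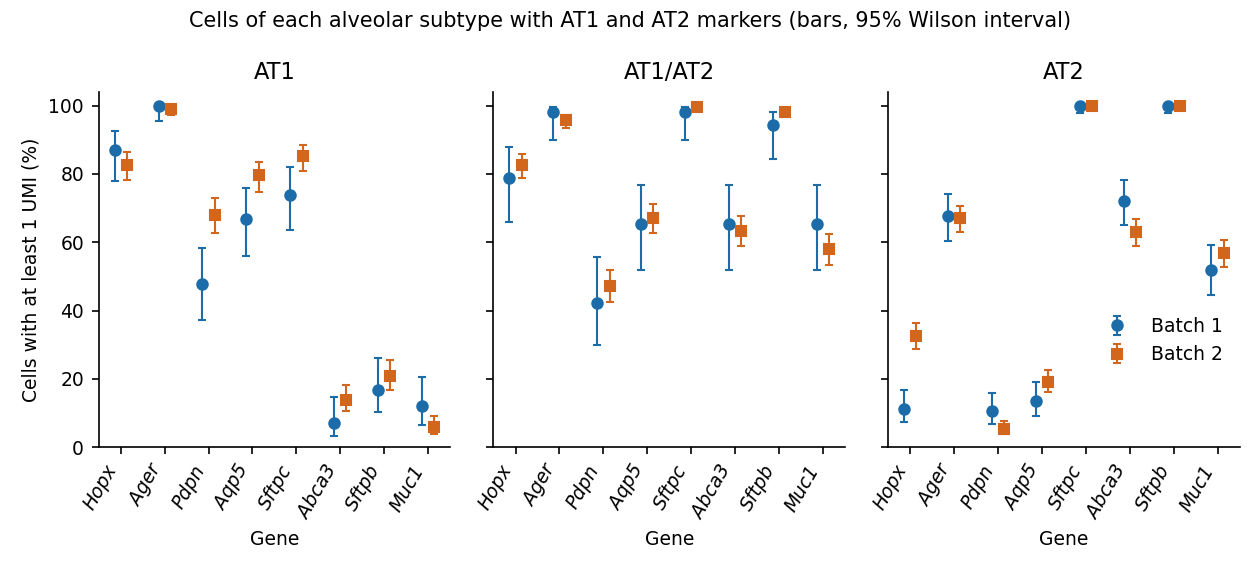
Percentage of cells with at least 1 UMI of 4 AT1 and 4 AT2 markers (Muc1 among the latter) on the vertical axis in AT1, AT1/AT2 and AT2 cells, with 1 point per batch and bars for the 95% Wilson interval over cells. In AT1/AT2 cells both groups of markers are detected in more than 40% of cells in each batch, while *Sftpc* and *Ager* are also detected in most cells of all 3 subtypes.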

AT1/AT2 cells co-expressed *Muc1* and *Pdpn*, consistent with characteristics of “bipotent progenitor” cells identified by Desai et al. at E18.5^4,14^. 

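Both *Muc1* and *Pdpn* were detected in 30.7% of AT1/AT2 cells (154 of 502; Wilson 95% interval 26.8 to 34.8%), in 3.93% of AT1 cells and in 4.36% of AT2 cells. The percentage in AT1/AT2 cells was 30.8% in Batch 1 and 30.7% in Batch 2. AT1/AT2 cells held more transcripts than either other subtype, which raises the chance to detect 2 genes together.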

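AT1/AT2 cells made up 27.8% of epithelial cells (502 of 1803; Wilson 95% interval 25.8 to 30.0%), 15.9% in Batch 1 and 30.5% in Batch 2. The Wilson intervals of the batches, 12.3 to 20.2% and 28.2 to 32.9%, do not overlap. With only the cells that the authors list, all of Batch 1, the percentage was 14.8%. *Sox9*, a transcription factor of the distal lung progenitors of the embryo, was detected in 16.5% of AT1/AT2 cells (13.5% in Batch 1 and 16.9% in Batch 2).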

Present data from PND1 lung tissues indicated that AT1/AT2 cells generally lacked *Sox9* RNA and were relatively abundant (25%), compared to bipotent cells at E18.5 (8%)^4,14^. 

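Against the mean of all other subtypes, *Egfr*, the epidermal growth factor receptor gene on chromosome 11 from 16752203 to 16918158, had a log2 fold change of 3.62 (standard error 0.53, adjusted p = 5.1e-08) in AT1/AT2 cells, and *Shh*, which encodes sonic hedgehog, one of 5.74 (standard error 0.55, adjusted p = 6.4e-14). Against the mean of AT1 and AT2 cells alone, the log2 fold changes were 0.55 (standard error 0.46, adjusted p = 1) and 0.25 (standard error 0.41, adjusted p = 1). *Egfr* was detected in 22.9% of AT1/AT2 cells (15.4% in Batch 1 and 23.8% in Batch 2) and *Shh* in 22.5% of AT1/AT2 cells (38.5% in Batch 1 and 20.7% in Batch 2). For AT1/AT2 against the mean of all other subtypes, 2018 of 8177 genes (1857 higher and 161 lower) had an adjusted p under 0.05, and 1462 without the replicate block. A mean of log2 values lies below the log2 of the mean. A gene counted as higher by this comparison thus need not have more CPM in AT1/AT2 cells than the other subtypes have on average.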

AT1/AT2 cells selectively expressed their own signature genes, including *Egfr* and *Shh*. A subset of AT1/AT2 cells (11%) were *Axin2*^+^ (Fig. 2b), which is more enriched than *Axin2*^+^ in other epithelial cells (two-tailed Chi-square *p*-value < 1e−4), perhaps representing recently reported WNT responsive AT2 progenitor cells^15,16^. 

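*Axin2*, a target gene of WNT signaling on chromosome 11 from 108920349 to 108950783, was detected in 53 of 502 AT1/AT2 cells (10.6%, Wilson 95% interval 8.16 to 13.6%) and in 57 of 1301 other epithelial cells (4.38%, 3.40 to 5.63%). The odds ratio was 2.58 (two-sided Fisher's exact test on cells, p = 2.9e-06), 3.14 within Batch 1 (exact p = 0.0364) and 2.48 within Batch 2 (exact p = 3.6e-05). With each cell downsampled to 600 UMIs, 8 AT1/AT2 cells and 8 other epithelial cells had *Axin2*, with an odds ratio of 2.62 and an exact p of 0.0872. Across 20 bins of cells with similar numbers of transcripts, the odds ratio was 1.39. In pooled counts, the log2 fold change of *Axin2* against the mean of AT1 and AT2 cells was 1.18 (standard error 0.54, adjusted p = 1).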

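In AT1/AT2 cells, *Egfr* had a higher enrichment over all cells (6.26) than *Erbb3* (5.95) or *Erbb2* (4.29), where the enrichment is the share of cells with the gene that are AT1/AT2 cells over the share of all cells that are. *Erbb3* was detected in 40.2% of AT1/AT2 cells (25% in Batch 1 and 42% in Batch 2) and *Erbb2* in 11.8% of AT1/AT2 cells (11.5% in Batch 1 and 11.8% in Batch 2). The log2 fold changes against the mean of all other subtypes were 2.74 (standard error 0.64, adjusted p = 4.1e-04) for *Erbb2* and 6.06 (standard error 0.45, adjusted p = 1.7e-18) for *Erbb3*. Against the mean of AT1 and AT2 cells they were 0.29 and 0.20, each with an adjusted p of 1; the change of *Erbb2* reversed to -0.05 with labels from Leiden clusters.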

Genes associated with EGFR-KRAS signaling, including *Egfr*, *Kras*, *Erbb2*, and *Erbb3*, were selectively enriched in AT1/AT2 cells (Fig. 2b; Supplementary Data 2), supporting the role of EGFR signaling in controlling “bipotent progenitor” cell proliferation and differentiation^4,15^. 

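*Notch1*, *Rbpj* and *Hes1* encode a Notch receptor, the transcription factor that it activates and a target of that factor. In AT1/AT2 cells, *Notch1* was detected in 8.57%, against 1.72% of AT1 and 5.94% of AT2 cells. The percentages for *Rbpj* were 16.9%, 6.39% and 7.40%, and for *Hes1* 63.1%, 48.2% and 26.9%. In counts scaled for library size, the log2 fold change against the mean of AT1 and AT2 cells was 0.29 (standard error 0.48, adjusted p = 1) for *Notch1*, 0.07 (standard error 0.40, adjusted p = 1) for *Rbpj* and 0.15 (standard error 0.33, adjusted p = 1) for *Hes1*. The change of *Rbpj* was -0.19 in Batch 1 and 0.12 in Batch 2, and that of *Hes1* -0.04 and 0.31.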

Notch signaling pathway genes were enriched in AT1/AT2 cells compared to well-differentiated AT1 and AT2 cells (Fig. 2b, d). Proximity ligation fluorescent in situ hybridization (PLISH) identified epithelial cells co-expressing *Sftpc* and *Ager* in peripheral regions of mouse lung (Supplementary Figure 7a, b). 

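With a z-score of at least 1 over all cells for each gene, the criterion of Supplementary Figure 7, 60 epithelial cells co-expressed *Sftpc* and *Scgb1a1*, 10 in Batch 1 and 50 in Batch 2. Of these, 36 were AT2 cells, 19 AT1/AT2 cells and 3 AT1 cells. At the weaker criterion of at least 1 UMI, 47.8% of epithelial cells had both genes. *Scgb1a1* (chromosome 19 from 9083636 to 9087958), the marker of club cells, was also found outside the epithelium, at 0.449 UMIs per 10000 in the non-epithelial cells of Batch 1 and 3.67 in those of Batch 2. Alveolar cells had 1.48 and 2.05.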

In both Drop-seq and PLISH analyses, we identified cells co-expressing *Sftpc* and *Scgb1a1* (Supplementary Figure 7c, d, h); however, these cells were not found preferentially in bronchoalveolar duct junction regions. Using PLISH, we detected six cells co-expressing *Sftpc*, *Ager*, and *Scgb1a1*, representing <0.1% of the lung cells (Supplementary Figure 7e, f). 

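For *Sftpc*, *Ager* and *Scgb1a1* together, 21 epithelial cells met the same z-score criterion, or 0.262% of all cells, with 4 in Batch 1 and 17 in Batch 2. They were 10 AT1/AT2, 7 AT2, 3 AT1 and 1 club cells. For the cells co-expressing Sftpc, Ager and Scgb1a1, downsampling each cell to 600 UMIs moved the number by the most cells, to 56, and z-scores over epithelial cells alone gave 0. When alveolar cells were given *Scgb1a1* at the share of UMIs found in non-epithelial cells of their batch, a median of 19 alveolar cells met the criterion in 1000 draws (11 to 27 in 95% of draws), and at the share found in Vas-Endo cells a median of 8 (3 to 14).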

In the Drop-seq data, 20 out of 1809 epithelial cells co-expressed *Sftpc*, *Ager*, and *Scgb1a1* RNA, representing 0.2% of total lung cells in the Drop-seq data; these cells clustered in the AT1/AT2 epithelial subtype (Supplementary Figure 7g).

**Fig. 2:**
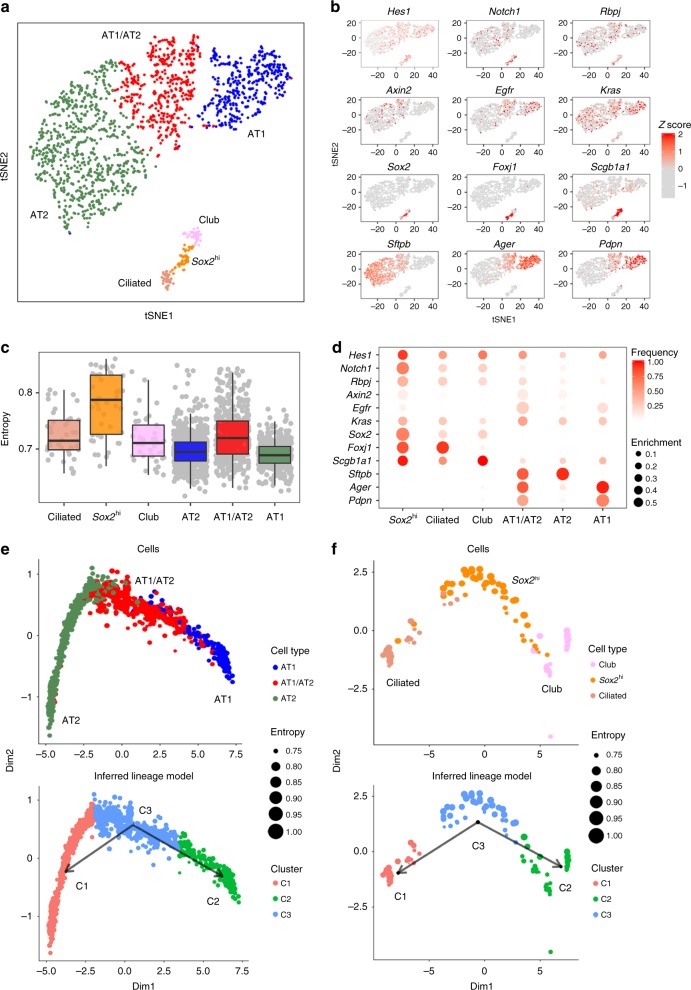
Distinct pulmonary epithelial cells and their differentiation states. **a** Predicted subpopulations of epithelial cells in mouse lung at PND1. **b** Expression of Notch pathway genes (*Hes1*, *Notch1*, and *Rbpj*) and selective markers is shown. The expression is *z*-score normalized. **c** Single cell entropy was used to predict differentiation states of epithelial subpopulations. Entropy of a single cell is calculated using SLICE^19^. Higher entropy represents less differentiated cell states. Boxplots represent 25th (bottom), 50th (centerline), and 75th (top) percentiles. **d** Enrichment of gene expression in epithelial subpopulations. Node size is proportional to the sensitivity-based enrichment score. The scores are per gene max normalized. Node color is proportional to the gene expression frequency in the cluster; red represents high expression frequency. **e** Predicted differentiation lineage model among AT1, AT1/AT2, and AT2 cells. **f** Predicted differentiation lineage model among *Sox2*^hi^, club, and ciliated cells. In **e** and **f**, top panels show cells in reduced dimensional space calculated using the DDRTree method in Monocle 2^18^ and bottom panels show the cell states/clusters and lineage models predicted by SLICE^19^

Among conducting airway epithelial cells, club cells selectively expressed known markers including *Scgb1a1*, *Scgb3a2*, and *Cyp2f2*. 

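*Scgb1a1* was detected in all 46 club cells, *Scgb3a2* in 95.7% of club cells (100% in Batch 1 and 95.2% in Batch 2) and *Cyp2f2* in 91.3% of club cells (100% in Batch 1 and 90.5% in Batch 2). Batch 1 held 4 club cells, so its percentages carry wide intervals. The enrichment over all cells was 2.70 for *Scgb1a1*, 10.3 for *Scgb3a2* and 39.5 for *Cyp2f2*. *Scgb1a1* had at least 1 UMI in 53.4% of AT1/AT2 cells and in 35.7% of Vas-Endo cells, while it took 779 UMIs per 10000 of the pooled club cells of Batch 2 and 2.56 of its Vas-Endo cells.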

Ciliated cell selectively expressed *Foxj1* and a number of dynein encoding genes, *Dnali1*, *Dnah3*, *Dnaic2*, and *Dnaaf1* (Fig. 2; Supplementary Figure 3; Supplementary Data 2). 

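*Foxj1*, the transcription factor of ciliated cells on chromosome 11 from 116330704 to 116335399, was detected in 89.1% of ciliated cells (87.5% in Batch 1 and 89.5% in Batch 2). *Dnali1* was detected in 50%, *Dnah3* in 41.3%, *Dnaic2* in 37.0% and *Dnaaf1* in 23.9% of the 46 ciliated cells. Enrichment scores ranged from 56.0 to 66.0 for the 4 dynein and axoneme genes and reached 68.6 for *Foxj1*.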

Functional enrichment analysis on predicted subtype signature genes was used to assess the accuracy of the mapping of cell subtypes (Supplementary Data 2). 

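*Sox2* (chromosome 3 from 34650405 to 34652461) was detected in 23 of 45 Sox2hi cells (51.1%), 14 of 46 club cells (30.4%) and 12 of 46 ciliated cells (26.1%). Per 10000 transcripts, *Sox2* had 0.678 UMIs in Sox2hi, 0.773 in club and 1.04 in ciliated cells, and Sox2hi cells held the most transcripts per cell of all subtypes. Both *Scgb1a1* and *Foxj1* were detected in 71.1% of Sox2hi, 69.6% of ciliated and 15.2% of club cells. Among Sox2hi cells, *Scgb3a2* was detected in 93.3%, *Cyp2f2* in 77.8%, *Foxj1* in 71.1% and *Dnali1* in 53.3%. All but 1 of the Sox2hi cells were of Batch 2, so their values have no replicate.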

A small group of epithelial cells, which we termed *Sox2*^hi^, expressed both ciliated and club cell markers, as well as high levels of *Sox2* (Fig. 2; Supplementary Figure 3), a transcription factor regulating airway epithelial cell differentiation.

We performed dimension reduction using the DDRTree method in Monocle 2^18^, and then used SLICE^19^ to predict cell differentiation states and differentiation trajectories (Supplementary Figures 8 and 9). SLICE used single cell entropy to predict differentiation states of epithelial subpopulations; experimental validations are needed to confirm the progenitor state. Among the three peripheral cell subtypes, AT1/AT2 cells had the highest entropy, predicting their role as progenitors of AT1 and AT2 cells (Fig. 2c, e; Supplementary Figure 8). Among the three conducting airway subtypes, highest entropy was found in *Sox2*^hi^ cells, supporting their potential role as progenitors of club and ciliated cells (Fig. 2c, f; Supplementary Figure 9). The prediction was consistent with previous studies demonstrating that *Sox2* is required for maintenance and differentiation of bronchiolar club, ciliated, and goblet cells^20,21^. 

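Among Sox2hi cells, *Notch1* was detected in 55.6% with an enrichment of 4.46, *Rbpj* in 35.6% with an enrichment of 3.53 and *Hes1* in 88.9% with an enrichment of 2.78. In AT1/AT2 cells the enrichments were 0.687 for *Notch1*, 1.68 for *Rbpj* and 1.98 for *Hes1*. With each cell downsampled to 600 UMIs, the enrichment of Notch1 in Sox2hi cells was 0.547 and the enrichment of Rbpj in AT1/AT2 cells 0.569. At this depth *Notch1* was left in 0 of 8 Batch 2 airway cells with *Sox2* and 2 of 116 without it. The downsampled value for the 45 Sox2hi cells thus rests on very few detections and does not settle whether the enrichment comes from depth.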

Key components of Notch signaling, *Notch1*, *Rbpj* and *Hes1*, were highly enriched in the *Sox2*^hi^ conducting airway cells and in AT1/AT2 alveolar cells (Fig. 2b, d). *Notch1* and *Hes1* expression varied among three airway cells in the order of *Sox2*^hi^ > club > ciliated, Notch signaling was positively correlated with *Sox2* and negatively correlated with ciliated cell gene expression, consistent with the role of Notch signaling in the regulation of club and ciliated cell differentiation in the conducting airway in part via SOX2^20,22,23^. 

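*Notch1* was detected in 55.6% of Sox2hi, 28.3% of club and 26.1% of ciliated cells, and *Hes1* in 88.9%, 78.3% and 63.0%. Among airway cells of Batch 2, *Notch1* was detected in 63.0% of cells with *Sox2* and 20.5% of cells without it (two-sided Fisher's exact test, p = 2.8e-06, adjusted for 6 comparisons 1.7e-05). It was detected in 50% of cells with *Foxj1* and 17.3% of cells without it (exact p = 2.7e-04, adjusted 5.5e-04). *Hes1* was detected in 91.3% of cells with *Sox2* and 71.8% without it (exact p = 0.0115, adjusted 0.0173), and in 84.7% of cells with *Foxj1* and 71.2% without it (exact p = 0.0771, adjusted 0.0780). After each cell was downsampled to 600 UMIs, *Notch1* was left in 0 of 8 cells with *Sox2* and 2 of 116 cells without it, too few to compare at equal depth, so the differences in *Notch1* are not separated from the number of UMIs. *Hes1* was left in 13 of 28 cells with *Foxj1* and 28 of 96 without it (odds ratio 2.10, exact p = 0.111), and in 3 of 8 cells with *Sox2* and 38 of 116 without it (odds ratio 1.23, exact p = 1). These tests compare cells of 1 mouse.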

Notch signaling was more active in *Sox2*^hi^ and AT1/AT2 progenitors and less active in terminally differentiated ciliated and AT1 cells (Fig. 2). 

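In ciliated cells the enrichment over all cells was 2.09 for *Notch1*, 2.38 for *Rbpj* and 1.97 for *Hes1*. In AT1 cells it was 0.138, 0.635 and 1.51.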

Recent single cell transcriptional profiling of human AT2 cell from fibrotic lungs after influenza infection supports a role for Notch signaling in epithelial progenitor proliferation^24^. Taken together, present data support the concept that Notch signaling regulates progenitor cell functions in both conducting and alveolar epithelial cells.

### Endothelial subpopulations and transcriptional mechanisms

Two distinct endothelial cell populations were identified, termed “Vascular Endothelial” (Vas-Endo) and “Lymphatic Endothelial” (Lym-Endo) (Fig. 3a; Supplementary Figure 4). *Pecam1* (CD31), a known pan-endothelial marker, was expressed in both subpopulations. 

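*Pecam1* was detected in 73.8% of Vas-Endo cells (61.4% in Batch 1 and 78.4% in Batch 2) and in 52.4% of Lym-Endo cells (50% in Batch 1 and 53.6% in Batch 2). Its CPM were 216 ± 83.7 in Lym-Endo and 958 ± 212 in Vas-Endo cells (SD, n = 2 batches), a log2 fold change of -2.06 (standard error 0.51, adjusted p = 0.00295).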

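For Lym-Endo against Vas-Endo, 678 of 8177 genes (259 higher and 419 lower) had an adjusted p under 0.05, and 330 without the replicate block. There were 42 Lym-Endo cells, 14 of them in Batch 1. *Emcn* had a log2 fold change of -2.80 (standard error 0.58, adjusted p = 3.0e-04), *Cd34* one of -4.71 (standard error 0.80, adjusted p = 8.4e-06) and *Sox17*, which encodes a transcription factor of arterial endothelium and lies on chromosome 1 from 4490931 to 4497354, one of -6.36 (standard error 0.86, adjusted p = 3.6e-08). *Emcn* was detected in 44.3%, *Cd34* in 39.5% and *Sox17* in 51.5% of Vas-Endo cells. In both batches all 3 genes were lower in Lym-Endo cells.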

*Emcn*, *Cd34* and *Sox17*, were more abundantly expressed in Vas-Endo (Fig. 3b; Supplementary Figure 4). Signature genes of Vas-Endo cells were enriched for “angiogenesis” and “vascular development” based on functional enrichment analysis using ToppGene^25^ (Supplementary Data 2). *Lyve1*, *Prox1*, *Pdpn*, *Thy1*, and *Flt4*, were co-expressed in Lym-Endo cells (Fig. 3b; Supplementary Figure 4). 

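Among Lym-Endo cells, *Lyve1* was detected in 90.5% of Lym-Endo cells (78.6% in Batch 1 and 96.4% in Batch 2), *Prox1* (chromosome 1 from 190118035 to 190170714) in 57.1% of Lym-Endo cells (57.1% in Batch 1 and 57.1% in Batch 2), *Pdpn* in 40.5%, *Thy1* in 54.8% and *Flt4* in 78.6%. Both *Lyve1* and *Prox1* were detected in 22 of 42 Lym-Endo cells (52.4%, Wilson 95% interval 37.7 to 66.6%). The log2 fold change against Vas-Endo cells was 5.36 (standard error 0.66, adjusted p = 4.9e-09) for *Prox1*, 3.12 (standard error 0.63, adjusted p = 2.5e-04) for *Pdpn*, 7.07 (standard error 0.93, adjusted p = 3.6e-08) for *Thy1* and 3.40 (standard error 0.46, adjusted p = 3.8e-08) for *Flt4*. That of *Lyve1* was -0.10 (standard error 0.44, adjusted p = 0.934).

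**Figure D3:**
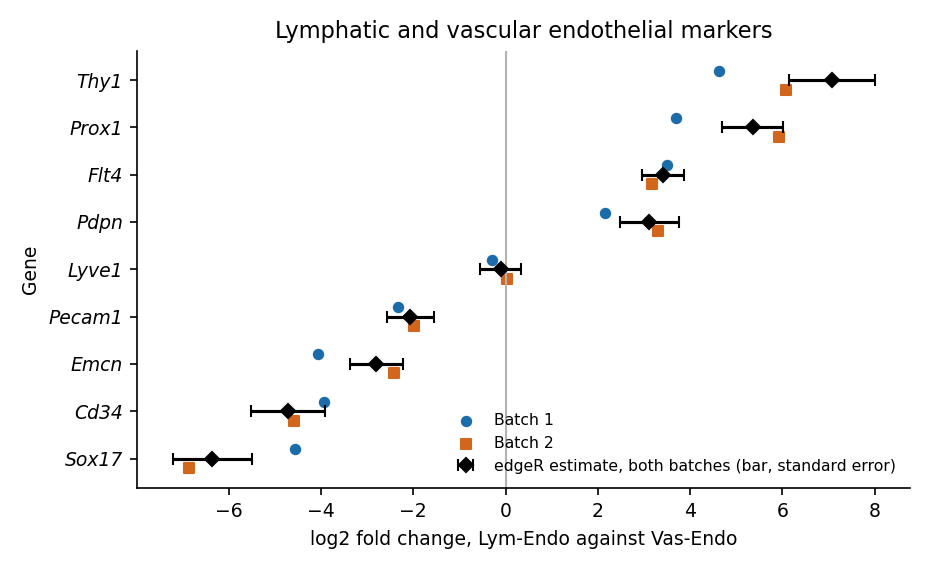
Log2 fold change of each gene in Lym-Endo against Vas-Endo cells on the horizontal axis, with the edgeR estimate over both batches and its standard error, and the difference within each batch computed from log2 CPM with a prior count of 2. *Thy1*, *Prox1*, *Flt4* and *Pdpn* lie above 0 and *Sox17*, *Cd34*, *Emcn* and *Pecam1* under 0 in both batches, and *Lyve1* lies near 0.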

Signature genes of Lym-Endo were enriched for functional annotations including “regulation of filopodium assembly”, “genes up-regulated in lymphatic endothelial cells compared to blood endothelial cells”, and genes whose deletion or mutation caused “abnormal lymphatic vessel morphology”. Together, these findings support the concept that the Lym-Endo subpopulation represents pulmonary lymphatic endothelial cells, a relatively rare cell type not previously identified by scRNA-seq of mouse lung cells using the Fluidigm C1 platform^26,27^. 

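*Lyve1* (chromosome 7 from 110850607 to 110863239) was detected in 2606 cells. Of these cells, 1.46% were Lym-Endo (1.80% in Batch 1 and 1.35% in Batch 2), 71.3% were Vas-Endo, 2.11% were macrophages and 12.0% were mesenchymal. *Lyve1* was detected in 89.3% of Vas-Endo cells (80.5% in Batch 1 and 92.6% in Batch 2). Its CPM were 4452 ± 1942 in Vas-Endo and 4256 ± 2441 in Lym-Endo cells (SD, n = 2 batches), and the sign of the difference between the subtypes varied between batches.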

Our single cell study supports the concept that *Lyve1* is essential, but not sufficient, to identify lymphatic endothelial cells, a finding supported by previous studies^28,29^ and our immunofluorescence co-staining of LYVE1, EMCN and/or SOX17, the latter two selective markers for vascular endothelial cells (Fig. 3c). *Lyve1* may be useful for identification of lymphatic endothelial cells in combination with additional markers, such as *Thy1* or *Prox1*.

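Of the 70 cells with *Lyve1* and either *Thy1* or *Prox1*, 29 were Lym-Endo (41.4%, Wilson 95% interval 30.6 to 53.1%), 21 were Vas-Endo and 9 epithelial. The Lym-Endo share was 47.4% in Batch 1 and 39.2% in Batch 2.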

**Fig. 3:**
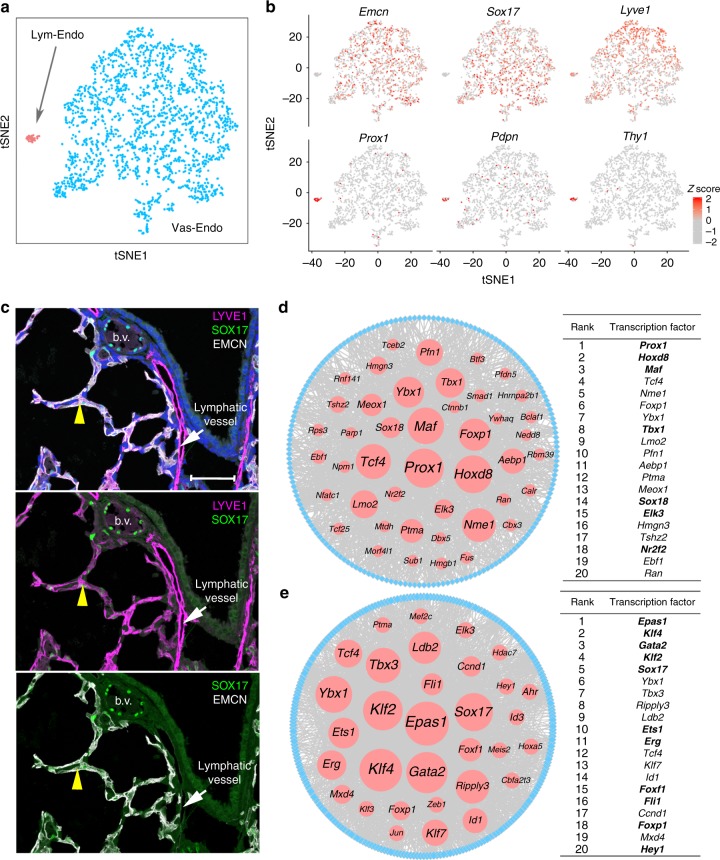
Prediction of key transcription factors for the two endothelial subtypes. **a** Predicted subpopulations of endothelial cells in mouse lung at PND1. **b** Expression of selective lymphatic and vascular endothelial markers is shown. The expression is *z*-score normalized. **c** Immunostaining for LYVE1, SOX17, and EMCN in mouse lung at PND1. LYVE1 is expressed at higher levels in lymphatic vessels (white arrows), and expressed at lower levels in a subset of cells co-expressing SOX17 and/or EMCN. Arrowheads are triple positive cells. Blood vessels (b.v.) are lined with SOX17^+^ cells. Sections from at least three independent animals were evaluated. Scale bar is 50 μm. **d** Prediction of key TFs for the lymphatic endothelial (Lym-Endo) subtype. Left panel shows the predicted TRN for Lym-Endo cells. Right panel shows 20 top-ranked TFs predicted to regulate Lym-Endo subtypes. TFs in bold are known to play important roles in the development of Lym-Endo. **e** Prediction of key transcription factors for the vascular endothelial (Vas-Endo) subtype. Left panel shows the predicted transcriptional regulatory network (TRN) for Vas-Endo cells. Right panel shows 20 top-ranked transcription factors or cofactors (TFs) predicted to regulate the Vas-Endo subtype. TFs in bold are known to play important roles in the development of Vas-Endo. In **d** and **e**, red nodes represent TFs, blue nodes represent target genes (TGs), edges represent the predicted regulatory interactions between TFs and TGs, and node size is proportional to their predicted importance in the reconstructed TRN

We used the driving force analysis in SINCERA^30^ to infer the transcriptional regulatory networks (TRNs) and predict key transcription factors (TFs) regulating lymphatic and vascular endothelial subtypes (Fig. 3d, e; Methods). The predicted 20 most important TFs are shown in Fig. 3. 

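*Foxp1*, *Ybx1* and *Tcf4* encode transcription factors named for both subtypes. In Lym-Endo against Vas-Endo cells, *Foxp1* had a log2 fold change of -1.90 (standard error 0.41, adjusted p = 5.7e-04), *Ybx1* one of -1.74 (standard error 0.34, adjusted p = 1.4e-04) and *Tcf4* one of -0.40 (standard error 0.40, adjusted p = 0.667). The difference in *Tcf4* was 0.11 in Batch 1 and -0.86 in Batch 2. All 20 candidate transcription factors of Vas-Endo in Fig. 3d, e were lower in Lym-Endo cells, 13 of them with an adjusted p under 0.05. Of the 20 candidates of Lym-Endo, 15 were higher in Lym-Endo cells, 12 of them with an adjusted p under 0.05.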

Only three TFs (*Foxp1*, *Ybx1*, and *Tcf4*) were shared (Fig. 3d, e), suggesting that vascular and lymphatic endothelial cell types were regulated by distinct transcriptional programs. A number of predicted TFs known to play important roles in the development of lymphatic endothelial cells (*Prox1*, *Hoxd8*, *Maf*, *Tbx1*, *Sox18*, *Elk3*, and *Nr2f2*^31–34^) and vascular endothelial cells (*Epas1*, *Foxf1*, *Foxp1*, *Klf2*, *Klf4*, *Gata2*, *Sox17*, *Ets1*, *Erg*, *Hey1*, and *Fli1*^34,35^) were identified, supporting the validity of the prediction method. 

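Among the lymphatic factors, the log2 fold change in Lym-Endo cells was 4.90 (standard error 0.48, adjusted p = 1.1e-12) for *Maf*, 7.13 (standard error 1.13, adjusted p = 3.6e-06) for *Hoxd8*, 6.62 (standard error 1.10, adjusted p = 6.8e-06) for *Tbx1* and 1.84 (standard error 0.42, adjusted p = 0.00127) for *Nr2f2*. It was 0.86 (standard error 0.39, adjusted p = 0.185) for *Elk3* and -0.24 (standard error 0.55, adjusted p = 0.873) for *Sox18*, neither past the threshold. Of the vascular factors, *Epas1* (-4.94), *Foxf1* (-5.72), *Klf2* (-3.00), *Klf4* (-3.39), *Gata2* (-2.81) and *Hey1* (-2.07) were lower in Lym-Endo cells with adjusted p-values from 7.1e-09 to 0.0313. *Ets1* (-1.14), *Erg* (-1.22) and *Fli1* (-0.96) were lower with adjusted p-values from 0.137 to 0.337. *Hoxd8* had 0.246 and *Tbx1* 1.02 CPM in Vas-Endo cells, so their fold changes rest on few counts. The largest changes of all genes with at least 50 CPM were those of *AA467197* (9.09) and *Ptx3* (8.83), higher in Lym-Endo, and *Srgn* (-11.69) and *Tbx3* (-10.68), lower. *Srgn* and *Tbx3* had 0 CPM in Lym-Endo cells, so the size of their changes is not well determined.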

Previously unreported TFs predicted in our analysis represent potential important regulators of lung lymphatic and vascular endothelial cells for experimental validation.

### Diverse pulmonary mesenchymal cells

Seven mesenchymal cell subtypes, including “Matrix Fibroblast” (MatrixFB, *n* = 2 subtypes), pericyte (*n* = 2), and “Myofibroblast” (MyoFB)/smooth muscle cells (*n* = 3) were identified on the basis of unbiased clustering analysis of the Drop-seq data (Fig. 4a; Supplementary Figure 5). While cell-specific markers were not readily discerned, mesenchymal cell subtypes were largely defined by expression gradients of cell selective markers. 

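MatrixFB-1 against MatrixFB-2 gave 716 of 8177 genes (240 higher and 476 lower) with an adjusted p under 0.05, and 334 without the replicate block. *Tcf21*, which encodes a fibroblast transcription factor and lies on chromosome 10 from 22817281 to 22820174, had a log2 fold change of 2.45 (standard error 0.47, adjusted p = 8.9e-05) and *Fgf10* one of 1.98 (standard error 0.56, adjusted p = 0.0130). The changes of *Fn1*, 0.62 (standard error 0.38, adjusted p = 0.407), and *Vcam1*, 0.62 (standard error 0.46, adjusted p = 0.541), had the same sign in both batches and did not pass the threshold. The type 1 collagen genes were higher in MatrixFB-2 cells, with -2.58 (standard error 0.42, adjusted p = 3.3e-06) for *Col1a1* and -2.11 (standard error 0.43, adjusted p = 2.2e-04) for *Col1a2*. Of the MatrixFB-2 cells, 16.0% carried at least 2 genes of mesothelial cells.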

MatrixFB-1 cells expressed higher levels of *Tcf21*, *Fn1*, *Fgf10*, and *Vcam1*; MatrixFB-2 cells expressed higher levels of type 1 collagen (*Col1a1* and *Col1a2*) (Fig. 4a). Signature genes of MatrixFB-1 and MatrixFB-2 were largely different but were shared commonly enriched functions, including “extracellular matrix organization” and “collagen formation” (Supplementary Data 2). 

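Of the 100 signature genes listed for each subtype in Supplementary Data 2, MatrixFB-1 and MatrixFB-2 share 17. There were 2123 MatrixFB-1 cells (900 in Batch 1 and 1223 in Batch 2) and 194 MatrixFB-2 cells (95 and 99). The largest changes among genes with at least 50 CPM were those of *Fgfr4* (8.72) and *Inmt* (5.81), higher in MatrixFB-1, and *Igfbp2* (-8.13) and *Cpe* (-7.83), higher in MatrixFB-2. *Cpe* was detected in 77.4% of the MatrixFB-2 cells with at least 2 mesothelial genes and 5.52% of the other MatrixFB-2 cells. For *Igfbp2* the percentages were 41.9% and 13.5%. *Fgfr4* had 0 CPM in MatrixFB-2 cells, so the size of its change is not well determined.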

Both expressed proliferative markers at low levels and had similar levels of single cell entropy, supporting the concept that MatrixFB-1 and MatrixFB-2 likely represent two distinct functional cell subtypes rather than two-cell states.

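At least 1 of the proliferative markers *Top2a*, *Mki67* and *Cdk1* was detected in 5.28% of MatrixFB-1 cells (Wilson 95% interval 4.40 to 6.31%; 3.78% in Batch 1 and 6.38% in Batch 2) and in 12.4% of MatrixFB-2 cells (8.46 to 17.7%; 9.47% and 15.2%). In MatrixFB-1 against MatrixFB-2 cells, the log2 fold change was -3.32 (standard error 0.43, adjusted p = 1.5e-08) for *Top2a*, -4.14 (standard error 0.50, adjusted p = 1.4e-09) for *Mki67* and -1.73 (standard error 0.63, adjusted p = 0.0764) for *Cdk1*. The change of *Mki67* reversed to 0.29 with labels from Leiden clusters (adjusted p = 0.868 from edgeR). With the same labels, the enrichment of *Top2a* in MatrixFB-2 cells over all cells moved from 1.57 to 0.521.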

**Fig. 4:**
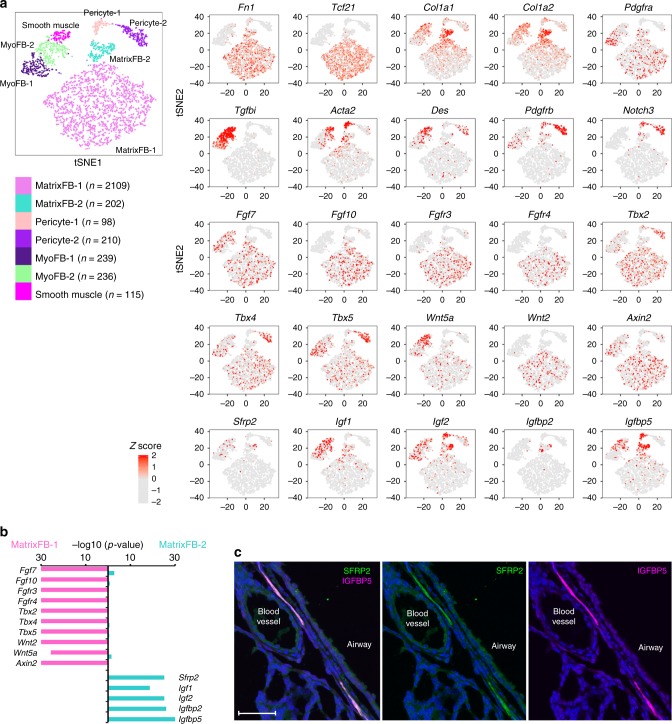
Diverse pulmonary mesenchymal cells and expression of signaling pathway genes. **a** Visualization of the expression of cell type signature genes, T-box transcription factors, and WNT, FGF, and IGF signaling pathway genes are shown in a *t*-distributed stochastic neighbor embedding (tSNE) plot of the seven mesenchymal subtypes. Left panel shows the reference map of seven mesenchymal subtypes in tSNE plot. Right panel shows the expression of signature and signaling pathway genes. **b** Differential expression of T-box transcription factors, WNT, FGF, and IGF pathway genes in the two MatrixFB subtypes is shown. Violet bars: −log_10_ transformed *p-*value of binomial differential expression test of genes in MatrixFB-1 cells; blue bars: −log_10_ transformed *p-*value of binomial differential expression test of genes in MatrixFB-2 cells. Minimum *p-*value was set to 1E−30. **c** Immunofluorescence staining shows co-location of SFRP2 and IGFBP5 in a subset of mesenchymal cells, representing a subset of the MatrixFB-2 cell type. Sections from at least three independent animals were evaluated. Scale bar is 50 μm

Potential regulators controlling MatrixFB-1 and MatrixFB-2 cell subtypes were predicted by gene expression analysis. WNT (*Wnt2*, *Wnt5a*, and *Axin2*) and FGF signaling (*Fgf10*, *Fgf7*, *Fgfr3* and *Fgfr4*), as well as T-box TFs (*Tbx2*, *Tbx4* and *Tbx5*) were significantly enriched in MatrixFB-1 cells. 

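Of the WNT genes, *Wnt2* had a log2 fold change of 5.35 (standard error 0.99, adjusted p = 5.0e-05) in MatrixFB-1 against MatrixFB-2 cells, *Axin2* one of 1.96 (standard error 0.47, adjusted p = 0.00218) and *Wnt5a* one of 0.85 (standard error 0.51, adjusted p = 0.405). Of the FGF genes, it was 1.57 (standard error 0.47, adjusted p = 0.0211) for *Fgf7*, 2.21 (standard error 0.48, adjusted p = 5.8e-04) for *Fgfr3* and 8.72 (standard error 1.43, adjusted p = 4.5e-06) for *Fgfr4*, which had 0 counts in MatrixFB-2 cells. The changes of *Tbx2*, *Tbx4* and *Tbx5* were 2.11 (adjusted p = 0.00105), 1.49 (adjusted p = 0.0252) and 1.59 (adjusted p = 0.0425). All but *Wnt5a* passed the threshold.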

*Sfrp2*, an inhibitor of WNT signaling, and a family of insulin-like growth factors and binding proteins ( *Igf1*, *Igf2*, *Igfbp2*, and *Igfbp5*) were enriched in MatrixFB-2 cells (Fig. 4b). 

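*Sfrp2* had a log2 fold change of -7.25 (standard error 0.80, adjusted p = 1.1e-10) in MatrixFB-1 against MatrixFB-2 cells, *Igf1* one of -1.69 (standard error 0.44, adjusted p = 0.00567), *Igf2* one of -4.27 (standard error 0.43, adjusted p = 3.9e-12), *Igfbp2* one of -8.13 (standard error 0.80, adjusted p = 2.5e-12) and *Igfbp5* one of -6.04 (standard error 0.47, adjusted p = 1.3e-16). Their directions were the same in both batches. *Sfrp2* was detected in 71.0% of the MatrixFB-2 cells that carried at least 2 mesothelial genes and in 3.07% of the other MatrixFB-2 cells. The percentages were 96.8% and 38.0% for *Igf2*, 41.9% and 13.5% for *Igfbp2*, and 96.8% and 57.1% for *Igfbp5*. In MatrixFB-1 cells these 3 genes were detected in 4.52%, 0.0942% and 5.18%.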

Immunofluorescence staining of Fibronectin 1 (FN1), a selective marker for MatrixFB-1, was localized in peribronchiolar and perivascular fibroblasts (Supplementary Figure 10). Immunofluorescence staining demonstrated a subset of MatrixFB-2 cells co-expressing SFRP2 and IGFBP5 within the mesenchymal compartment lining proximal airways (Fig. 4c). These cells were found juxtaposed to cells expressing myoFB/smooth muscle markers, ACTA2 and TGFBI (Supplementary Figures 11 and 12).

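There were 109 Pericyte-1 cells (10 in Batch 1) and 210 Pericyte-2 cells (57 in Batch 1). *Pdgfrb*, which encodes a receptor of platelet-derived growth factor and lies on chromosome 18 from 61045150 to 61085061, was detected in 36.7% of Pericyte-1 cells (20% in Batch 1 and 38.4% in Batch 2) and 73.8% of Pericyte-2 cells (71.9% in Batch 1 and 74.5% in Batch 2). *Notch3* was detected in 41.3% and 43.8%, *Mcam* in 40.4% and 56.7%, and *Cspg4* in 13.8% and 21.0% of Pericyte-1 and Pericyte-2 cells. Of these markers, *Pdgfrb* differed between the subtypes, with a log2 fold change of -1.83 (standard error 0.43, adjusted p = 0.00343). For Pericyte-1 against Pericyte-2, 370 of 8177 genes (155 higher and 215 lower) had an adjusted p under 0.05, and 141 without the replicate block.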

Pericytes were subdivided into two sub-populations, Pericyte-1 and Pericyte-2, both expressing multiple pericyte selective markers, including *Pdgfrb*, *Notch3*, *Mcam*, *Cspg4*. 

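*Acta2*, the smooth muscle actin gene on chromosome 19 from 34241090 to 34255590, was detected in 89.9% of Pericyte-1 cells (100% in Batch 1 and 88.9% in Batch 2), *Mustn1* in 50.5% of Pericyte-1 cells (20% in Batch 1 and 53.5% in Batch 2) and *Map3k7cl* in 22.0% of Pericyte-1 cells. In Pericyte-1 against Pericyte-2 cells, the log2 fold change was 4.76 (standard error 0.58, adjusted p = 5.9e-09) for *Acta2*, 4.31 (standard error 0.55, adjusted p = 2.7e-08) for *Mustn1* and 8.90 (standard error 2.00, adjusted p = 0.00200) for *Map3k7cl*, which had 0 counts in Pericyte-2 cells. Of the genes with at least 50 CPM that were higher in Pericyte-1 cells, *Pi15* (11.13) and *Ankrd1* (9.66) had the largest changes. Both had 0 CPM in Pericyte-2 cells, so the size of their changes is not well determined.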

Pericyte-1 cells selectively expressed *Map3k7cl*, *Mustn1*, and *Acta2*. 

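In Pericyte-2 cells, *Agtr1a* was detected in 34.8%, *Vsnl1* in 24.3%, *Art3* in 19.5% and *Acta2* in 10.5% of Pericyte-2 cells (10.5% in Batch 1 and 10.5% in Batch 2). The log2 fold change in Pericyte-1 against Pericyte-2 cells was -5.04 (standard error 1.06, adjusted p = 8.7e-04) for *Agtr1a*, -3.31 (standard error 0.93, adjusted p = 0.0215) for *Vsnl1* and -2.64 (standard error 0.93, adjusted p = 0.101) for *Art3*. The enrichment of *Acta2* in Pericyte-2 cells over all cells was 1.16 (one-sided Fisher's exact test, p = 0.258).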

Pericyte-2 cells expressed *Agtr1a*, *Vsnl1*, and *Art3*, but lacked or expressed low levels of *Acta2*. PDGFRβ^+^/CSPG4^+^ and PDGFRβ^+^/CSPG4^+^/ACTA2^+^ pericytes were identified by immunofluorescence staining (Supplementary Figure 13).

Three distinct subtypes of smooth muscle/myoFBs were identified, including MyoFB-1, MyoFB-2, and Smooth Muscle. 

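MyoFB-1 held 149 cells, 43 of them listed by the authors; with the types of listed cells masked, the model placed 26 of these 43 in MyoFB-2. *Pdgfra*, which lies on chromosome 5 from 75152292 to 75198215, was detected in 41.6% of MyoFB-1 cells (35.8% in Batch 1 and 44.8% in Batch 2) and *Ednrb* in 48.3% of MyoFB-1 cells (47.2% in Batch 1 and 49.0% in Batch 2). *Actg2* was detected in 2.01% of MyoFB-1 cells (5.66% in Batch 1 and 0% in Batch 2), *Des* in 5.37% and *Cnn1* in 0.671% of MyoFB-1 cells. In a comparison of MyoFB-1 against Smooth Muscle cells, the log2 fold change was 2.90 (standard error 0.53, adjusted p = 1.4e-04) for *Pdgfra*, 1.97 (standard error 0.56, adjusted p = 0.0395) for *Ednrb*, -5.25 (standard error 0.65, adjusted p = 3.8e-08) for *Actg2*, -3.77 (standard error 0.53, adjusted p = 6.9e-07) for *Des* and -5.90 (standard error 0.83, adjusted p = 7.3e-07) for *Cnn1*. For MyoFB-1 against Smooth Muscle, 152 of 8177 genes (59 higher and 93 lower) had an adjusted p under 0.05, and 38 without the replicate block.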

MyoFB-1 cells expressed high levels of *Pdgfra* and *Ednrb*, but lacked mature muscle markers *Actg2*, *Des*, and *Cnn1*. 

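In the 310 MyoFB-2 cells, *Pdgfra* was detected in 21.6%, *Ednrb* in 41.3%, *Acta2* in 20% of MyoFB-2 cells (39.5% in Batch 1 and 13.7% in Batch 2), *Actg2* in 14.2%, *Des* in 21.6% and *Cnn1* in 1.61%. Both *Pdgfra* and *Acta2* were detected in 5.16% of MyoFB-2 cells (Wilson 95% interval 3.20 to 8.22%), 4.70% of MyoFB-1 cells and 4.90% of Smooth Muscle cells. The percentage in MyoFB-2 cells was 11.8% in Batch 1 and 2.99% in Batch 2, and no test between the subtypes was made.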

MyoFB-2 cells co-expressed myoFB and smooth muscle markers and may represent cells in transition from myoFBs to smooth muscle cells. Smooth muscle cells expressed smooth muscle markers (*Actg2*, *Cnn1*, and *Des*), but lacked myoFB markers *Pdgfra* and *Ednrb*. 

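*Actg2* was detected in 54.5% of Smooth Muscle cells (64.6% in Batch 1 and 49.5% in Batch 2), *Des* in 53.8% and *Cnn1* in 33.6% of Smooth Muscle cells. *Pdgfra* was detected in 8.39% of Smooth Muscle cells (10.4% in Batch 1 and 7.37% in Batch 2) and *Ednrb* in 18.2% of Smooth Muscle cells (16.7% in Batch 1 and 18.9% in Batch 2).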

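*Wnt5a* was detected in 14.1% of MyoFB-1, 28.4% of MyoFB-2 and 45.5% of Smooth Muscle cells, with enrichments over all cells of 2.57, 5.17 and 8.29. *Axin2* was detected in 23.5%, 17.7% and 9.79%, with enrichments of 2.84, 2.14 and 1.18.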

WNT signaling genes were highly expressed in the smooth muscle/myoFBs clusters of cells. 

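Both *Axin2* and *Pdgfra* were detected in 19 of 149 MyoFB-1 cells (12.8%, Wilson 95% interval 8.32 to 19.1%), 7.55% in Batch 1 and 15.6% in Batch 2. *Fgf7* was detected in 7 of these 19 cells (36.8%, 19.1 to 59.0%), all in Batch 2, and in 16.8% of all MyoFB-1 cells. Downsampling, the listed cells alone, or a prior weight of 2000 in the label model each moved the percent of these MyoFB-1 cells with Fgf7 to 0%.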

A subset of MyoFB-1 cells (11%) co-expressed *Axin2* and *Pdgfra*, of which 50% expressed *Fgf7*, perhaps representing a subset of mesenchymal alveolar niche cells located adjacent to AT2 progenitor cells involved in AT2 regeneration^16^. In order to validate MyoFB subtypes, we performed immunofluorescence staining of PDGFRα-GFP^+^ and ACTA2 using a GFP lineage traced mouse model^36^. The majority of PDGFRα-GFP^+^ fibroblasts (MyoFB) detected in terminal saccules lacked FN1 (MatrixFB-1) at E18.5 (Supplementary Figure 10). MyoFB-1 (PDGFRα-GFP^+^/αSMA^−^), MyoFB-2 (PDGFRα-GFP^+^/αSMA^+^), and smooth muscle (PDGFRα-GFP^−^/αSMA^+^) cells were identified (Supplementary Figure 10). In addition, we identified a marker, *Tgfbi*, expressed in all three subtypes of smooth muscle/myoFBs cells in the Drop-seq data. 

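*Tgfbi*, which encodes an extracellular matrix protein and lies on chromosome 13 from 56609523 to 56639562, was detected in 69.8% of MyoFB-1 cells (77.4% in Batch 1 and 65.6% in Batch 2), 90% of MyoFB-2 cells (94.7% in Batch 1 and 88.5% in Batch 2) and 96.5% of Smooth Muscle cells (97.9% in Batch 1 and 95.8% in Batch 2). Its CPM were 2692 ± 416 in MyoFB-1 and 11398 ± 1388 in Smooth Muscle cells (SD, n = 2 batches), a log2 fold change of -2.07 (standard error 0.41, adjusted p = 5.5e-04).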

TGFBI^+^/PDGFRβ^+^/ACTA2^+^ myoFBs and TGFBI^+^/ACTA2^+^ smooth muscle cells were identified in mouse lung at PND1 (Supplementary Figure 12).

### Subpopulations of pulmonary immune cells

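Immune cells were assigned to macrophages (457 cells, 120 in Batch 1), B lymphocytes (59, 23), T lymphocytes (49, 9), proliferative lymphocytes (41, 10) and basophils (15, 5). Each was tested against the mean of the other 4. Macrophage against the mean of the other immune subtypes gave 1126 genes past the threshold and 720 without the replicate block. B Lymphocyte against the mean of the other immune subtypes gave 107 genes past the threshold and 53 without the replicate block, and T Lymphocyte against the mean of the other immune subtypes gave 120 genes past the threshold and 37 without the replicate block. Proliferative Lymphocyte against the mean of the other immune subtypes gave 429 genes past the threshold and 291 without the replicate block, and Basophils against the mean of the other immune subtypes gave 126 genes past the threshold and 77 without the replicate block. Of the T lymphocytes, 13 carried at least 2 genes of natural killer cells.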

Five distinct sub-populations of immune cells were identified using unbiased clustering and were further defined based on the expression of signature genes and known immune cell markers (Fig. 1; Supplementary Figure 6). 

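In the 15 cells of the basophil subtype, *Fcer1a*, which encodes a chain of the IgE receptor, was detected in 33.3% of cells (40% in Batch 1 and 30% in Batch 2) and *Cd200r3* in 53.3% of cells (80% in Batch 1 and 40% in Batch 2). *Fcer1a* had too few counts for the test across subtypes, and *Cd200r3* had a log2 fold change of 9.40 (standard error 1.40, adjusted p = 1.8e-06) against the mean of the other immune subtypes. The largest changes were those of the proteases *Mcpt8* (13.21) and *Prss34* (11.42). In macrophages, *Cd14* was detected in 40.0% of cells (18.3% in Batch 1 and 47.8% in Batch 2), *Fcgr2b* in 29.1% and *Spi1* in 54.0%, with log2 fold changes of 3.91 (standard error 0.47, adjusted p = 8.9e-10), 3.48 (standard error 0.52, adjusted p = 4.0e-07) and 3.11 (standard error 0.36, adjusted p = 3.6e-10).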

Cells selectively expressing *Fcer1a* and *Cd200r3* were predicted to be basophils; cells selectively expressing *Cd14*, *Fcgr2b*, and *Spi1*, were predicted as a macrophage cell type. Three subtypes of lymphocytes were identified. Cells selectively expressing *Cd19*, *Cd22*, and *Ighm* were defined as B lymphocyte, while those expressing *Cd3g*, *Cd3e*, and *Cd7* were defined as T lymphocyte. 

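In B lymphocytes, *Cd22* was detected in 25.4% and *Ighm* in 76.3% of cells, with log2 fold changes against the mean of the other immune subtypes of 6.71 (standard error 1.09, adjusted p = 1.9e-05) and 6.16 (standard error 0.59, adjusted p = 2.3e-12). In T lymphocytes, *Cd3g* was detected in 46.9%, *Cd7* in 38.8% and *Cd3e* in 12.2% of cells. Against the other immune subtypes it was 10.29 (standard error 1.24, adjusted p = 2.2e-08) for *Cd3g* and 9.99 (standard error 1.31, adjusted p = 2.4e-07) for *Cd7*, and *Cd3e* had too few counts for the test. *Cd3g* and *Cd7* had 0 CPM in the other immune subtypes, so the size of their changes is not well determined. *Gzma* (11.83) and *Ccl5* (11.51) had the largest changes in T lymphocytes.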

A third lymphocytic subtype expressed high levels of cell cycle-associated genes (e.g., *Top2a*, *Mki67*, and *Cdk1*), multiple histone cluster 1 genes and *Hells*, a gene encoding a lymphoid-specific helicase involved in “lymphocyte proliferation”. 

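In proliferative lymphocytes, *Top2a* was detected in 87.8% of cells (90% in Batch 1 and 87.1% in Batch 2), *Mki67* in 80.5% of cells (50% in Batch 1 and 90.3% in Batch 2), *Cdk1* in 43.9% and *Hells* in 26.8%. The log2 fold change against the mean of the other immune subtypes was 5.89 (standard error 0.51, adjusted p = 2.5e-15) for *Top2a*, 3.34 (standard error 0.41, adjusted p = 3.1e-09) for *Mki67*, 3.51 (standard error 0.67, adjusted p = 1.2e-04) for *Cdk1* and 3.89 (standard error 1.15, adjusted p = 0.0283) for *Hells*. Of the histone genes, *Hist1h2ak* had 5.09 (adjusted p = 9.9e-16), *Hist1h4i* 4.06 (adjusted p = 0.0143) and *Hist1h2br* 5.37 (adjusted p = 0.0457), while *Hist1h4c* with 4.01 (adjusted p = 0.0587) and *Hist1h2bq* with 2.32 (adjusted p = 0.195) did not pass the threshold. Many histone genes of this cluster are close copies, and their counts cannot be told apart with certainty. The largest changes were those of *Ccl21a* (9.57) and *Gm21541* (9.44). *Ccl21a* was detected in 4.88% of proliferative lymphocytes and 95.2% of Lym-Endo cells, so its change rests on few cells, and its difference was 8.28 in Batch 1 and 2.17 in Batch 2.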

We designated these cells as proliferative lymphocytes, consistent with known proliferative immune cells in the postnatal lung^37^. Flow cytometry further identified the diversity of immune cell populations, including macrophages, T cells, and B cells in PND1 mouse lungs (Supplementary Figure 14).

### Comparison of Drop-seq and Fluidigm C1 predictions

Drop-seq analysis of PND1 lung cells was validated by an independent scRNA-seq experiment using the Fluidigm C1 platform (Supplementary Table 1; Supplementary Figure 15; Supplementary Data 3 and 4). Total of seven cell type/subtypes were identified by Fluidigm C1 while 20 subtypes were identified by drop-seq (Supplementary Figure 15a, b). Cell types and signature genes identified from Drop-seq and Fluidigm C1 were largely correlated and consistent (Supplementary Figure 15c, d). Larger numbers of cells obtained in the Drop-seq data enabled better resolution of cell type heterogeneity (Supplementary Figure 15b). Fluidigm C1 detected more differentially expressed genes per cell (Supplementary Figure 15d), which may enable better pathway and network analyses, finding consistent with other comparative studies^38,39^.

### Dynamic regulation of genes and pathways at birth

To identify genes and pathways associated with pulmonary maturation, we analyzed RNA-seq experiments from mouse whole lung samples collected at seven developmental time points, embryonic day 16.5 (E16.5), E18.5, postnatal days 1, 3, 7, 14, and 28 (Fig. 5a; Supplementary Table 2). Using short time-series expression miner (STEM)^40^, we identified six major temporal RNA expression patterns (Fig. 5b; Supplementary Data 5) and validated the patterns using a published developmental time-series of mouse lung RNA microarray data, consisting of 26 time points from E9.5 to PND56^10^ (Supplementary Figure 16).

**Fig. 5:**
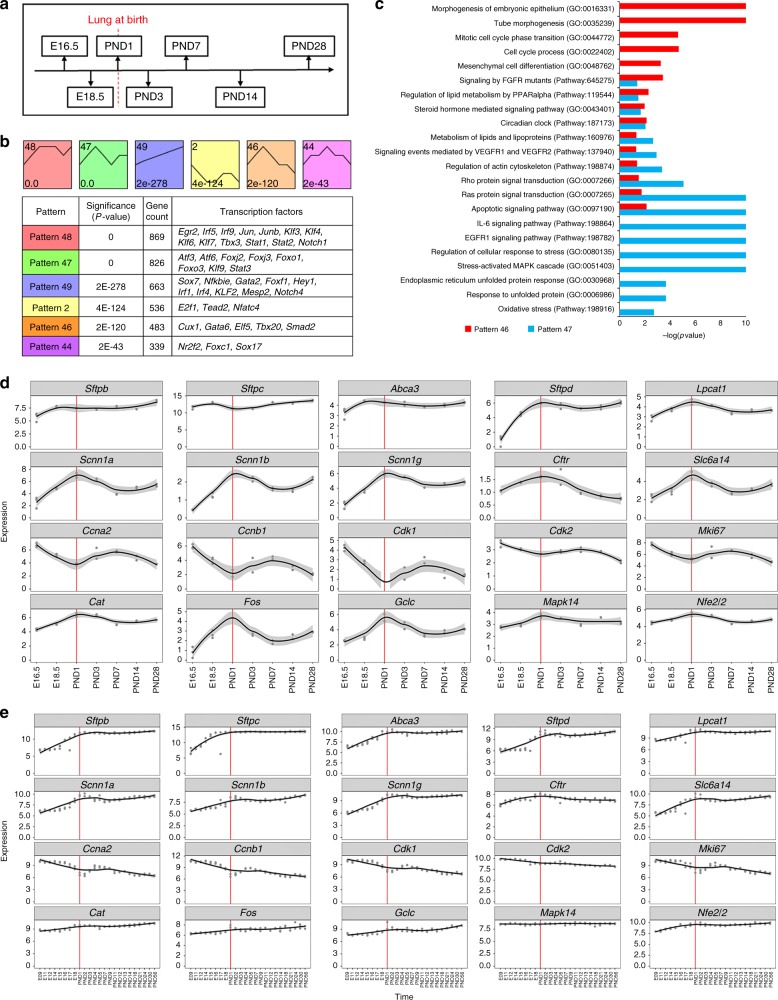
Dynamic regulation of genes and bioprocesses at birth. **a** RNA-seq samples were collected from seven time points of mouse lung development. **b** Top panel: six representative temporal gene expression patterns were identified; red dashed lines indicate PND1. Bottom panel: the significance (*p-*value), gene counts, and transcription factors in the six representative gene expression patterns. **c** Functional annotations uniquely or commonly enriched by the temporal gene expression patterns “Pattern 46” and “Pattern 47”. **d**, **e** The dynamic patterns of representative genes in four biological processes during mouse lung development. Red lines represent the data from mouse lung at PND1. The four biological processes and representative genes include surfactant synthesis (*Sftpb*, *Sftpc*, *Abca3*, *Sftpd*, *Lpcat1*), fluid transport and clearance (*Scnn1a*, *Scnn1b*, *Scnn1g*, *Cftr*, *Slc6a14*), cell proliferation (*Ccna2*, *Ccnb1*, *Cdk1*, *Cdk2*, *Mki67*), and response to oxidative stress (*Cat*, *Fos*, *Gclc*, *Mapk14*, *Nfe2l2*). **d** Gene expression patterns derived from RNA-seq data of mouse lung at E16.5-PND28. **e** Gene expression patterns derived from published RNA microarray data of mouse lung development from E9.5 to PND56^10^. Gray dots represent individual data points. Black lines represent fitted locally weighted scatterplot smoothing profiles; gray regions are the confidence intervals around smoothing

Expression patterns 46 and 47 peaked on PND1, likely representing genes and bioprocesses activated at birth. Pattern 47 (826 genes) was uniquely enriched in stress-related biological processes and signaling pathways, including “stress-activated MAPK cascade”, “regulation of cellular response to stress”, “responded to unfolded protein”, “endoplasmic reticulum unfolded protein response” and “oxidative stress” (Fig. 5c). Pattern 46 (483 genes) decreased after-birth and thereafter. This group of genes shares predicted roles in “mesenchymal cell differentiation”, “mitotic cell cycle phase transition”, and “tube morphogenesis”. The major bioprocesses and pathways shared by Patterns 46 and 47 include “circadian clock” and “metabolism of lipids and lipoproteins” (Fig. 5c). The activation of the circadian clock genes at birth may indicate responses to light. Induction of “metabolism of lipids and lipoproteins” is likely related to the metabolic adaptations needed to provide energy and substrates for surfactant biosynthesis necessary for ventilation^1^. Pattern 49 genes increased expression progressively after birth and were associated with “positive regulation of immune system process” and “immune response” (Supplementary Data 5). Pattern 2 genes were associated with “cell cycle process and phase transition” and “RNA splicing and processing” (Supplementary Data 5); their expression was increased from PND7 to PND14, consistent with increased alveolarization and septal growth (Fig. 5b). Dynamic gene expression analysis of lung tissue RNA-seq data from E16.5 to PND28 identified the induction of a network of genes designed to enhance surfactant synthesis and to establish alveolar fluid balance (Fig. 5d, e), processes required for lung function at birth. Expression of stress-related genes and bioprocesses, including “regulation of cellular response to stress”, “responded to unfolded protein”, “endoplasmic reticulum unfolded protein response”, and “oxidative stress” was increased at birth; in contrast genes involved in cell proliferation were decreased before birth. (Fig. 5).

### Activation of the unfolded protein response pathway at birth

In the present study, mRNAs encoding multiple key components in the UPR pathway were induced on PND1, including stress sensors (*Atf6*, *Ern1*, and *Eif2ak3*), key TFs (*Xbp1*, *Atf6*, and *Nrf2*), ERAD components (*Hsp70*, *Hsp90*, *Syvn1*, *Sel1l*, *Os9*, *Ubx*, and *Amer*), and genes involved in lipid biosynthesis (*Srebf2*, *Scap*, *Insig1*, and *Cebpd*) (Supplementary Figure 17), indicating that the transition to postnatal life is associated with ER stress activating UPR in pulmonary cells. 

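The 17 UPR genes of Supplementary Data 6 and *Nkx2-1* were tested in each of the 20 subtypes with the authors' measure, a one-sided Fisher's exact test over all filtered cells with an enrichment score of at least 1.5 and p under 0.05. The tests compare cells and not mice. On simulated genes, 93.6% of enriched pairs passed and 0.725% of pairs without enrichment. The simulated cells did not differ in UMIs per cell, so these rates do not cover differences in depth between subtypes. Of 360 pairs of a gene and a subtype, 69 passed, 61 of them in epithelial subtypes. Within batches, 34 pairs passed in Batch 1, 58 in Batch 2 and 22 in both. For the UPR gene associations passing, only the cells the authors list moved the number most, to 29. With each cell downsampled to 600 UMIs, 39 pairs passed, 23 of them among the 69.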

The association of key UPR genes with individual cell types was identified from the Drop-seq data. The majority (75%) of cells in which UPR was enriched were epithelial. 

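A UPR score was computed as the mean z-score of the 17 genes, and a cell at least 1 SD above the mean of all cells was called high. Of 1245 high cells, 499 were epithelial (40.1%, Wilson 95% interval 37.4 to 42.8%), 19.3% in Batch 1 and 46.4% in Batch 2. Mesenchymal cells made up 34.4% and endothelial cells 18.3%. Of all epithelial cells 27.7% were high, against 13.2% of mesenchymal, 10.7% of endothelial and 11.6% of immune cells. High epithelial cells held a median of 3872 transcripts. Of the passing pairs of a gene and a subtype, 88.4% were epithelial.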

Among epithelial subtypes, UPR genes were most enriched in AT1/AT2 alveolar cells, and in *Sox2*^hi^ conducting airway epithelial cells (Fig. 6a and Supplementary Data 6).

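Of the passing pairs with UPR genes, 16 were of Sox2hi, 14 of AT1/AT2, 9 of ciliated, 8 of club, 6 of AT2 and 2 of AT1 cells. The median enrichment of the 17 genes was 3.06 in Sox2hi and 2.34 in AT1/AT2 cells. By the UPR score, ciliated cells were high most often (45.7%, mean score 0.231), against 33.3% of Sox2hi (0.158) and 32.7% of AT1/AT2 cells (0.154). Over both batches together, Sox2hi and AT1/AT2 cells hold the most transcripts per cell. With each cell downsampled to 600 UMIs, 2 of the 16 genes in Sox2hi and 4 of the 14 genes in AT1/AT2 cells still passed, and the median enrichments were 0.775 and 0.804. After downsampling, 7 of the genes were detected in none of the 45 Sox2hi cells, which leaves little power to find an enrichment there. Across 20 bins of cells by number of transcripts, 16 of the 32 associations of both subtypes, *Nkx2-1* included, kept a p under 0.05 (Mantel-Haenszel chi-square test over cells). The highest bin had no upper limit, so depth could still differ within it. The paper describes UPR genes as most enriched in AT1/AT2 and Sox2hi cells among epithelial subtypes.

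**Figure D4:**
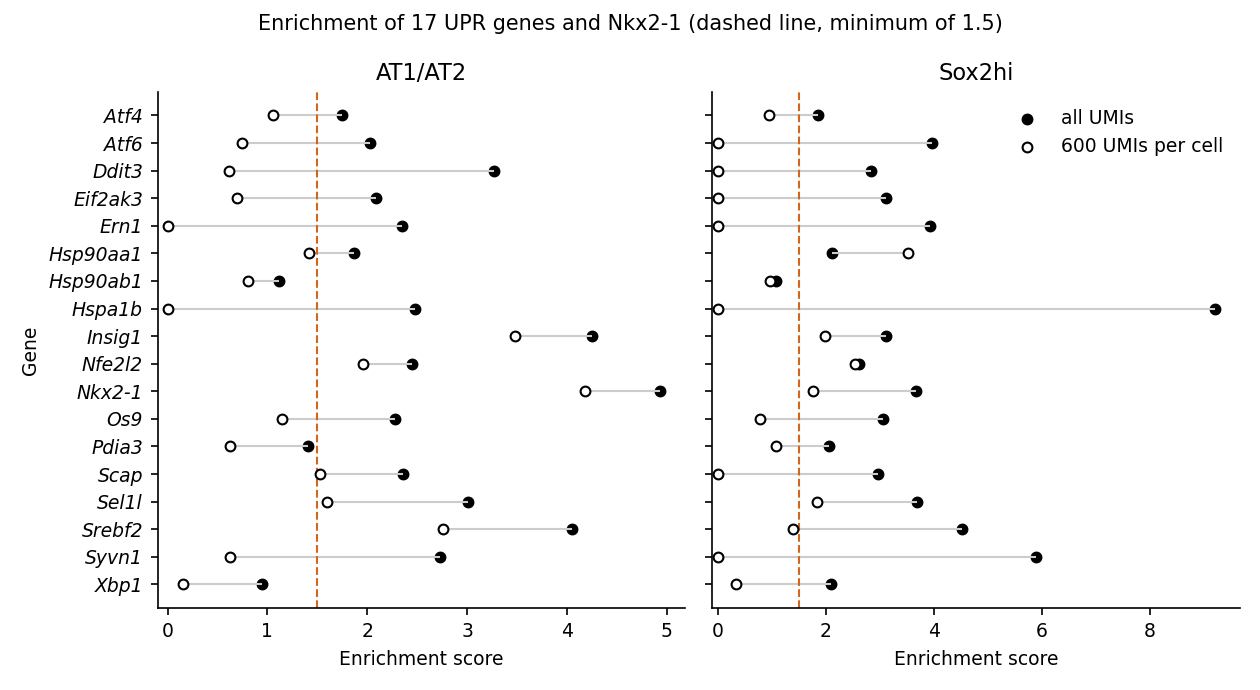
Enrichment score of each UPR gene and *Nkx2-1* in AT1/AT2 and Sox2hi cells on the horizontal axis, with filled points from all UMIs and open points after each cell was downsampled to 600 UMIs. Most points move under the dashed minimum of 1.5 after downsampling, and *Insig1*, *Nfe2l2*, *Nkx2-1* and *Sel1l* stay above it in both subtypes.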

**Fig. 6:**
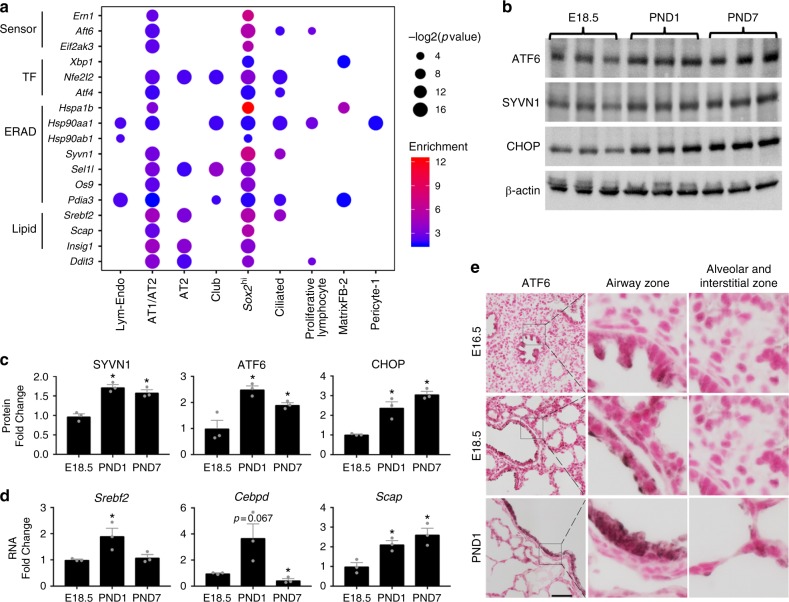
UPR activity in the mouse lung at birth. **a** Associations of unfolded protein response (UPR) gene expression and specific cell types based on the single cell Drop-seq data. Associations (nodes) with Fisher’s exact test *p-*value < 0.05 and enrichment score ≥ 1.5 are shown. Node size is proportional to –log_2_-transformed Fisher’s exact test *p-*value. Node color gradient is proportional to the enrichment score. Sensor stress sensors, TF transcription factors, ERAD endoplasmic reticulum-associated degradation, Lipid lipid biosynthesis. **b** Whole lung lysates from three mice at each age of E18.5, PND1, and PND7 were immunoblotted for ATF6, SYVN1, CHOP, and β-actin. **c** Quantification of immunoblotting after normalization to β-actin. **d** Whole lung RNA was used to quantitate *Scap*, *Cebpd*, and *Srebf2* RNA from three mice at each age of E18.5, PND1, and PND7. **e** ATF6 staining was increased in airway of PND1 compared to E18.5 and E16.5 tissue. Scale bar is 50 μm. Images are representative of at least three embryos/animals for each time point. Boxed regions are zoomed in. In **c** and **d**, *p-value < 0.05 from E18.5 determined by one-way ANOVA with Dunnett’s multiple comparison, mean ± S.E.M. Source data are provided as a Source Data file

### Experimental validation of UPR induction at birth

ATF4 and AFT6 are known to play important roles in regulating UPR genes. 

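*Atf4* (chromosome 15 from 80255184 to 80257541) and *Atf6* (chromosome 1 from 170704674 to 170867771) encode transcription factors of the UPR. *Atf4* passed the criteria in AT1/AT2 (enrichment 1.74, one-sided Fisher's exact p = 2.2e-32), Sox2hi (1.85, exact p = 7.7e-05), ciliated and club cells (1.68 in both). *Atf6* passed in AT1/AT2 (2.03, exact p = 2.7e-12), Sox2hi (3.97, exact p = 3.1e-07) and ciliated cells (2.51). After each cell was downsampled to 600 UMIs, the enrichments in AT1/AT2 cells were 1.06 for *Atf4* and 0.748 for *Atf6*, and neither passed. Both genes were detected in 14.3% of AT1/AT2 cells (3.85% in Batch 1 and 15.6% in Batch 2).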

Bioinformatic analyses suggested that *Atf4* and *Atf6* express in same lung epithelial cell subtypes (Fig. 6a). However, *Atf6* expression was induced at birth while *Atf4* and its transcriptional targets were not induced at birth (Supplementary Figure 17). Consistent with the RNA data, ATF4 and ATF6 immunofluorescence staining was observed in both airway and alveolar cells (Fig. 6e; Supplementary Figure 18; Supplementary Data 6). ATF6 staining was increased in airway cells on PND1 compared with embryonic lung, while ATF4 staining did not change during this period (Fig. 6; Supplementary Figure 18), supporting the concept that ATF6, rather than ATF4, was activated in the stress response after birth.

Other UPR pathway components were assessed by immunoblotting and qPCR. Synoviolin 1 (SYVN1), involved in ER-associated degradation (ERAD) and ubiquitin-dependent degradation of misfolded ER proteins, and DNA damage inducible transcript 3 (DDIT3, also known as CHOP), activated by ER stress and promoting apoptosis, were increased from E18.5 to PND1 and PND7 (Fig. 6b, c). As shown in Supplementary Figure 17, activation of UPR attenuates general protein synthesis and activates lipid biosynthesis via PERK signaling^41,42^. Increased expression of *Srebf2*, *Cebpd*, and *Scap* was identified by quantitative PCR (Fig. 6d), supporting activation of UPR pathway components associated with lipid biosynthesis following birth.

Protein disulfide isomerase family A member 3 (*Pdia3*) encodes an ER protein, which interacts with calreticulin and calnexin to promote formation of disulfide bonds during protein folding. 

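*Pdia3*, which encodes a protein disulfide isomerase of the endoplasmic reticulum and lies on chromosome 2 from 121413775 to 121438687, had its highest enrichment in Lym-Endo cells (2.28), followed by Sox2hi (2.06), ciliated (1.83) and club cells (1.76). In AT1/AT2 cells the enrichment was 1.40 (1.08 in Batch 1 and 1.41 in Batch 2), with *Pdia3* detected in 48.4% of cells. After downsampling to 600 UMIs per cell, it was 2.51 in Lym-Endo, 0.882 in ciliated and 0.631 in AT1/AT2 cells.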

*Pdia3* RNA was increased at PND1 and was most highly enriched in AT1/AT2, ciliated and lymphatic endothelial cells at PND1 (Fig. 6a). 

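*Nkx2-1*, which encodes a transcription factor of lung epithelium and lies on chromosome 12 from 56531958 to 56536908, was detected in 77.7% of AT1/AT2 cells (71.2% in Batch 1 and 78.4% in Batch 2). Its enrichment was 4.93 in AT1/AT2, 3.87 in AT2, 3.67 in Sox2hi and 3.60 in AT1 cells, and after downsampling to 600 UMIs per cell 4.18, 4.16, 1.76 and 4.38. The log2 fold change in AT1/AT2 cells was 5.47 (standard error 0.28, adjusted p = 1.9e-27) against the mean of all other subtypes and 0.03 (standard error 0.31, adjusted p = 1) against the mean of AT1 and AT2 cells.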

PDIA3 staining was associated with NKX2-1-stained epithelial cells, the latter enriched in AT1/AT2 cells in the single cell RNA study (Fig. 7a–c; Supplementary Data 6). PDIA3 co-localized with the AT2 cell marker ABCA3, the club cell marker SCGB1A1, but not with AT1 cell markers AGER or PDPN (Fig. 7d–l; Supplementary Figure 19). PDIA3 expression was increased during AT2 to AT1 transdifferentiation mediated by WNT signaling^43^, consistent with the present finding that both *Pdia3* and *Axin2* were more enriched in the AT1/AT2 subpopulation.

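*Pdia3* and *Axin2* were detected together in 40 of 502 AT1/AT2 cells (7.97%, Wilson 95% interval 5.91 to 10.7%). Against the mean of all other subtypes, the log2 fold change in AT1/AT2 cells was -0.33 (standard error 0.28, adjusted p = 0.506) for *Pdia3* and 0.98 (standard error 0.58, adjusted p = 0.259) for *Axin2*. In CPM, *Axin2* was lower in AT1/AT2 cells (31.8) than the mean of the other subtypes (44.8), as a mean of log2 values lies below the log2 of the mean. Against the mean of AT1 and AT2 cells, that of *Pdia3* was -0.32 (standard error 0.31, adjusted p = 1).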

**Fig. 7:**
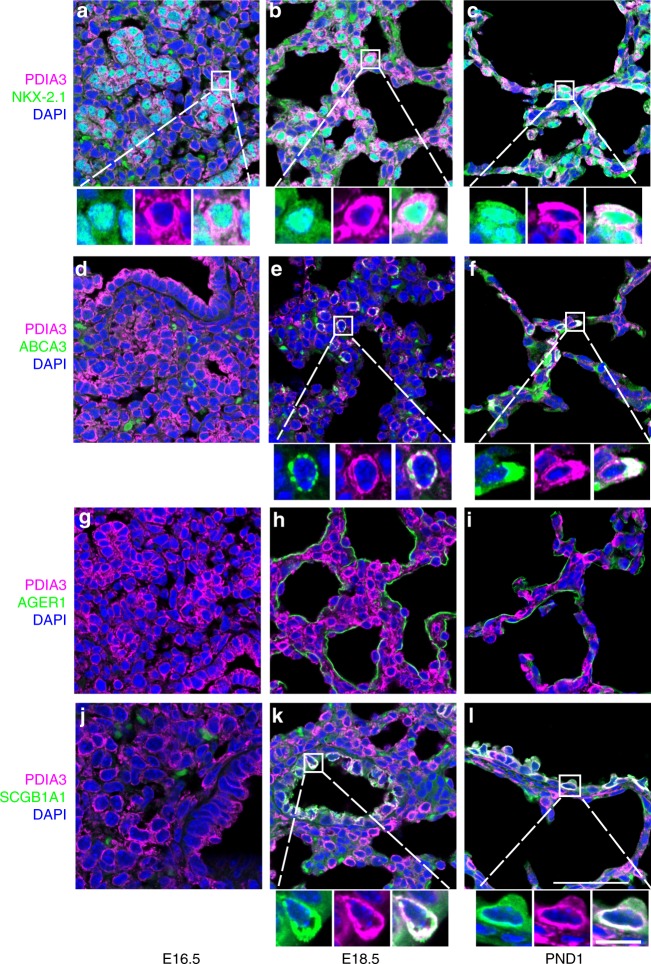
PDIA3 staining in perinatal mouse lung epithelial cells. Mouse lungs were immunostained for PDIA3 and indicated markers of airway and alveolar epithelial cells at E16.5, E18.5, and PND1. PDIA3 co-expressed with NKX2-1 (**a**–**c**), ABCA3 (**d**–**f**), and SCGB1A1 (**j**–**l**). PDIA3 did not co-stain with AGER1 (**g**–**i**). Boxed regions are zoomed in to show individual and merged channels to highlight co-localization of markers at each age. Images are representative of at least three embryos or pups at each age. Scale bar is 50 and 10 μm for the zoomed in box

### Web tool development and data sharing

To facilitate the query, visualization and re-utilization of the present data, we developed a web application, named “single cells of Lung At Birth” (scLAB), which is freely accessed at https://research.cchmc.org/pbge/lunggens/SCLAB.html. The search tools enables query by gene of interest, cell type, or dynamic gene expression patterns during mouse lung development (Fig. 8). Cell types, cell type-specific signature genes, dynamic gene expression patterns and enriched biological processes are visualized in *t*-distributed stochastic neighbor embedding (tSNE) plots, heatmaps, and profile charts. Data are available in tabular format for downloading and downstream analyses.

**Fig. 8:**
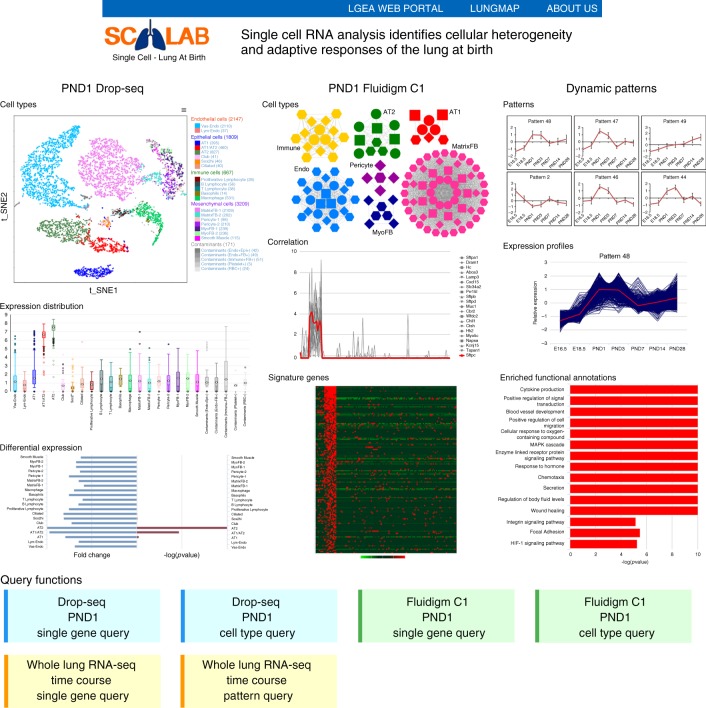
Snapshots of outputs of the scLAB web application. Single cells of Lung At Birth, scLAB (https://research.cchmc.org/pbge/lunggens/SCLAB.html), provides easy accesses and visualizations of the data and results of the present work, including PND1 Drop-seq and Fluidigm C1 single cell RNA-seq data analysis, as well as the dynamic patterns of whole-lung time-course RNA-seq data analysis

## Discussion

We integrated scRNA-seq analysis of PND1 mouse lung with developmental RNA profiles obtained from whole lung tissue to begin to understand the complexity of cellular adaptation of the lung to air breathing at birth. Single cell RNA profiling identifies a diversity of pulmonary cells during perinatal development, and provides access to the genes, processes, and cell–cell interactions regulating pulmonary structure and function at birth. A diversity of cell types, including epithelial, fibroblastic, immune, vascular endothelial, and other rare cell subtypes were identified using selective gene expression patterns. Key bioprocesses and pathways dynamically regulated during the transition to air breathing were identified by integrating single cell and bulk RNA-seq data obtained during the perinatal period. Among the signaling pathways induced at birth, we demonstrated activation of UPR in alveolar epithelial cells, which was accompanied by increased expression of TFs regulating surfactant protein and lipid biosynthesis.

The transition from fetal life to air breathing requires the activation of a series of adaptive responses to the sudden transition from the relatively hypoxic intrauterine environment to the relatively hyperoxic extrauterine environment^44,45^. Altered redox homeostasis in the ER can cause ER stress and induce production of reactive oxygen species in the ER^46^. Increased amount of surfactant proteins, electrolyte and fluid transport proteins synthesized and processed in ER and exposure to ambient oxygen after birth may contribute to the observed increase of UPR and oxidative stress in alveolar and airway epithelial cells. Accumulation of misfolded proteins in ER and changes in redox status may make the newborn vulnerable to additional environmental challenges, which may contribute to the pathogenesis of lung injury causing RDS and BPD in preterm infants^1,6,7^.

A number of important ER resident UPR components were induced at birth, including ATF6, PERK, and IRE1, that function as ER stress sensors activating intracellular signaling pathways to degrade misfolded proteins, regulate protein and lipid biosynthesis and activate molecular chaperones. ATF6, NRF2, and XBP1 encode stress-inducible potent transcriptional activators which regulate target gene expression to enhance protein folding or degradation needed to maintain cell homeostasis under ER and oxidative stress and to promote cell survival^47,48^ (Supplementary Figure 17). Analysis of PND1 single cell data mapped key UPR components to individual cells. Important ER stress sensors and TFs regulating UPR were selectively enriched in alveolar (AT1/AT2) and conducting airway epithelial cells (*Sox2*^hi^) in the newborn lung (Fig. 6a). Consistent with the induction of key components of UPR pathway, expression of genes in a regulatory network controlling surfactant proteins and lipid biosynthesis and metabolism was increased at birth, a time of active synthesis, processing, and secretion of large amounts of surfactant proteins and phosphatidylcholine by AT2 cells. Mutations causing misfolding and mistrafficking of SFTPA/B/C and ABCA3 activate UPR and cause AT2 cell injury and interstitial lung disease in newborn infants and adults^49–51^. SREBP, SCAP, and CEBPD, which play essential roles in the regulation of pulmonary surfactant and phospholipid biosynthesis, were increased at birth^11,52,53^ (Figs. 5 and 6). Pathways regulating lipid synthesis are closely linked to UPR signaling. XBP1, ATF6, and IRE1α directly transactivate SREBP/SCAP and C/EBP to regulate hepatic lipogenesis^54–56^. Taken together, our findings support the hypothesis that the induction of phospholipid biosynthesis and lipid accumulation in lung epithelial cells at birth contributes to ER stress that activates the adaptive phase of UPR to maintain cellular homeostasis.

The regulation of UPR signaling is highly dependent on the nature of the stimulus, as well as the intensity and duration of stress. Early UPR responses attenuate protein synthesis, promoting adaptive responses to restore ER function and to maintain cell survival. Under prolonged ER stress, UPR transitions from an adaptive to an apoptotic response. In the present study, we observed the activation of adaptive responses, i.e., attenuation of protein synthesis, increased lipid biosynthesis, protein refolding and expression of anti-apoptotic protein *Bcl2*. Genes in the apoptotic phase of UPR (e.g., *Casp3/9/12*, *Bak*, and *Bax*) were not induced (Supplementary Figure 17), perhaps indicating that the level and nature of stresses accompanying birth are relatively mild and lipid centric, likely representing pro-survival, rather than cell death responses. However, alveolar epithelial cells under active adaptive stress may be vulnerable to additional external challenges caused by prematurity, infection, cell injury, or mutations in genes causing misfolded proteins. This concept is supported by recent findings, wherein conditional deletion of *Emc3*, an ER membrane protein involved in the ERAD pathway, disrupted both surfactant lipid and protein trafficking, causing activation of UPR in alveolar AT2 cells, resulting in respiratory failure at birth^57^.

While lineage relationships among epithelial cells are increasingly understood in the developing mouse lung, mesenchymal lineage relationships are less well defined. We applied an unbiased and unsupervised iterative clustering approach and identified seven mesenchymal cell subtypes, including two MatrixFB, two pericyte, and three MyoFB/smooth muscle cell subtypes (Fig. 4). The present study provides a resource to gain insight into heterogeneity of lung mesenchymal cells; allowing identification of cell types and potential regulatory mechanisms. Genes involved in WNT (*Wnt2*, *Wnt5a*, and *Axin2*), FGF (*Fgf10*, *Fgf7*, *Fgfr3*, and *Fgfr4*), and T-box family of TFs (*Tbx2*, *Tbx4*, and *Tbx5*) were selectively enriched in the MatrixFB-1 cells (Fig. 4). FGF and WNT signaling often function in a positive regulatory loop^58,59^. Tbx4 and Tbx5 interact during lung growth and branching, and were directly involved in the *Wnt2*/*Fgf10* signaling pathway^60^. Mutations in *TBX4* cause lung hypoplasia and respiratory failure at birth^61^. We hypothesize that T-box family of TFs, WNT and FGF signaling genes interact to form a transcriptional regulatory network influencing differentiation of MatrixFB-1 cells (Supplementary Figure 20). We identified MatrixFB-2 cells expressing high levels of type 1 collagens (*Col1a1 and Col1a2*), ECM components (*Dpt*, *Vcan*, and *Eln*), and *Acta2*. A WNT signaling inhibitor (*Sfrp2)* and insulin-like growth factors and binding proteins (*Igf1*, *Igf2*, and *Igfbp2/5/6*) were highly enriched in MatrixFB-2 cells (Fig. 4a, b). IGF pathway is known to interact with and regulate WNT signaling^62,63^. The present study supports the concept that antagonistic interactions between IGF and WNT/FGF pathways determine the differentiation states and sub-populations of pulmonary mesenchymal cells at birth (Supplementary Figure 20). Recent scRNA-seq analysis of adult mouse lung predicted four distinct subtypes of fibroblasts, including “lipofibroblasts”^64^. While shared similarities with the present findings of the two matrix fibroblasts subtypes in the neonatal mouse lung, difference in signature genes defining the subtypes are evident and no clearly defined “lipofibroblasts” were identified at PND1.

Data and methods integration facilitate comprehensive understanding of adaptive responses in specific pulmonary cells at birth. By integrating Drop-seq single cell data at PND1 with the time course of RNA profiles from whole lung RNA-seq and Fluidigm C1 scRNA-seq, we identified key bioprocesses and pathways that were dynamically regulated during the transition to air breathing. We created pseudo-bulk RNA-seq samples from Drop-seq and Fluidigm C1-based scRNA-seq data from mouse lung at PND1 and compared these with bulk RNA-seq data from different development stages, showing that the pseudo-bulk and bulk RNA-seq samples from PND1 were closely related (Supplementary Figure 21).

While scRNA-seq provides useful insights into the cells and processes active during lung development, there are limitations associated with the present analytic platforms. Low mRNA capture efficiency (~10%) complicates analysis. Important low abundance TFs, signaling molecules and associated bioprocesses and pathways may be lost in scRNA-seq studies. Rare cell types may not be captured from whole lung digests. We observed relatively low numbers of conducting airway cells compared with cells of the peripheral lung (15:1), perhaps consistent with the abundance of peripheral compared to conducting airway tissue. 

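The ratio of alveolar (AT1, AT1/AT2 and AT2) to conducting airway cells (club, Sox2hi and ciliated) was 12.2 among the assigned cells. As the ratio of alveolar to conducting airway cells, 24.2 was found in Batch 1 and 10.9 in Batch 2.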

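There were 2081 Vas-Endo and 42 Lym-Endo cells. The ratio of Vas-Endo to Lym-Endo cells was 49.5, with 40.4 in Batch 1 and 54.1 in Batch 2.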

The ratio of pulmonary vascular to lymphatic endothelial cell was 57:1. Whether this reflects actual cell abundance or differences in capture efficiency is unclear. Both lymphatic endothelial and conducting airway cells were detected by Drop-seq but were not detected using Fluidigm C1 RNA-seq analysis and rare pulmonary neuroendocrine cells and nerve cells were not detected by either platform. Single cell analysis combined with tissue microdissection, presorting or laser capture microdissection of specific regions of lung may enhance expression analysis of rare and/or region-specific lung cell populations. For example, recent single cell RNA analyses of pre-sorted airway epithelial cells from conducting airways identified rare lung cell types, including ionocytes, brush cells, and neuroendocrine cells^65,66^.

The present study provides a comprehensive analysis of cells and processes involved in the adaptation to air breathing at birth. Single cell transcriptomic analysis revealed cellular and molecular processes forming and maintaining prenatal lung structure and function. Elucidation of the diversity of pulmonary cells and cell–cell interactions, provides the means to understand the pathogenesis of lung diseases affecting newborn infants. Data from the present study are freely accessed at https://research.cchmc.org/pbge/lunggens/SCLAB.html.

## Methods

### Mice

Animal protocols were approved by the Institutional Animal Care and Use Committee in accordance with NIH guidelines. C57BL6/J mice (Jackson Laboratories), female, PND1 of age, were used in single cell RNA-seq experiments; PDGFRα-GFP^36^ mice (B6.129S4-*PDGFRα*^*tm11****(EGFP)****Sor*^/J, Jackson Laboratories), mixed gender, were used in immunostaining experiments for validating mesenchymal cell subtypes; C57BL6/J mice (Jackson Laboratories), mixed gender, were used in all the other experiments. All mice were time mated. The presence of a vaginal plug was defined as E0.5. PND1 was defined as 24 ± 6 h after birth.

### Immunohistochemistry

Isolated lung tissues were fixed overnight in 4% paraformaldehyde/PBS, equilibrated in 30% sucrose, and embedded in OCT. 7 μm frozen sections were used. Sections from at least three independent animals were evaluated at the indicated developmental time point. Immunohistochemical assays were performed using the methodologies described in detail at https://research.cchmc.org/lungimage. The antibodies and method of antigen retrieval used are indicated in Supplementary Table 3. Confocal images were taken on either a Nikon A1 LUNA inverted, Nikon A1R LUN-V inverted, Nikon A1R inverted, using Nikon elements software. Images were post-processed in either Nikon Elements or IMARIS BITPLANE. Brightfield images were acquired on a Zeiss AXIOIMAGER.A2 using AxioVision software.

### Proximity ligation fluorescent in situ hybridization

Isolated lung tissues were fixed overnight in 4% paraformaldehyde/PBS and embedded in OCT or paraffin. Proximity ligation fluorescent in-situ hybridization (PLISH) was performed as reported in Nagendran et al.^67^ and Gokey et al.^68^, using the hybridization probes for *Sftpc*, *Ager*, and *Scgb1a1* previously reported^15^. In short, slides were pretreated with 10 mM citrate buffer (pH 6.0) for antigen retrieval. Target hybridization probes (From IDT) were incubated at concentrations of 100 nM each in hybridization buffer (1 M sodium trichloroacetate (NaTCA), 5 mM EDTA, 50 mM Tris pH 7.4, 0.2 mg/ml heparin in DEPC water) for 2 h at 37 °C and 100% humidity. Sections were incubated with T4 ligase buffer (NEB cat #M0202) and phosphorylated common bridge and connector circle oligos at 10 nM for 60 min. Subsequent incubations were performed with ligase buffer and T4 ligase for 2 h under the same conditions. DNA amplification was accomplished using Phi-29 polymerase (Lucigen-30221) in polymerase buffer using the same conditions overnight. After the reaction was complete, slides were washed with label buffer (2 × SCC/20% formamide in DEPC water) and incubated with 100 nM fluorescent label tagged label probes in label probe buffer for 1 h using the same conditions. Subsequent immunofluorescent co-staining was performed, and images were obtained by confocal microscopy on a Nikon A1R LUN-V and analyzed on Nikon Elements.

### Immunoblotting

Whole lung lysates were lysed in RIPA buffer containing protease and phosphatase inhibiting cocktails (Thermo Scientific). Protein lysate (25 μg) was loaded into 10–20% Tris–glycine gels (Novex) to separate proteins. An iBlot2 (Invitrogen) was used for dry transfer onto nitrocellulose membranes. Membranes were blocked using 5% bovine serum albumin (BSA) in Tris-buffered saline with 0.1% Tween 20 (TBST) and primary antibodies were diluted in 0.5% BSA/TBST. Western blots were quantified using Image lab software (Biorad). β-actin was used as a loading control. All blots were performed in triplicate (Supplementary Figure 22). Antibodies and concentrations used are listed in Supplementary Table 3. Uncropped blots can be found in Supplementary figure 22.

### qPCR RNA analysis

RNA was isolated from whole lung of three mice each at embryonic and postnatal ages using the RNeasy Micro kit (Qiagen). Reverse transcription was performed using 500 ng RNA and the iScript cDNA synthesis kit (Biorad) to make cDNA. StepOne Plus Real-Time PCR system utilizing TaqMan gene expression assays (Applied Biosystems) was used for qPCR analysis. Each target was ran in triplicate for each sample. RNA assay probes are listed in Supplementary Table 4.

### Cell isolation for flow cytometry

Lungs were isolated and pooled from three newborn mice. Lung tissue was cut into pieces and incubated (37 °C, 30 min) with shaking (150 r.p.m.) in digestion buffer (RPMI 1640 with 10% FBS, 15 mM HEPES, 1% penicillin/streptomycin (wt/vol) and 300 U/ml collagenase VIII) and then pressed through a 100-µm nylon strainer to obtain a single-cell suspension. 1 × 10^7^ cells were washed and then incubated (4 °C, 10 min) with anti-mouse CD16/CD32 and then re-incubated (4 °C, 30 min) with anti-mouse CD45 antibody (30-F11), anti-mouse CD4 antibody (GK1.5), anti-mouse CD8 antibody (53-5.8), anti-mouse CD11b antibody (M1/70), anti-mouse CD11c antibody (N418), anti-mouse CD19 antibody (6D5), anti-mouse Ly6G antibody (1A8), anti-mouse F4/80 antibody (BM8) (all diluted 1:100, Biolegend). Cells were sorted using a LSRII (BD Biosciences) and the data analyzed with FlowJo (Treestar).

### Cell isolation for single cell RNA analyses

Left and right lobes of PND1 mouse lungs were rapidly dissected in ice-cold PBS and finely minced in a Petri dish on ice. Lung pieces were transferred to a 1.5 ml conical tubes using P1 pipetman, cut tip, using 700 μl of TrypLE(10X)/tube and then with 500 μl of collagenase (10 mg/ml in PBS) per tube. The suspension was incubated in a 37 °C water bath for 1 min and triturated for 30 s with cut tip 1 ml blue tip, and repeated until most clumps were gone (7–10 min). Cell suspension was passed through a 40 μm strainer into a 50 ml Falcon tube and the filter rinsed with 5 ml of ice cold PBS with 0.1% BSA, and 15 ml of PBS were added to the filtrate. Cells were centrifuged at 300 × *g* for 5 min at 4 °C. Supernatant was removed. Sigma RBC lysis buffer were added at room temperature. Lysis was monitored microscopically by removing a small aliquot. Cells were washed and pelleted at 300 × *g* for 5 min at 4 °C. Cells were re-suspended in 0.8 ml of PBS with 0.1% BSA, and allowed to settle. The top 3/4 of cells were obtained and the procedure was repeated. Cell nucleus were adjusted to 300 cells per microliter for Fluidigm C1, or 100 cells per microliter for Drop-seq. For Drop-seq experiments, single-cell suspensions were processed through Drop-Seq^13^ to generate single-cell cDNA libraries attached to microbeads. Microbeads were counted, and amplified by PCR, and the 3′ end of the cDNA was prepared for sequencing. Fluidigm C1 experiments were carried out as per Fluidigm recommended protocols.

### Computational analysis of Drop-seq single cell data

The alignment of paired-end sequence reads to mouse genome (mm10) and the generation of digital expression matrix were processed using Drop-seq tools (http://mccarrolllab.com/download/922/, version 1.12)^13,17^. Read2 was aligned with bowtie2-2.2.7 using the “-k 1” option. The aligned reads were tagged with their corresponding UMI and barcode from read1. Each aligned read was tagged with its gene name. The expression matrix was generated by counting the number of unique UMIs per gene per cell.

We removed cells with (1) <500 detected (transcript count > 0) genes, and (2) >10% of transcript counts mapped to mitochondrial genes. We removed genes with transcripts detected in <2 cells. This pre-filtering resulted in using the expression of 19,233 genes in 8003 cells (2388 cells from Batch 1 and 5615 cells from Batch 2) for further analysis. 

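With genes kept when they had a count in at least 2 filtered cells of both batches together, 23992 genes remained. Under the same rule within each batch, 20483 remained in Batch 1 and 21932 in Batch 2.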

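Among the non-zero values of the filtered matrix, 67.4% in Batch 1 and 63.3% in Batch 2 were equal to 1. Values over 3 made up 9.50% and 12.4%, and 11.7% over both batches. Values this small mean that a gene missing in a cell can be present and uncounted.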

Among the retained 8003 cells, the median number of genes detected per cell was 958 and median number of transcripts per cell was 1790 (Supplementary Figure 1), and 12% of the non-zero values in the filtered expression matrix had a value >3 (Supplementary Figure 1), consistent with previous Drop-seq data^13,17^.

Transcript counts in each cell were normalized by dividing by the total number of transcripts in each cell multiplied by the median number of transcripts per cell. Since data were collected and processed in two batches, we assessed the number of expressed genes and transcripts in cells from different batches and observed a clear batch difference in gene expression related to sample preparation and sequencing (Supplementary Figure 23a). A set of lung-specific negative control genes was used to calculate a scaling factor to reduce the batch difference. Selection of a set of lung-specific negative control genes was described in Supplementary Note 1. We evaluate the batch effect after scaling normalization by assessing expression of commonly used housekeeping genes, including *Actb*, *Actg1*, *B2m*, *Rps6*, *and Rpl13* (all of these genes are expressed in >20% of cells in each batch) and confirmed that our normalization procedure reduced differences between batches (Supplementary Figure 23c). Log_2_(normalized count + 1) was used for further analysis.

Given the normalized expression matrix, the following analytic workflow was employed to map the major cell types and then subtypes within each major cell type. (1) Remove genes that were expressed (transcript count > 0) in <2 cells. (2) Detect highly variable genes using “MeanVarPlot” function in Seurat^69^ for dimension reduction. (3) Perform PCA-based dimension reduction using the *z*-score transformed expression of highly variable genes. PCA was performed using the “prcomp” function in R. (4) Select principal components (PCs) for t-distributed stochastic neighbor embedding (tSNE) analysis and clustering analysis. For major cell-type identification, we selected PCs with standard deviation >3; for subtype identification, we selected PCs with standard deviation >2. (5) Perform tSNE analysis using the scores of the selected PCs using “Rtsne” function in the R package and visual inspection to assess whether there is batch effect on each cell cluster. If there is no such effect for the cluster, analysis proceeds to Step 6. Otherwise, the ComBat method^70^ was used for batch correction on the whole transcriptome of selected cells, and then we repeated steps (2)–(4) using ComBat-corrected data and used new PCs for clustering analysis. ComBat correction was not necessary for analysis of major cell type identification, since we did not observe clear batch effect there (Supplementary Figure 2a); however, ComBat correction was applied in the subtype analysis to remove batch effects (Supplementary Figure 23d, f, h, j). We used tSNE plots to assess successful removal of the batch differences (Supplementary Figure 23e, g, i, k). (6) Use the scores of the selected PCs to discover cell clusters using the graph-based Louvain–Jaccard methods^17^. (7) Identify cluster-specific signature genes. (8) Assign cell clusters to putative cell types based on inspecting the expression of known cell type markers and the identified signature genes. Functional enrichment analysis was applied to cell type signatures using the ToppGene suite^25^ to validate the cell type assignments. Supplementary Figures 2–6 show key results (cell clusters, marker expression, and cell type assignments) in identifying the major cell types, endothelial, epithelial, mesenchymal, and immune sub-populations. We compared cell type assignments from the above integrated analysis and from independent analyses of individual batches (Supplementary Note 2). Results supported the correctness of the batch correction operations and cell type assignments from the integrated analysis. The integrated analysis enabled cell type identification using more cells, improving the resolution of cell type heterogeneity (Supplementary Figure 24).

Cluster/cell type-specific differentially RNA expression was tested using a nonparametric binomial test^17^, which compares the frequency of gene expression in the cluster with its frequency in all the other cells. To define cluster/cell type-specific signature genes, we considered genes that satisfied: (1) <0.05 false discovery rate (FDR) of the binomial test, (2) minimum two-fold effective size, (3) detection in at least 20% of cells in the cluster, and (4) detection in <40% of all cells. The effective size^17^ of a gene in a cluster/cell type is the ratio between the gene’s expression frequency in the cluster/cell type and its expression frequency in all the other cells. For each cluster/cell type, genes were ranked by sensitivity and FDR value, and then up to the top 100 genes which satisfied the above criteria constituted the cluster/cell type specific signature.

### Calculation of sensitivity-based enrichment score

The enrichment of a gene in a specific Drop-seq cell type is calculated as follows: enrichment = (*a*/*b*)/(*c*/*d*), where *a* is the number of cells positively expressing gene *A* in cell type *X*, *b* is the total number of cells positively expressing gene *A*, *c* is the number of cells in cell type *X*, and *d* is the total number of cells. In the calculation, (*a*/*b*) represents the sensitivity of gene expression in the given cell type.

### Driving force analysis for endothelial cell subtypes

For a given cell type, TFs or cofactors differentially expressed (<0.1 FDR of *p*-value of binomial test, ≥2 effective size, ≥20% expression frequency in the cell type, <40% expression frequency in all cells, and ≥20% expression sensitivity) or expressed in more than 60% of the cells in the cell type were selected as candidate TFs. Cell type signature genes were selected as candidate target genes (TGs). Next, the significance of interactions between TF->TF and TF->TG were inferred using the “drivingforce.inferTRN” function in SINCERA^30^. Interactions with significant *p* values were included in reconstructing the cell type-specific TRNs. The largest connected components (LCCs) of the reconstructed TRNs were used for TF importance ranking using the “drivingforce.rankTFs” function in SINCERA. For each cell type, we chose a minimum *p-*value (<0.001) to select significant interactions that preserved about 80% of nodes in the LCC.

### Computational analysis of Fluidigm C1 single-cell RNA-seq

Cells with read count <0.5 million and total number of genes expressed <500 were removed from the analysis. Cells highly expressing selective markers of two distinct major cell types were considered contaminants and were removed from the analysis. After preprocessing, SINCERA pipeline^30^ was used for downstream analysis. Cell clusters were identified using hierarchical clustering with average linkage and Pearson’s correlation-based distance. Cell type assignment was based on cell type-specific marker genes expressions and validated using functional enrichment of cluster-specific differentially expressed genes. Cluster-specific differentially expressed genes were identified using the two-group Welch’s *t*-test-based method in SINCERA^30^.

### Time-course RNA-seq experiment

Embryos and mice for this study were collected from timed pregnant mice. Whole lungs were surgically dissected at embryonic (E) days 16.5, 18.5, and postnatal days (PND) 1, 3, 7, 14, and 28 (Fig. 5). Total RNA was extracted from cells using the QIAamp Circulating Nucleic Acid Kit (QIAGEN). RNA was quality checked, transcribed into complementary DNA using the Verso complementary DNA synthesis kit (AB-1453; LifeTechnologies, Carlsbad, CA), sheared, amplified, adaptor ligated and sequenced for pair-end RNA-Seq reads (Illumina Inc., San Diego, CA, USA). RNA-sequencing was performed by the Cincinnati Children’s Hospital Sequencing Core, with an average read-depth of 30 million reads and average read quality of 37 Phred score for 75 nt pair-end reads. Raw sequencing reads were aligned to mouse genome build GRCm38/mm10 and UCSC reference transcriptome using Tophat 2.0.9, and Partek E/M quantification model. Read counts were further normalized to transcripts per kilobase million (TPM) for downstream analysis. A list of lung-specific negative control genes was used to further normalize gene expression among batches (Supplementary Figure 25; Supplementary Note 1). STEM^40^ was applied to discover significant temporal patterns using the expression profiles of differentially expressed genes. Six significant patterns were identified with *p*-value < 0.05 and cluster size >300 genes. In total, 3716 genes were assigned to these six major expression patterns (Fig. 5).

### Statistics

Statistical analyses were performed using R and GraphPad Prism. One-tailed binomial probability-based test^17^ was used to identify cell type-specific differentially expressed genes in PND1 Drop-seq analysis. One-tailed Welch’s test-based method^30^ was used to identify cell type-specific differentially expressed genes in PND1 Fluidigm C1 data analysis. One-tailed Fisher’s exact test was used to assess the significant gene and cell type association. Two-tailed Chi-square with Yates’ correction was used to assess the significance of *Axin2*^+^ frequency in AT1/AT2 cells. ANOVA with Dunnett’s multiple comparison was used to determine the significant induction of UPR proteins and lipid-related RNAs in mouse lung at PND1.

## Electronic supplementary material

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Peer Review File

Source Data

## Data Availability

All data from single-cell and time-course RNA-seq experiments have been deposited in Gene Expression Omnibus under accession code [GSE122332]. Analytic scripts and interpreted results from the present study have been incorporated into LGEA database^26,27^ and scLAB (single cells of lung at birth) web portal, which are freely available at https://research.cchmc.org/pbge/lunggens/SCLAB.html. The authors declare that all data supporting the findings of this study are available within the Article and its Supplementary Information files or from the corresponding authors upon reasonable request.

## References

[1] Hillman NH, Kallapur SG, Jobe AH (2012). Physiology of transition from intrauterine to extrauterine life. Clin. Perinatol..

[2] Graves BW, Haley MM (2013). Newborn transition. J. Midwifery Women’s Health.

[3] Morton SU, Brodsky D (2016). Fetal physiology and the transition to extrauterine life. Clin. Perinatol..

[4] Desai TJ, Brownfield DG, Krasnow MA (2014). Alveolar progenitor and stem cells in lung development, renewal and cancer. Nature.

[5] Whitsett JA, Wert SE, Weaver TE (2010). Alveolar surfactant homeostasis and the pathogenesis of pulmonary disease. Annu. Rev. Med..

[6] Whitsett JA, Matsuzaki Y (2006). Transcriptional regulation of perinatal lung maturation. Pediatr. Clin. North Am..

[7] Gallacher DJ, Hart K, Kotecha S (2016). Common respiratory conditions of the newborn. Breathe.

[8] Kho AT (2010). Transcriptomic analysis of human lung development. Am. J. Respir. Crit. Care Med..

[9] Besnard V (2011). Maternal synchronization of gestational length and lung maturation. PLoS One.

[10] Beauchemin KJ (2016). Temporal dynamics of the developing lung transcriptome in three common inbred strains of laboratory mice reveals multiple stages of postnatal alveolar development. PeerJ.

[11] Xu Y (2012). Transcriptional programs controlling perinatal lung maturation. PLoS One.

[12] Xu Y (2016). Single-cell RNA sequencing identifies diverse roles of epithelial cells in idiopathic pulmonary fibrosis. JCI Insight.

[13] Macosko EZ (2015). Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell.

[14] Treutlein B (2014). Reconstructing lineage hierarchies of the distal lung epithelium using single-cell RNA-seq. Nature.

[15] Nabhan A, Brownfield DG, Harbury PB, Krasnow MA, Desai TJ (2018). Single-cell Wnt signaling niches maintain stemness of alveolar type 2 cells. Science.

[16] Zepp JA (2017). Distinct mesenchymal lineages and niches promote epithelial self-renewal and myofibrogenesis in the lung. Cell.

[17] Shekhar K (2016). Comprehensive classification of retinal bipolar neurons by single-cell transcriptomics. Cell.

[18] Qiu X (2017). Reversed graph embedding resolves complex single-cell trajectories. Nat. Methods.

[19] Guo M, Bao EL, Wagner M, Whitsett JA, Xu Y (2016). SLICE: determining cell differentiation and lineage based on single cell entropy. Nucleic Acids Res..

[20] Tompkins DH (2009). Sox2 is required for maintenance and differentiation of bronchiolar Clara, ciliated, and goblet cells. PLoS One.

[21] Que J, Luo X, Schwartz RJ, Hogan BL (2009). Multiple roles for Sox2 in the developing and adult mouse trachea. Development.

[22] Tsao PN (2009). Notch signaling controls the balance of ciliated and secretory cell fates in developing airways. Development.

[23] Guseh JS (2009). Notch signaling promotes airway mucous metaplasia and inhibits alveolar development. Development.

[24] Xi Y (2017). Local lung hypoxia determines epithelial fate decisions during alveolar regeneration. Nat. Cell Biol..

[25] Chen J, Bardes EE, Aronow BJ, Jegga AG (2009). ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. Nucleic Acids Res..

[26] Du Y (2017). Lung Gene Expression Analysis (LGEA): an integrative web portal for comprehensive gene expression data analysis in lung development. Thorax.

[27] Du Y, Guo M, Whitsett JA, Xu Y (2015). ‘LungGENS’: a web-based tool for mapping single-cell gene expression in the developing lung. Thorax.

[28] Gordon EJ, Gale NW, Harvey NL (2008). Expression of the hyaluronan receptor LYVE-1 is not restricted to the lymphatic vasculature; LYVE-1 is also expressed on embryonic blood vessels. Dev. Dyn..

[29] Kretschmer S (2013). Visualization of intrapulmonary lymph vessels in healthy and inflamed murine lung using CD90/Thy-1 as a marker. PLoS One.

[30] Guo M, Wang H, Potter SS, Whitsett JA, Xu Y (2015). SINCERA: a pipeline for single-cell RNA-Seq profiling analysis. PLoS Comput. Biol..

[31] Watabe T (2012). Roles of transcriptional network during the formation of lymphatic vessels. J. Biochem..

[32] Hansen A (2010). KSHV-encoded miRNAs target MAF to induce endothelial cell reprogramming. Genes Dev..

[33] Chen L (2010). Tbx1 regulates Vegfr3 and is required for lymphatic vessel development. J. Cell Biol..

[34] De Val S, Black BL (2009). Transcriptional control of endothelial cell development. Dev. Cell.

[35] Takeda N (2004). Endothelial PAS domain protein 1 gene promotes angiogenesis through the transactivation of both vascular endothelial growth factor and its receptor, Flt-1. Circ. Res..

[36] Hamilton TG, Klinghoffer RA, Corrin PD, Soriano P (2003). Evolutionary divergence of platelet-derived growth factor alpha receptor signaling mechanisms. Mol. Cell. Biol..

[37] Guilliams M (2013). Alveolar macrophages develop from fetal monocytes that differentiate into long-lived cells in the first week of life via GM-CSF. J. Exp. Med..

[38] Ziegenhain C (2017). Comparative analysis of single-cell RNA sequencing methods. Mol. Cell.

[39] Svensson V (2017). Power analysis of single-cell RNA-sequencing experiments. Nat. Methods.

[40] Ernst J, Bar-Joseph Z (2006). STEM: a tool for the analysis of short time series gene expression data. BMC Bioinform..

[41] Hetz C (2012). The unfolded protein response: controlling cell fate decisions under ER stress and beyond. Nat. Rev. Mol. Cell Biol..

[42] Xu C, Bailly-Maitre B, Reed JC (2005). Endoplasmic reticulum stress: cell life and death decisions. J. Clin. Invest..

[43] Mutze K, Vierkotten S, Milosevic J, Eickelberg O, Konigshoff M (2015). Enolase 1 (ENO1) and protein disulfide-isomerase associated 3 (PDIA3) regulate Wnt/beta-catenin-driven trans-differentiation of murine alveolar epithelial cells. Dis. Models Mech..

[44] Muller DP (1987). Free radical problems of the newborn. Proc. Nutr. Soc..

[45] Burri PH (1984). Fetal and postnatal development of the lung. Annu. Rev. Physiol..

[46] Cao SS, Kaufman RJ (2014). Endoplasmic reticulum stress and oxidative stress in cell fate decision and human disease. Antioxid. Redox Signal..

[47] Yoshida H, Matsui T, Yamamoto A, Okada T, Mori K (2001). XBP1 mRNA is induced by ATF6 and spliced by IRE1 in response to ER stress to produce a highly active transcription factor. Cell.

[48] Chen CY (2014). Signal peptide peptidase functions in ERAD to cleave the unfolded protein response regulator XBP1u. EMBO J..

[49] Whitsett JA, Wert SE, Weaver TE (2015). Diseases of pulmonary surfactant homeostasis. Annu. Rev. Pathol..

[50] Wert SE, Whitsett JA, Nogee LM (2009). Genetic disorders of surfactant dysfunction. Pediatr. Dev. Pathol..

[51] Rindler, T. N. et al. Alveolar injury and regeneration following deletion of ABCA3. *JCI Insight***2**, e97381 (2017).10.1172/jci.insight.97381PMC575226429263307

[52] Bridges JP (2014). Epithelial SCAP/INSIG/SREBP signaling regulates multiple biological processes during perinatal lung maturation. PLoS One.

[53] Martis PC (2006). C/EBPalpha is required for lung maturation at birth. Development.

[54] Zhang K (2011). The unfolded protein response transducer IRE1alpha prevents ER stress-induced hepatic steatosis. EMBO J..

[55] Fu S (2011). Aberrant lipid metabolism disrupts calcium homeostasis causing liver endoplasmic reticulum stress in obesity. Nature.

[56] Yamamoto K (2010). Induction of liver steatosis and lipid droplet formation in ATF6alpha-knockout mice burdened with pharmacological endoplasmic reticulum stress. Mol. Biol. Cell.

[57] Tang, X. et al. EMC3 coordinates surfactant protein and lipid homeostasis required for respiration. *J. Clin. Invest*. **127**, 4314–4325 (2017).10.1172/JCI94152PMC570715729083321

[58] Stulberg MJ, Lin A, Zhao H, Holley SA (2012). Crosstalk between Fgf and Wnt signaling in the zebrafish tailbud. Dev. Biol..

[59] Volckaert T, De Langhe SP (2015). Wnt and FGF mediated epithelial-mesenchymal crosstalk during lung development. Dev. Dyn..

[60] Arora R, Metzger RJ, Papaioannou VE (2012). Multiple roles and interactions of Tbx4 and Tbx5 in development of the respiratory system. PLoS Genet..

[61] Suhrie, K. et al. Neonatal lung disease associated with TBX4 mutations. *J. Pediatr.*10.1016/j.jpeds.2018.10.018 (2018).10.1016/j.jpeds.2018.10.018PMC638937930413314

[62] Richard-Parpaillon L, Heligon C, Chesnel F, Boujard D, Philpott A (2002). The IGF pathway regulates head formation by inhibiting Wnt signaling in Xenopus. Dev. Biol..

[63] Carron C, Bourdelas A, Li HY, Boucaut JC, Shi DL (2005). Antagonistic interaction between IGF and Wnt/JNK signaling in convergent extension in Xenopus embryo. Mech. Dev..

[64] Xie T (2018). Single-cell deconvolution of fibroblast heterogeneity in mouse pulmonary fibrosis. Cell Rep..

[65] Montoro DT (2018). A revised airway epithelial hierarchy includes CFTR-expressing ionocytes. Nature.

[66] Plasschaert LW (2018). A single-cell atlas of the airway epithelium reveals the CFTR-rich pulmonary ionocyte. Nature.

[67] Nagendran, M., Riordan, D. P., Harbury, P. B. & Desai, T. J. Automated cell-type classification in intact tissues by single-cell molecular profiling. *eLife***7**, e30510 (2018).10.7554/eLife.30510PMC580284329319504

[68] Gokey, J. J. et al. Active epithelial Hippo signaling in idiopathic pulmonary fibrosis. *JCI Insight***3**, e98738 (2018).10.1172/jci.insight.98738PMC592690729563341

[69] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[70] Johnson WE, Li C, Rabinovic A (2007). Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics.

# Supplementary material for: Single cell RNA analysis identifies cellular heterogeneity and adaptive responses of the lung at birth
**Source:** Nat Commun. 2019 Jan 3;10:37. doi: 10.1038/s41467-018-07770-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Single cell RNA analysis identifies cellular heterogeneity and adaptive responses of the lung at birth**

Guo et al.

## Supplementary Tables

**Supplementary Table 1.** Number of batches and cells in Drop-seq and Fluidigm C1 single-cell RNA-seq of mouse lung on postnatal day 1 (PND1).

| Platform    | Batch  | Number of cells | Cells after QC |
|-------------|--------|-----------------|----------------|
| Drop-seq    | Batch1 | 2,389           | 2,388          |
|             | Batch2 | 7,555           | 5,615          |
| Fluidigm C1 | Batch1 | 39              | 27             |
|             | Batch2 | 19              | 17             |
|             | Batch3 | 47              | 33             |
|             | Batch4 | 63              | 53             |

**Supplementary Table 2.** Batches and number of samples in time-course bulk RNA-seq of developing mouse lung.

| <b>Developmental time</b> | <b>Batch</b> | <b>Number of samples</b> |
|---------------------------|--------------|--------------------------|
| E16.5                     | Batch1       | 3                        |
| E18.5                     | Batch1       | 3                        |
| PND1                      | Batch3       | 2                        |
| PND3                      | Batch3       | 2                        |
| PND7                      | Batch1       | 2                        |
| PND14                     | Batch2       | 2                        |
| PND28                     | Batch1       | 2                        |

**Supplementary Table 3.** List of antibodies used for immunohistochemistry and immunoblotting analysis.

| Antigen       | Source                               | Host species   | Clone/Lot               | Antigen Retrieval with heat | Concentration used for IHC or IF | Dilution used for Western or FACS |
|---------------|--------------------------------------|----------------|-------------------------|-----------------------------|----------------------------------|-----------------------------------|
| ABCA3         | CCHMC in house (GP985)               | Guinea pig     |                         | Citrate <sup>1</sup>        | 1:200 (IF)                       |                                   |
| ACTA2         | Sigma A5228                          | Mouse IgG2a    | Clone 1A4 lot 065M4762V | Not required/Citrate        | 1:1500                           |                                   |
| AGER          | R&D Systems (MAB1179-500)            | Rat            | JYK0214091 lot H        | Citrate                     | 2.5 ug/ml (IF)                   |                                   |
| ATF4          | Abcam (ab184909)                     | Rabbit         | GR321752-7              | Citrate                     | 1:2000 (IHC)<br>1:200 (IF)       |                                   |
| ATF6          | Novus (NBP1-40256)                   | Mouse IgG1     | Clone 70B1413.1         |                             |                                  | 1:2000                            |
| ATF6          | ThermoFisher (PA520215)              | Rabbit         | TB2528944               | Citrate                     | 1:1000 (IHC)<br>1:200 (IF)       | 1:1000                            |
| CHOP          | Cell Signaling (2895T)               | Mouse IgG2a    | Clone L63F7 lot 11      |                             |                                  | 1:1500                            |
| CSPG4         | Millipore (AB5320)                   | Rabbit         | 2726769                 | Citrate                     | 1:100                            |                                   |
| EMCN          | R&D Systems (AF4666)                 | Goat           | CAAS021702              | Citrate                     | 1 ug/ml (IF)                     |                                   |
| FOXJ1*        | eBiosciences (14-9965-82)            | Mouse IgG1     | Clone 2A5               | Citrate                     | 1:500 (IF)                       |                                   |
| FN1           | Abcam (ab2413)                       | Rabbit         | GR3210190-1             | Citrate                     | 1:100 (IF)                       |                                   |
| GFP           | Abcam (ab13970)                      | Chicken        | R236651-21              | Citrate                     | 1:100 (IF)                       |                                   |
| IGFBP5        | Santa Cruz Biotechnology (sc-515116) | Mouse IgA      | L1317                   | Citrate                     | 1:75 (IF)                        |                                   |
| LYVE1         | Abcam (ab14917)                      | Rabbit         | GR274834-2              | Citrate                     | 1:100                            |                                   |
| NKX2.1        | CCHMC in house (GP237)               | Guinea pig     |                         | Citrate                     | 1:100 (IF)                       |                                   |
| PDGFR $\beta$ | R&D Systems (AF1042)                 | Goat           | 60V0418031              | Citrate                     | 7.9 ug/ml (IF)                   |                                   |
| PDIA3         | ThermoFisher (PA3-009)               | Rabbit         | SC250765                | Citrate                     | 1:200 (IF)                       |                                   |
| PDPN          | DSHB (8.1.1-c)                       | Syrian Hamster | 42414-145ug/ml1g        | Citrate                     | 1:100                            |                                   |
| SCGB1A1       | CCHMC in house (GP210)               | Guinea pig     |                         | Citrate                     | 1:1500 (IF)                      |                                   |
| SFRP2         | Santa Cruz                           | Rabbit         | J1512                   | Citrate                     | 1:100 (IF)                       |                                   |

|       |                                           |                     |                 |         |             |        |
|-------|-------------------------------------------|---------------------|-----------------|---------|-------------|--------|
|       | Biotechnology<br>(SC-13940)               |                     |                 |         |             |        |
| SOX2  | Seven Hills<br>Bioreagents<br>(WRAB-1236) | Rabbit              |                 | Citrate | 1:2000 (IF) |        |
| SOX17 | CCHMC in<br>house (GP                     | Guinea<br>pig       |                 | Citrate | 1:400 (IF)  |        |
| SYVN1 | Cell Signaling<br>(14773S)                | Rabbit              | 1               |         |             | 1:1500 |
| TGFBI | Abcam<br>(ab170874)                       | Rabbit              | GR126611-<br>25 | Citrate | 1:100 (IF)  |        |
| CD45  | Biolegend<br>(10311)                      | Rat<br>IgG2b        | 30-F11          |         |             | 1:100  |
| CD4   | Biolegend<br>(100426)                     | Rat<br>IgG2b        | GK1.5           |         |             | 1:100  |
| CD8b  | Biolegend<br>(140415)                     | Rat IgG1            | 53-5.8          |         |             | 1:100  |
| CD11b | Biolegend<br>(101219)                     | Rat<br>IgG2b        | M1/70           |         |             | 1:100  |
| CD11c | Biolegend<br>(117337)                     | Armenian<br>Hamster | N418            |         |             | 1:100  |
| CD19  | Biolegend<br>(152405)                     | Rat<br>IgG2a        | 1D3             |         |             | 1:100  |
| LYG6  | Biolegend<br>(127643)                     | Rat<br>IgG2a        | 1A8             |         |             | 1:100  |
| F4/80 | Biolegend<br>(123149)                     | Rat<br>IgG2a        | BM8             |         |             |        |

\*The signal using this antibody was amplified using a biotinylated secondary and a strept-avidin conjugated fluorophore.

<sup>1</sup>Citrate buffer pH 6.0 with heat

**Supplementary Table 4.** List of Taqman assay probes from Applied Biosystems (Thermo Fisher) used to assess the lipid associated unfolded protein response pathway.

| Target        | Taqman assay # |
|---------------|----------------|
| <i>Srebf2</i> | Mm00843434_s1  |
| <i>Cebpd</i>  | Mm01306292_m1  |
| <i>Scap</i>   | Mm01250176_m1  |

**Supplementary Table 5.** Candidate markers defining each putative Drop-seq cell type in mouse lung at PND1.

| <b>Putative Drop-seq cell type</b> | <b>Candidate Markers</b>                                                                         |
|------------------------------------|--------------------------------------------------------------------------------------------------|
| Vas-Endo                           | <i>Sox17, Emcn, Plvap, Clec1a</i>                                                                |
| Lym-Endo                           | <i>Prox1, Thy1, Ccl21b, Ccl21a</i>                                                               |
| AT1                                | <i>Pdpn, Aqp5, Ager, Hopx</i>                                                                    |
| AT1/AT2                            | <i>Muc1<sup>+</sup>/Pdpn<sup>+</sup>, Egfr, Shh</i>                                              |
| AT2                                | <i>Sftpb, Slc34a2, Abca3, Lpcat1</i>                                                             |
| Club                               | <i>Scgb1a1, Scgb3a2, Cyp2f2, Krt15</i>                                                           |
| Ciliated                           | <i>Foxj1, Ccdc113, Lrrc6, 1700028P14Rik</i>                                                      |
| Sox2 <sup>hi</sup>                 | <i>Sox2, Foxj1<sup>+</sup>/Krt15<sup>+</sup>, Katnal2, Hs3st6, Spag16</i>                        |
| Proliferative Lymphocyte           | <i>Mki67, Top2a, Hells, Ighm, Hist1h2bj, Hist1h4i, Hist1h4c, Hist1h2bq, Hist1h2ak, Hist1h2br</i> |
| B Lymphocyte                       | <i>Ighm, Igkc, Cd19, Cd79a, Cd79b, Ms4a1</i>                                                     |
| T Lymphocyte                       | <i>Cd3g, Cd3d, Cd7, Trbc1, Trbc2</i>                                                             |
| Basophils                          | <i>Fcer1a, Cd200r3, Mcpt8, Cyp11a1</i>                                                           |
| Macrophage                         | <i>Spi1, Tyrobp, Fcer1g, Fcgr3, Mpeg1, Fcgr2b, Emr1</i>                                          |
| MatrixFB-1                         | <i>Tcf21, Wnt2, Fn1, Fgf10, Inmt</i>                                                             |
| MatrixFB-2                         | <i>Col1a1, Col1a2, Agtr2, Mfap5, Sfrp2<sup>+</sup>/Igfbp5<sup>+</sup></i>                        |
| Pericyte-1                         | <i>Pdgfrb, Notch3, Map3k7cl, Mustn1, Acta2</i>                                                   |
| Pericyte-2                         | <i>Pdgfrb, Notch3, Agtr1a, Vsnl1, Art3</i>                                                       |
| MyoFB-1                            | <i>Tgfb1, Pdgfra<sup>+</sup>/Acta2<sup>-</sup></i>                                               |
| MyoFB-2                            | <i>Tgfb1, Pdgfra<sup>+</sup>/Acta2<sup>+</sup></i>                                               |
| Smooth Muscle                      | <i>Tgfb1, Pdgfra<sup>-</sup>/Acta2<sup>+</sup>, Actg2, Cnn1, Des</i>                             |

## Supplementary Figures

|                                                   | Shekhar et al.,2016<br>(27,499 cells) | Batch1 of PND1<br>(2,388 cells) | Batch2 of PND1<br>(5,615 cells) | PND1<br>(8,003 cells) |
|---------------------------------------------------|---------------------------------------|---------------------------------|---------------------------------|-----------------------|
| <b>Number of Detected Genes per Cell</b>          |                                       |                                 |                                 |                       |
| Min.                                              | 454                                   | 497                             | 424                             | 424                   |
| 1st Qu.                                           | 644                                   | 639                             | 777                             | 717                   |
| Median                                            | 810                                   | 785                             | 1047                            | 958                   |
| Mean                                              | 878.4                                 | 919                             | 1285                            | 1176                  |
| 3rd Qu.                                           | 1033                                  | 1037                            | 1469                            | 1342                  |
| Max.                                              | 6182                                  | 6261                            | 10050                           | 10050                 |
| <b>Number of Transcript Counts per Cell</b>       |                                       |                                 |                                 |                       |
| Min.                                              | 551                                   | 657                             | 615                             | 615                   |
| 1st Qu.                                           | 911                                   | 1040                            | 1335                            | 1208                  |
| Median                                            | 1192                                  | 1384                            | 2012                            | 1790                  |
| Mean                                              | 1344                                  | 1853                            | 3244                            | 2829                  |
| 3rd Qu.                                           | 1602                                  | 2077                            | 3401                            | 2974                  |
| Max.                                              | 28740                                 | 27260                           | 114700                          | 114700                |
| <b>Distribution of Non-zero Transcript Counts</b> |                                       |                                 |                                 |                       |
| Expression with 1 UMI                             | 75%                                   | 67%                             | 63%                             | 64%                   |
| Expression with 2 UMIs                            | 16%                                   | 17%                             | 17%                             | 17%                   |
| Expression with 3 UMIs                            | 5%                                    | 6%                              | 7%                              | 7%                    |
| Expression with >3 UMIs                           | 4%                                    | 10%                             | 12%                             | 12%                   |

**Supplementary Figure 1. The quality metrics of Drop-seq of mouse lung at PND1 after pre-filtering and Drop-seq of mouse bipolar retina<sup>1</sup>.** Genes with at least 1 transcript count were considered as detected genes.

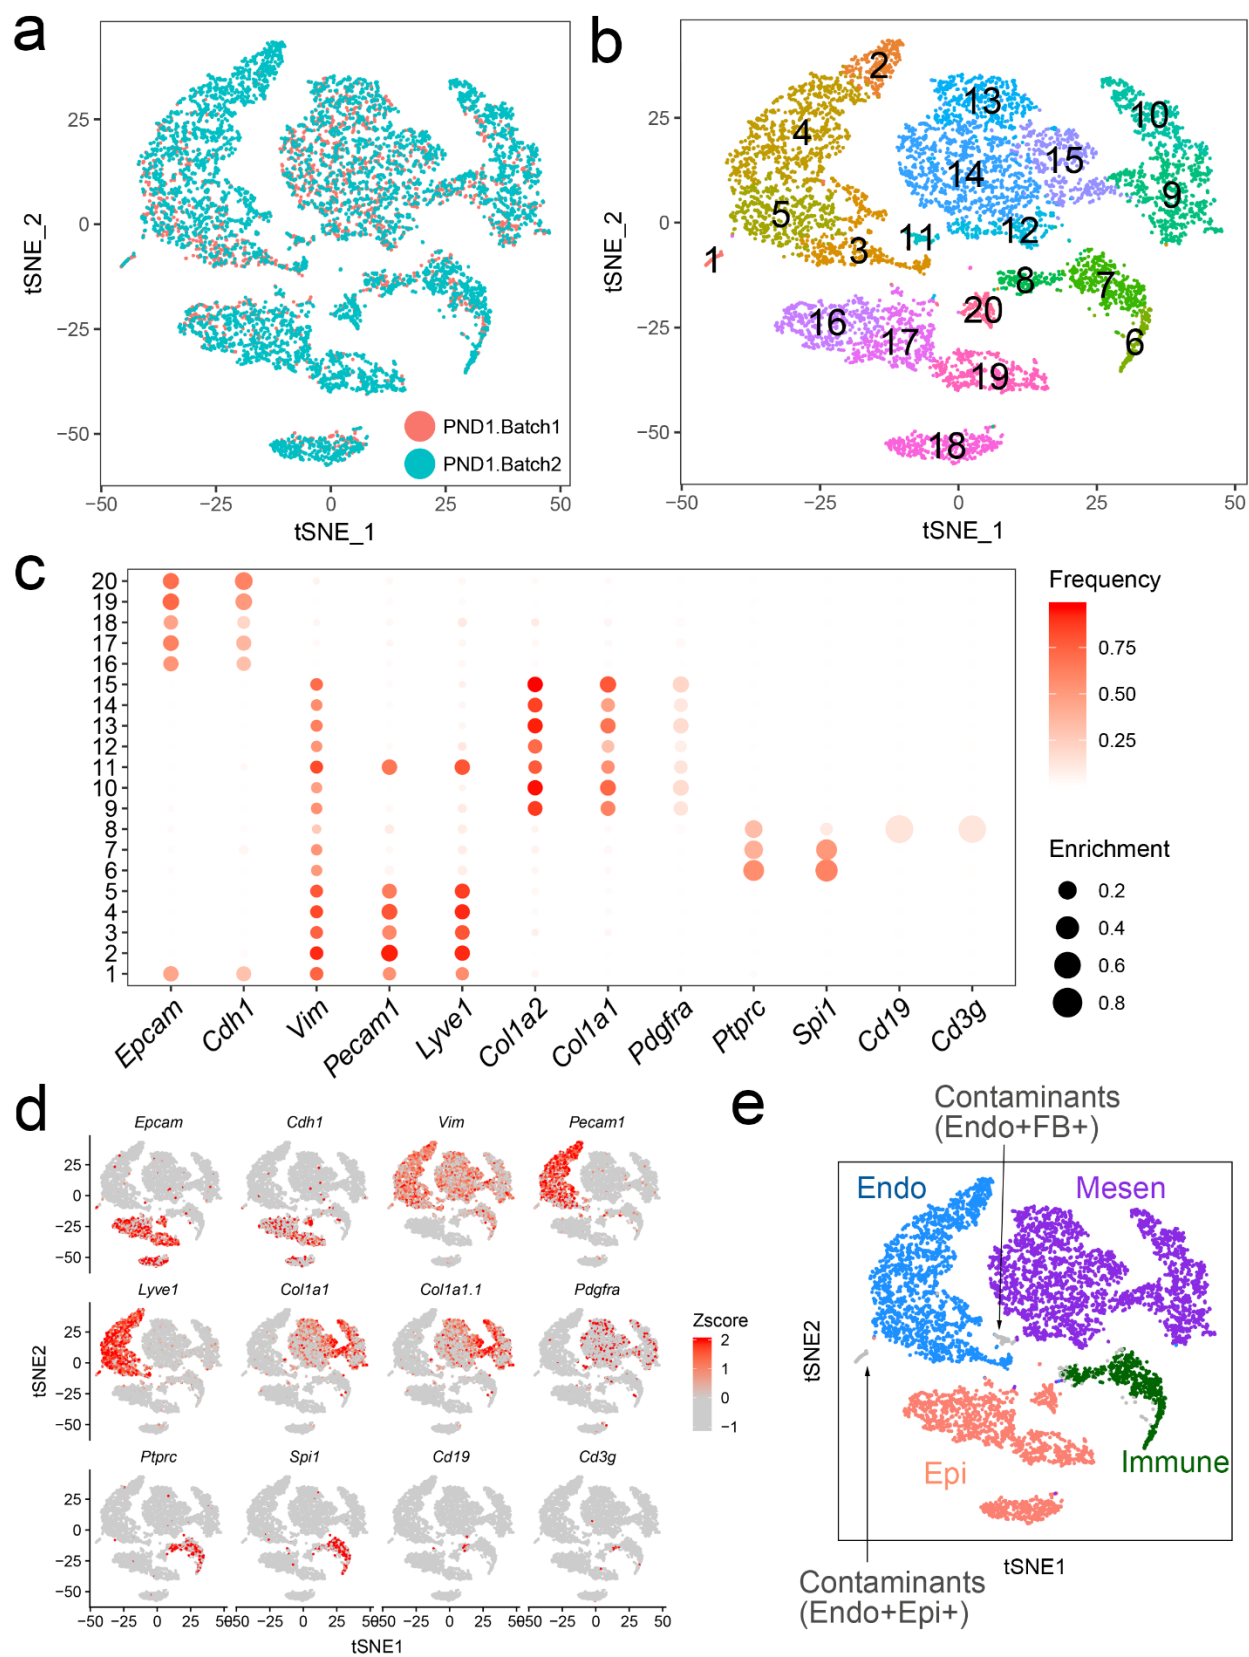

**Supplementary Figure 2. Identification of lung major cell types using Drop-seq of mouse lung at PND1.** (a) t-distributed Stochastic Neighbor Embedding (tSNE) analysis of cells. Cells were colored by batch information. (b) Visualization of cell clusters in tSNE plot of cells. Cell clusters were unbiasedly identified using the Louvain-Jaccard algorithm<sup>1</sup>. (c) Expression frequency and sensitivity based enrichment scores of known cell type markers in individual cell clusters. Enrichment scores were per gene max normalized for visualization. (d) Expression of known cell type markers in tSNE plot of cells. (e) The assignment of cell clusters to four major cell types and two potentially contaminated populations, including endothelial cells (Endo, blue), mesenchymal cells (Mesen, purple), immune cells (Immune, cells in green color), epithelial cells (Epi, red), contamination of endothelial and epithelial cells (Endo+Epi+, grey), and contamination of endothelial and fibroblast cells (Endo+FB+, grey).

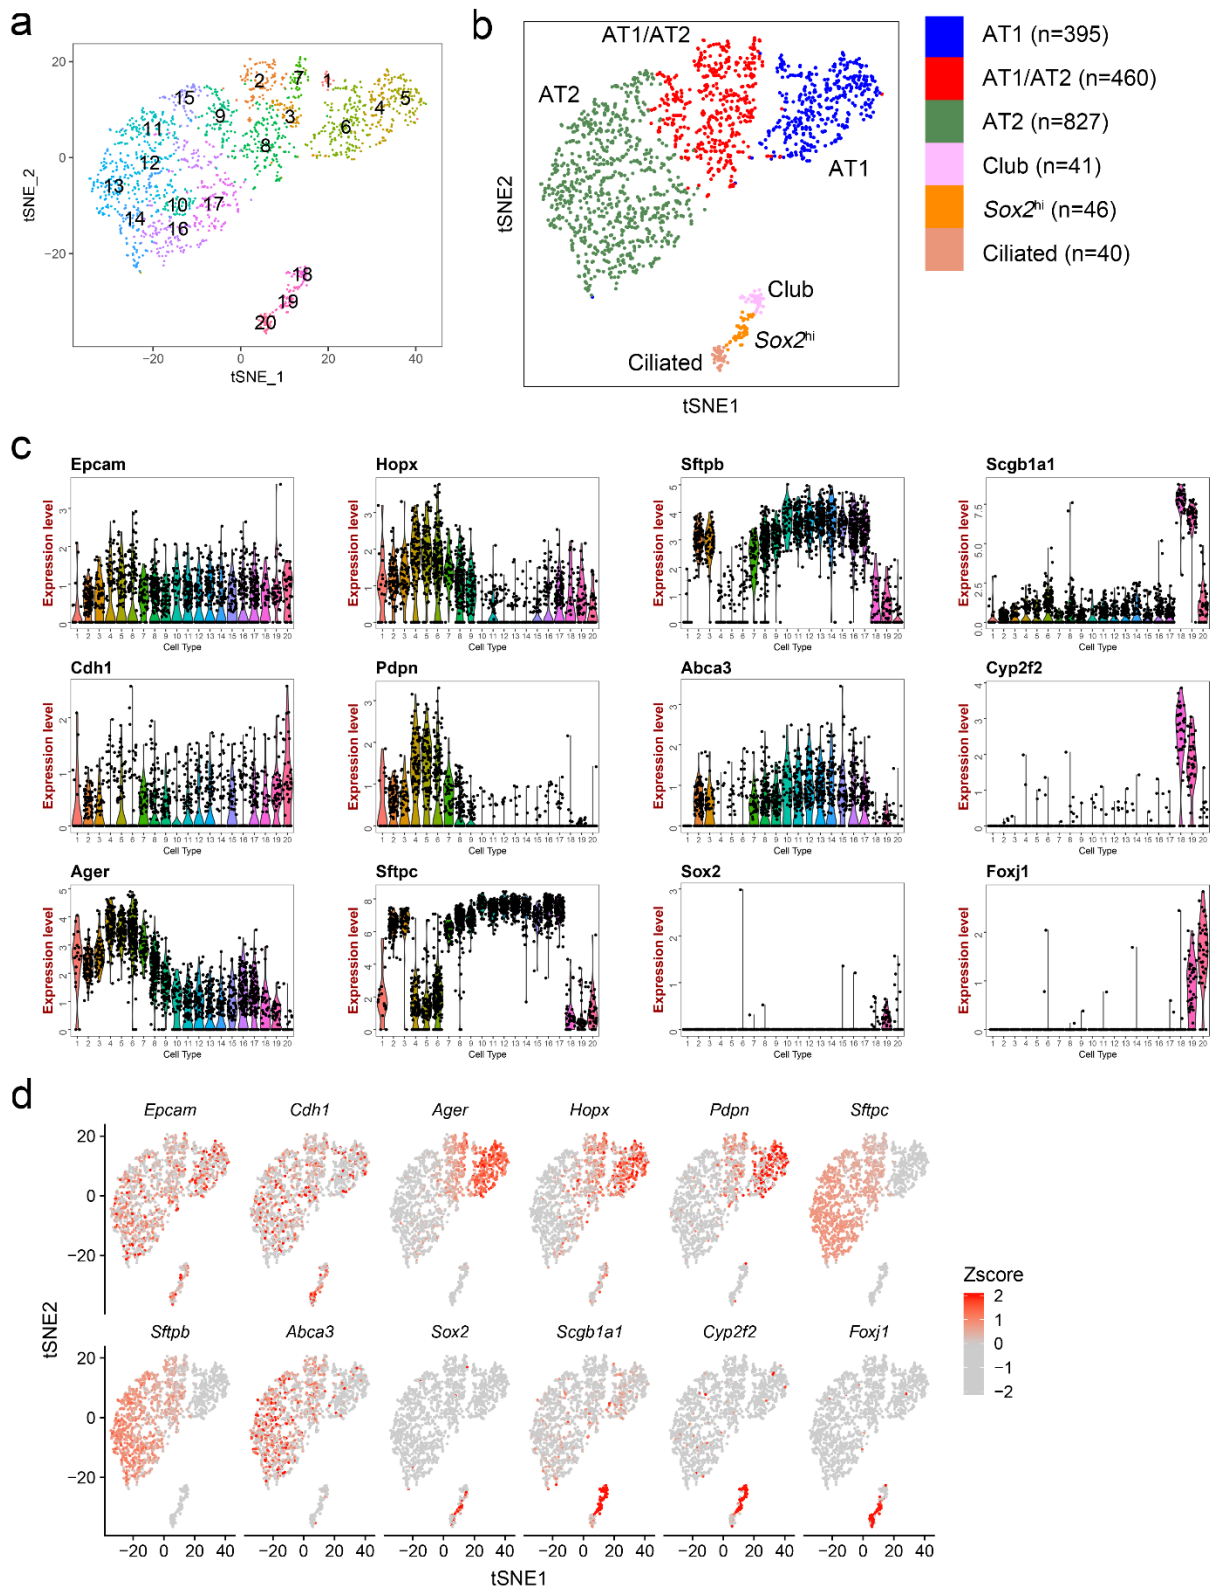

**Supplementary Figure 3. Identification of lung epithelial subtypes using Drop-seq of mouse lung at PND1.** (a) Visualization of cell clusters in the t-distributed Stochastic Neighbor Embedding (tSNE) plot. Epithelial cell clusters were unbiasedly identified using the Louvain-Jaccard algorithm<sup>1</sup>. (b) 20 cell clusters were assigned to 6 epithelial subtypes based on inspecting the expression of known marker expression and functional annotations enriched by predicted signature genes. (c) Violin plots of the expression of known lung epithelial (*Epcam*, *Cdh1*), distal lung epithelial (*Ager*, *Hopx*, *Pdpn*, *Sftpc*, *Sftpb*, *Abca3*), and lung airway epithelial (*Sox2*, *Scgb1a1*, *Cyp2f2*, *Foxj1*) markers in individual cell clusters. (d) The expression of known lung epithelial markers in tSNE plot of epithelial cells.

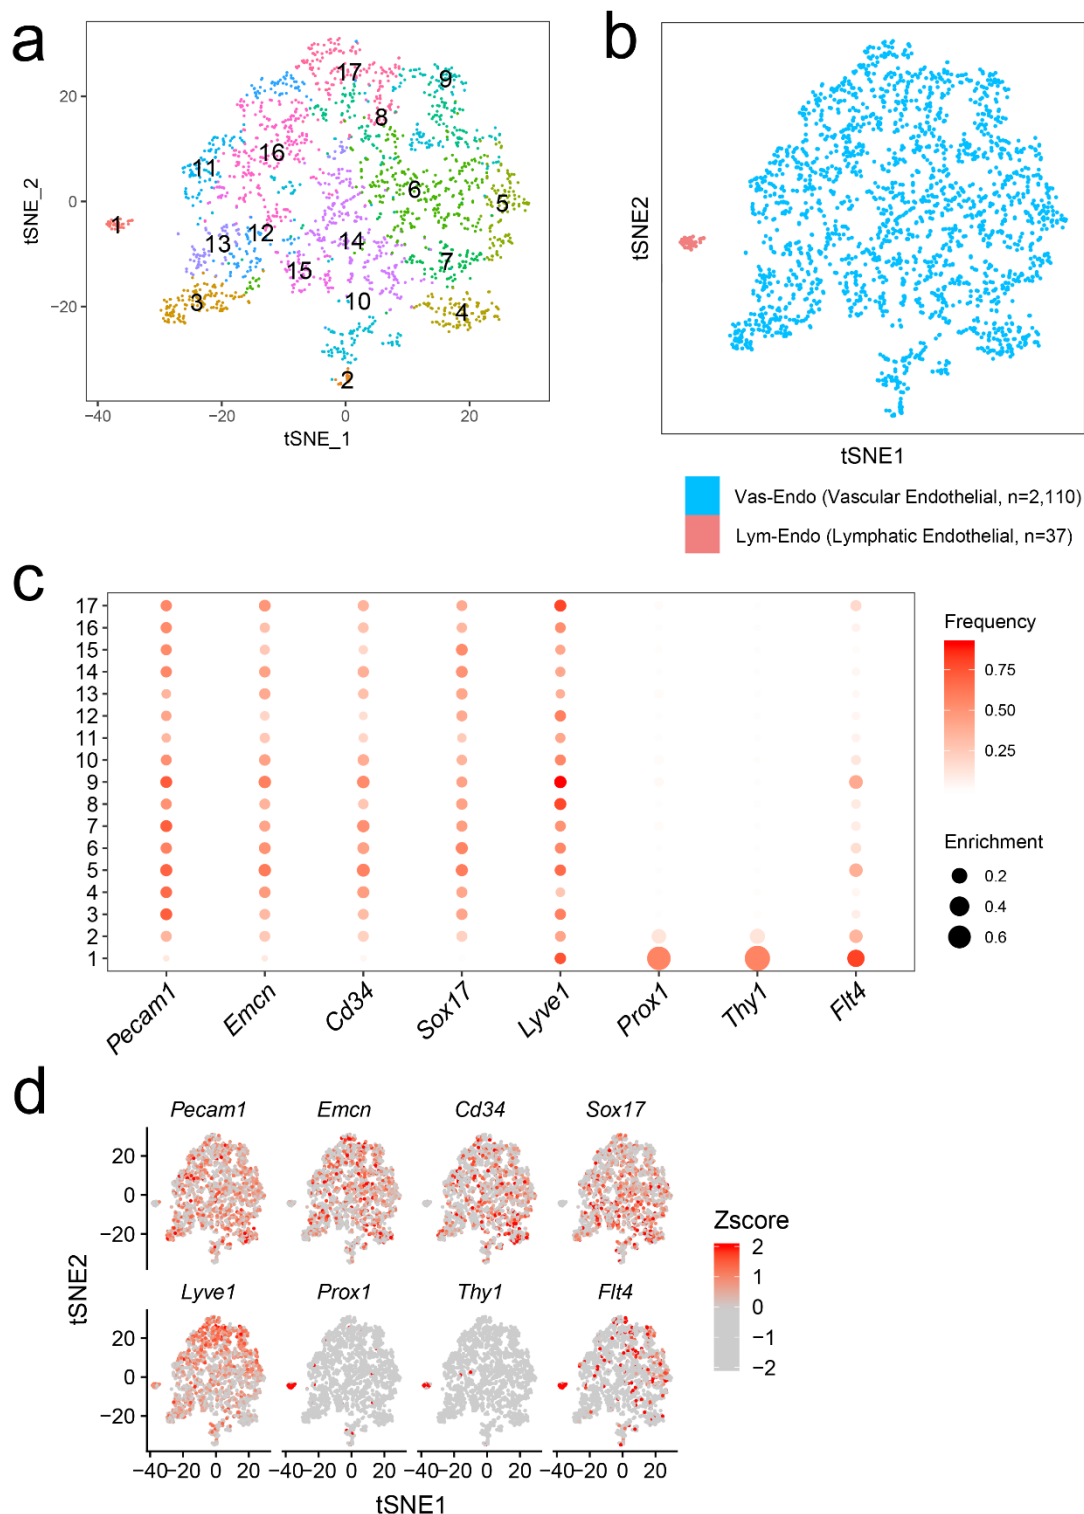

**Supplementary Figure 4. Identification of lung endothelial subtypes using Drop-seq of mouse lung at PND1.** (a) Visualization of cell clusters in the t-distributed Stochastic Neighbor Embedding (tSNE) plot. Endothelial cell clusters were unbiasedly identified using the Louvain-Jaccard algorithm<sup>1</sup>. (b) 17 cell clusters were assigned to two endothelial subtypes based on

inspecting the expression of known marker expression and functional annotations enriched by predicted signature genes. **(c)** Expression frequency and sensitivity based enrichment scores of known lymphatic endothelial (*Lyve1*, *Thy1*, *Prox1*, *Flt4*, *Pecam1*) and vascular endothelial (*Emcn*, *Sox17*, *Cd34*, *Pecam1*) markers in individual cell clusters. Enrichment scores were per gene max normalized for visualization. **(d)** The expression of known lymphatic and vascular endothelial markers in tSNE plot of endothelial cells.

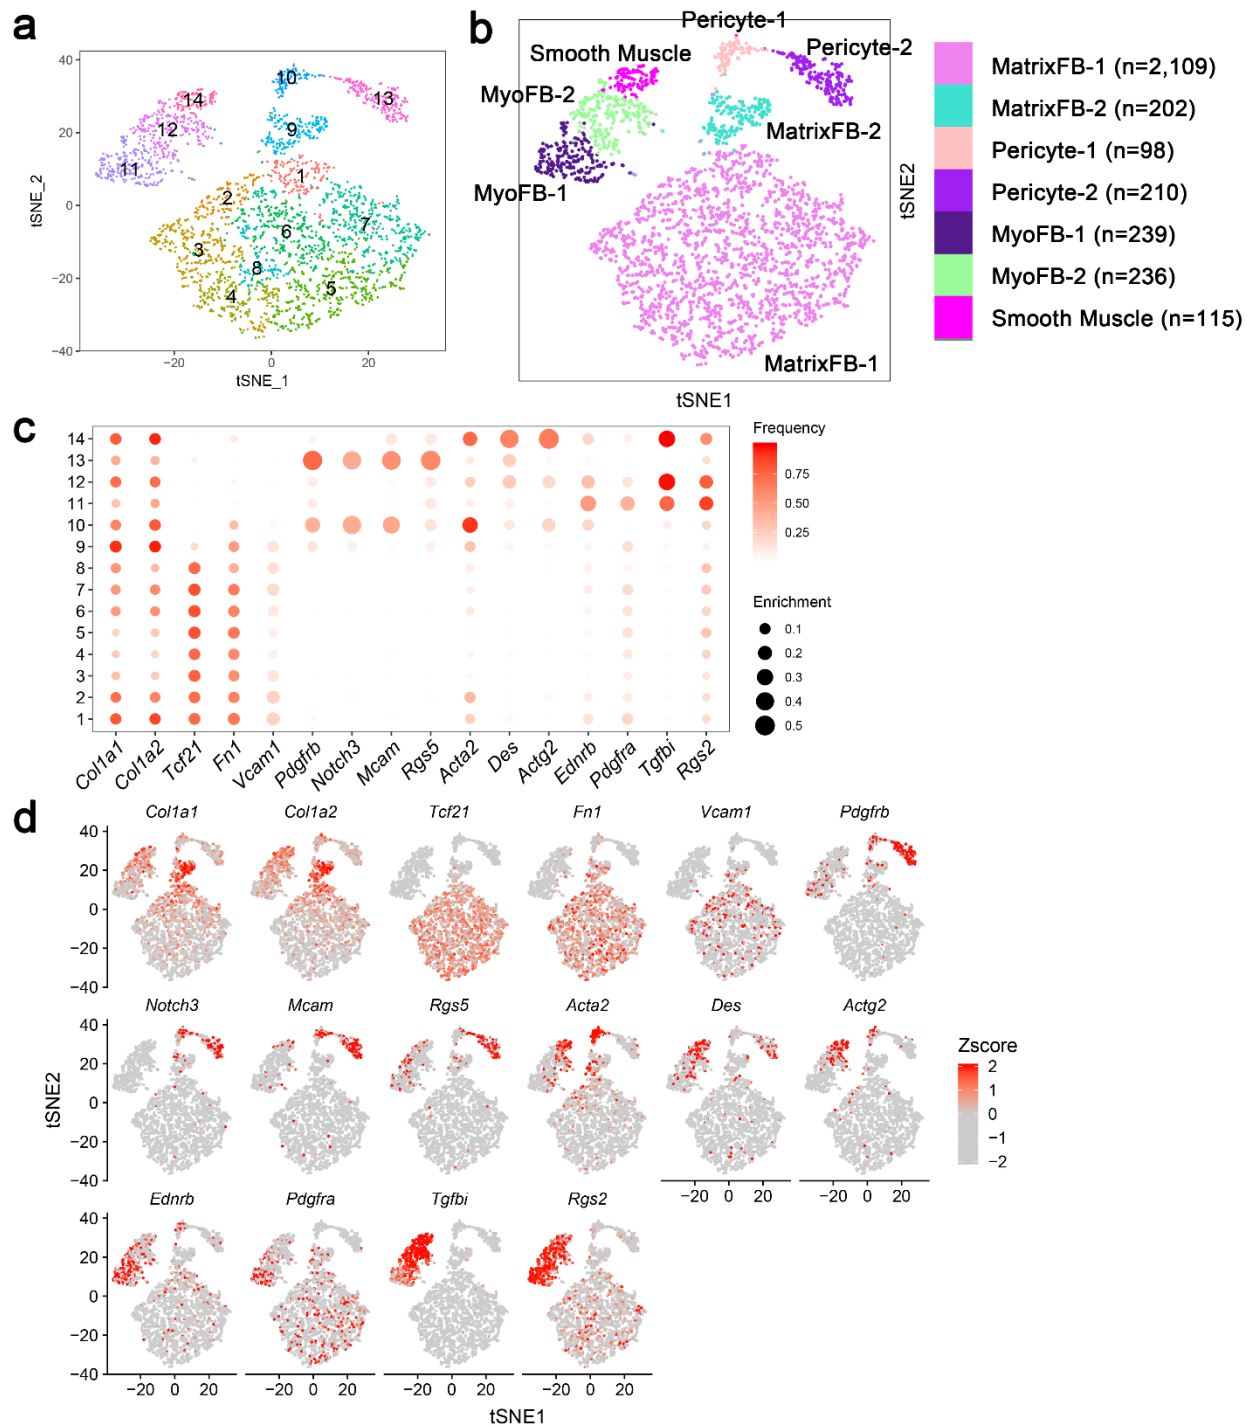

**Supplementary Figure 5. Identification of lung mesenchymal subtypes using Drop-seq of mouse lung at PND1.** (a) Visualization of cell clusters in the t-distributed Stochastic Neighbor Embedding (tSNE) plot. Mesenchymal cell clusters were unbiasedly identified using the Louvain-Jaccard algorithm<sup>1</sup>. (b) 14 cell clusters were assigned to 7 mesenchymal subtypes based on inspecting the expression of known marker expression and functional annotations enriched by predicted signature genes. (c) The expression frequency and sensitivity based enrichment scores of lung fibroblast (*Col1a1*, *Col1a2*, *Tcf21*, *Fn1*, *Vcam1*),

myofibroblast/smooth muscle (*Pdgfra*, *Ednrb*, *Acta2*, *Actg2*, *Des*, *Tgfbi*, *Rgs2*), and pericyte (*Pdgfrb*, *Notch3*, *Mcam*, *Rgs5*) markers and signature genes in individual cell clusters. Enrichment scores were per gene max normalized. (d) The expression of lung fibroblast, myofibroblast, smooth muscle, and pericyte markers and signature genes in tSNE plot of mesenchymal cells.

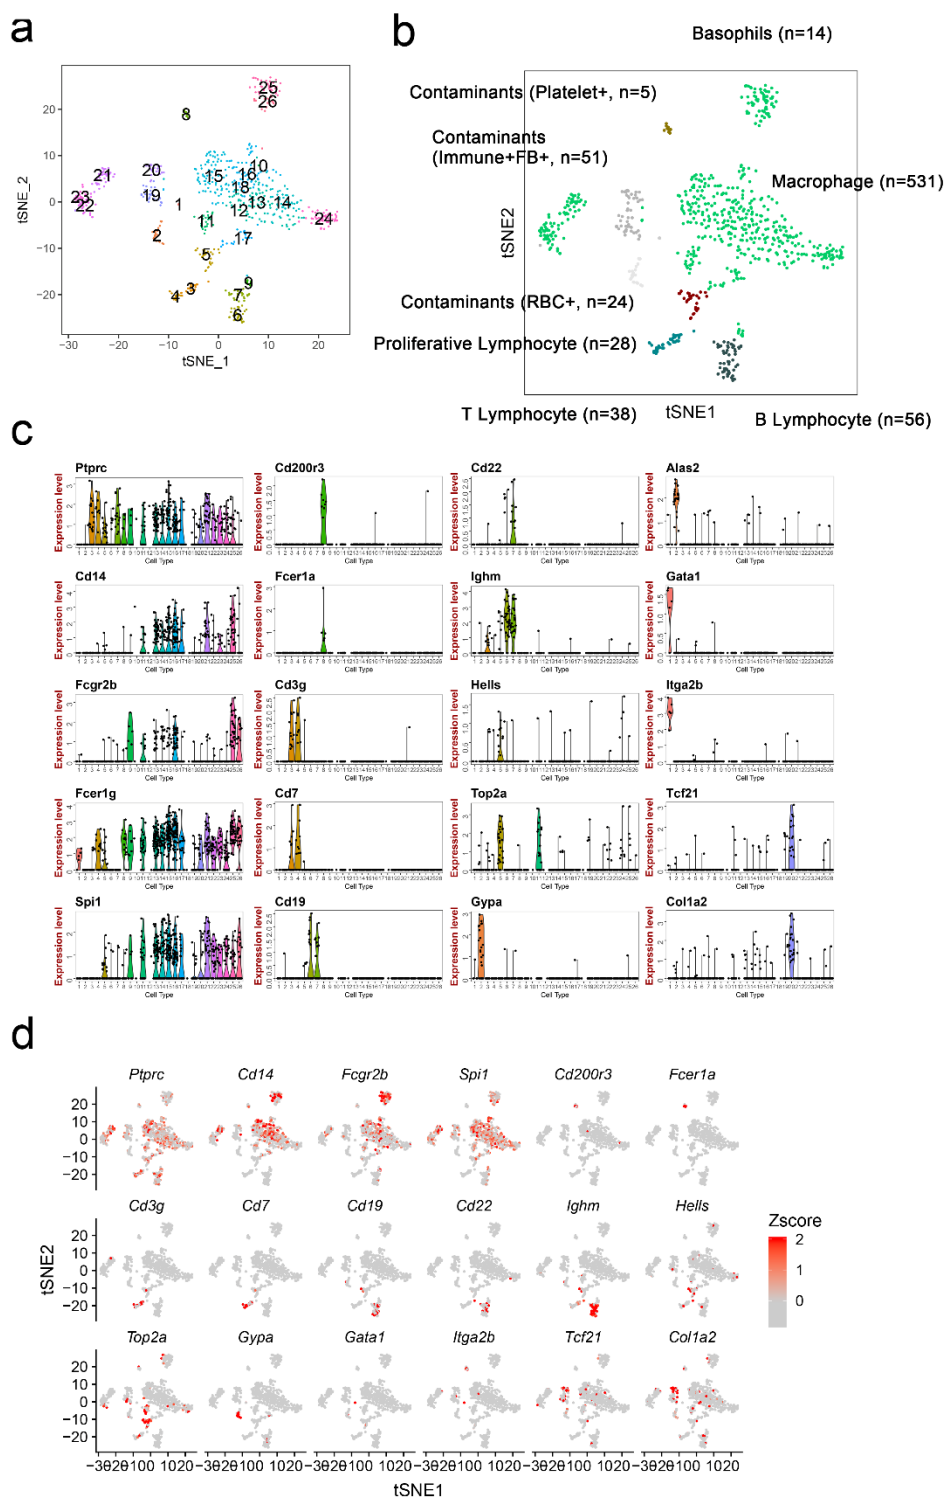

**Supplementary Figure 6. Identification of lung immune subtypes using Drop-seq of mouse lung at PND1.** (a) Visualization of cell clusters in the t-distributed Stochastic Neighbor Embedding (tSNE) plot. Immune cell clusters were unbiasedly identified using the Louvain-Jaccard algorithm<sup>1</sup>. (b) 26 cell clusters were assigned to five immune subtypes and three

potential contaminated cell populations based on inspecting the expression of known marker expression. (c) Violin plots of the expression of leukocyte pan marker (*Ptprc*), monocyte/macrophage (*Cd14*, *Fcgr2b*, *Spi1*), Basophils (*Cd200r3*, *Fcer1a*), lymphocyte (*Cd3g*, *Cd7*, *Cd19*, *Cd22*, *Hells*, *Ighm*), megakaryocyte (*Gata1*, *Itga2b*), erythrocyte (*Gypa*), and fibroblast cell (*Tcf21*, *Col1a2*) markers in individual cell clusters. (d) The expression of cell type markers or signature genes in tSNE plot of immune cells.

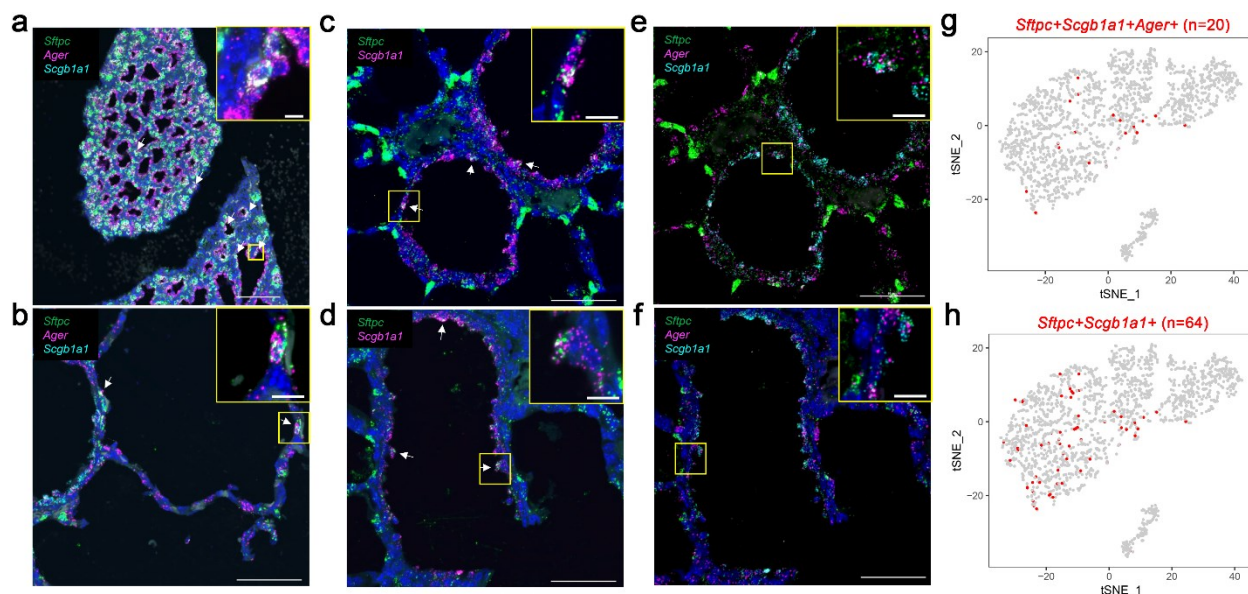

**Supplementary Figure 7. Epithelial cells co-expressing *Sftpc*, *Ager*, and/or *Scgb1a1* in mouse lung.** (a-b) Proximity ligation fluorescent in-situ hybridization (PLISH) for *Sftpc*, *Ager*, and *Scgb1a1* RNAs in peripheral regions of (a) E18.5 mouse lungs, scale bar is 100mm and inset is 5mm, and (b) PND1 mouse lungs, scale bar is 50mm and inset is 5mm. White arrows point to cells co-expressing *Sftpc* and *Ager*. (c-d) PLISH for cells co-expressing *Sftpc* and *Scgb1a1* RNAs in PND1 mouse lungs. Scale bar is 50mm and inset is 5mm. (e-f) PLISH for cells co-expressing *Sftpc*, *Ager*, and *Scgb1a1* RNAs in PND1 mouse lungs. Six *Sftpc*+/*Ager*+/*Scgb1a1*+ cells were detected, representing 0.1% of total DAPI positive cells. Scale bar is 50mm and inset is 5mm. (g) Epithelial cells (red, n=20) highly expressing *Sftpc*, *Ager*, and *Scgb1a1* in the Drop-seq of mouse lung at PND1. (h) Epithelial cells (red, n=64) highly expressing *Sftpc* and *Scgb1a1* in the Drop-seq of mouse lung at PND1. Zscore $\geq$ 1 was used as the criterion for selective expression. In a-f, images are representative of 3 mice. In g-h, cells are from Drop-seq of two individual mice.

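For panels g and h, cells were counted here by a z-score of at least 1 for each gene, taken over all cells on the log2 scale of counts normalized by the cell's total; the caption gives the criterion but not the cells it was taken over, and the paper's scaling by control genes was not applied. In Batch 2, 14.5% of non-epithelial cells met it for *Scgb1a1*, against 1.86% in Batch 1.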

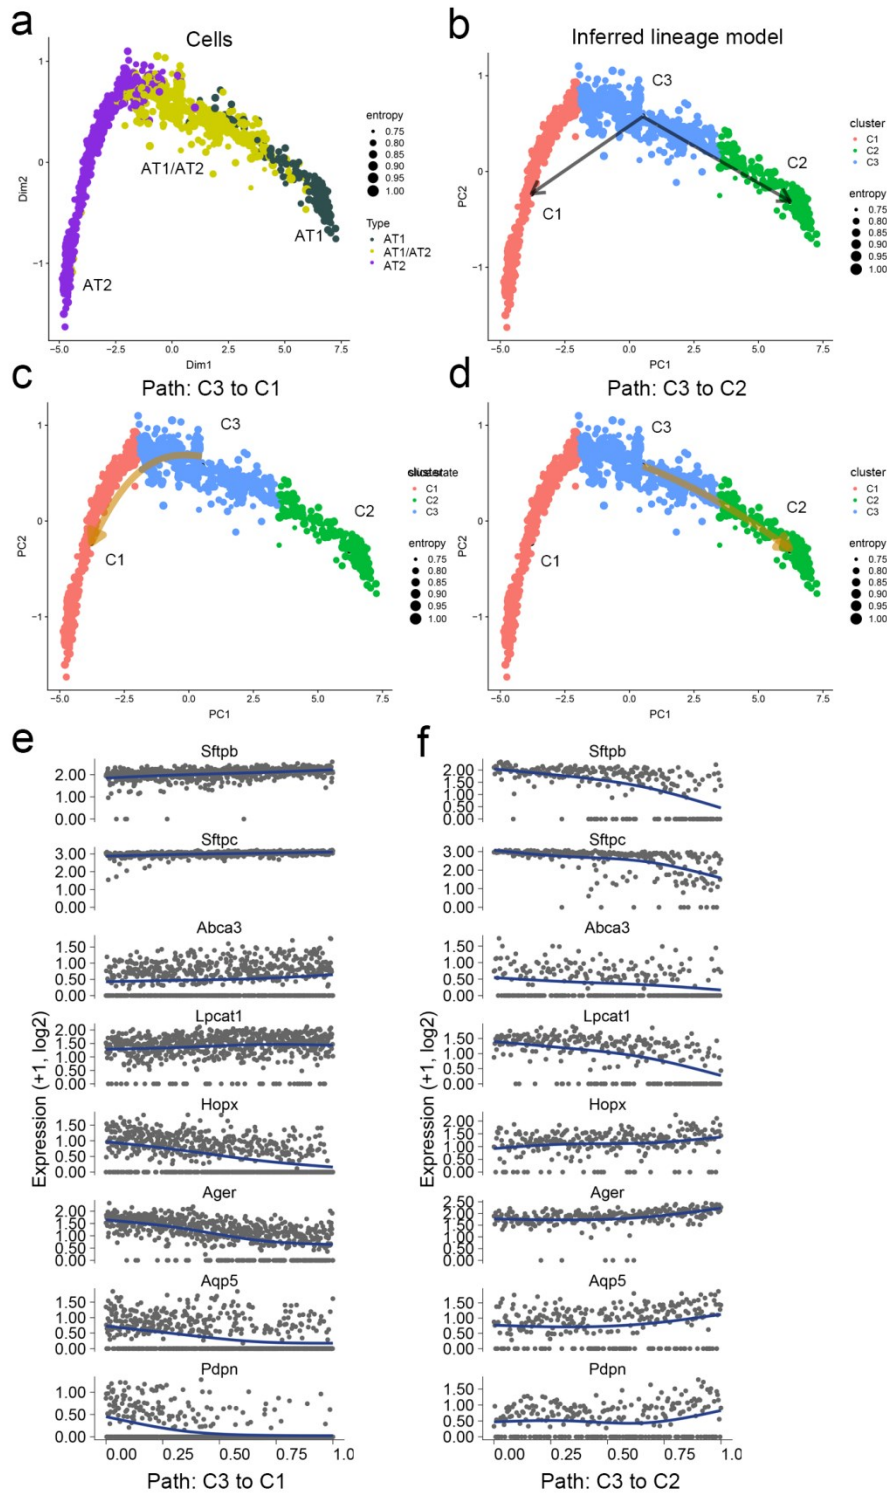

**Supplementary Figure 8. Predicted differentiation lineage model among the three peripheral epithelial subpopulations in mouse lung at PND1.** (a) Cells of the three distal epithelial subpopulations (AT1, AT1/AT2, AT2) in a reduced dimensional space calculated by DDRTree method in “Monocle 2”<sup>2</sup>. (b) SLICE<sup>3</sup> measured the entropy of individual cells, identified three cell states/clusters, C1, C2, and C3, among the cells, and inferred a branched

differentiation lineage model. **(c)** SLICE predicted a principal curve based entropy-directed differentiation trajectory from cluster C3 to cluster C1. **(d)** SLICE predicted a principal curve based entropy-directed differentiation trajectory from cluster C3 to cluster C2. **(e)** Expression patterns of AT1 and AT2 markers following the trajectory from C3 to C1. **(f)** Expression patterns of AT1 and AT2 markers following the trajectory from C3 to C2.

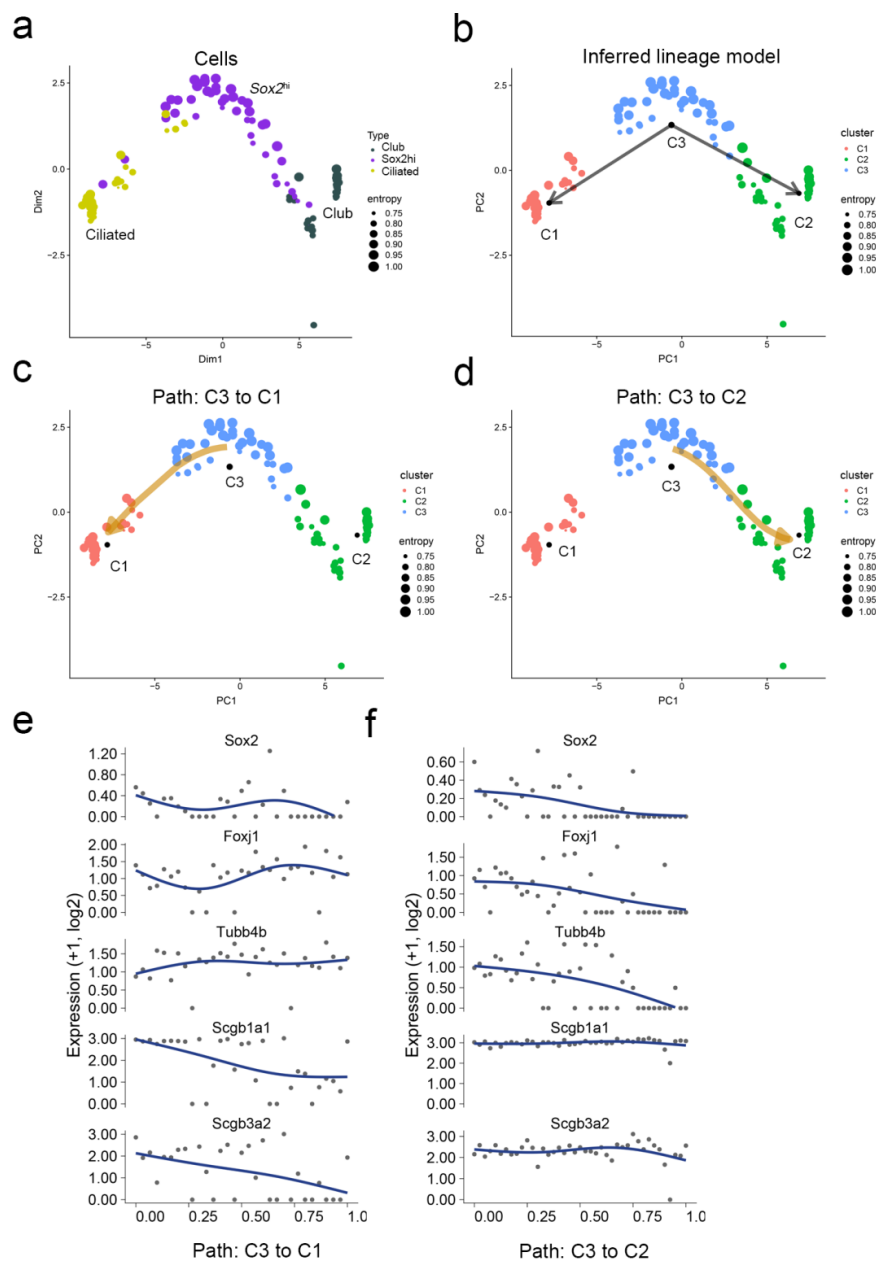

**Supplementary Figure 9. Predicted differentiation lineage model among the three proximal airway epithelial subpopulations in mouse lung at PND1.** (a) Cells of the three airway epithelial subpopulations (Club, Sox2<sup>hi</sup>, Ciliated) in a reduced dimensional space calculated by DDRTree method in “Monocle 2”<sup>2</sup>. (b) SLICE<sup>3</sup> measured the entropy of individual cells, identified three cell states/clusters, C1, C2, and C3, among the cells, and inferred a branched differentiation lineage model. (c) SLICE predicted a principal curve based entropy-directed differentiation trajectory from cluster C3 to cluster C1. (d) SLICE predicted a principal curve based entropy-directed differentiation trajectory from cluster C3 to cluster C2. (e) Expression patterns of AT1 and AT2 markers following the trajectory from C3 to C1. (f) Expression patterns of AT1 and AT2 markers following the trajectory from C3 to C2.

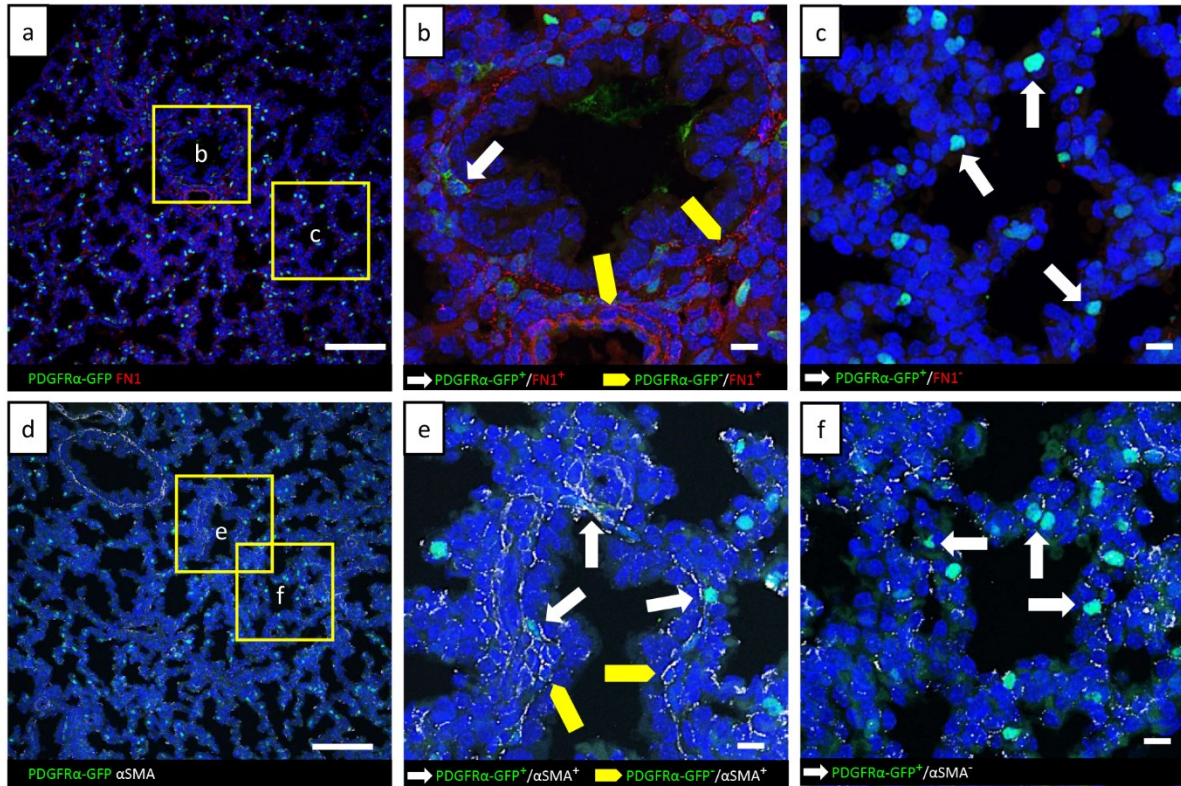

**Supplementary Figure 10. Validation of mesenchymal cell subtypes identified by Drop-seq analysis.** PDGFR $\alpha$ -GFP<sup>+</sup> fibroblasts are sub-divided into multiple populations in the sacculus mouse lung, as indicated in the single-cell RNA-seq (scRNA-Seq) analysis. Fibronectin 1 (FN1), a selective marker for MatrixFB-1 cell type at PND1, is localized in E18.5 PDGFR $\alpha$ -GFP<sup>+</sup> peribronchiolar matrix fibroblasts (**a**, **b**). The majority of PDGFR $\alpha$ -GFP<sup>+</sup> fibroblasts in the terminal saccules are FN1<sup>-</sup> at this time (**c**). Some peribronchiolar and perivascular fibroblasts are FN1<sup>+</sup>/PDGFR $\alpha$ -GFP<sup>-</sup>, further illustrating the heterogeneity of fibroblasts at this time point (**b**).  $\alpha$ SMA (ACTA2) is expressed in the Smooth Muscle, Pericyte-1, and MyoFB-2 scRNA-Seq clusters at PND1, and are visible via immunostaining at E18.5 (**d**). Peribronchiolar  $\alpha$ SMA<sup>+</sup>/PDGFR $\alpha$ -GFP<sup>+</sup> MyoFB-2 fibroblasts are present and express dim levels PDGFR $\alpha$ -GFP, as previously noted in Chen et al., 2012<sup>4</sup> (**e**). The majority of PDGFR $\alpha$ -GFP<sup>+</sup> fibroblasts in the terminal saccules at this time are  $\alpha$ SMA<sup>-</sup> (**f**), and the majority of peribronchiolar smooth muscle cells are  $\alpha$ SMA<sup>+</sup>/PDGFR $\alpha$ -GFP<sup>-</sup> (**e**). PDGFR $\alpha$ -GFP<sup>+</sup> fibroblasts were from five E18.5 mouse embryos. Red: FN1; Green: PDGFR $\alpha$ -GFP; White:  $\alpha$ SMA; Blue: DAPI. Scale bars are 100  $\mu$ m for images acquired with a 20x objective (**a**, **d**) and 10  $\mu$ m for images acquired with a 60x objective (**b**, **c**, **e**, **f**).

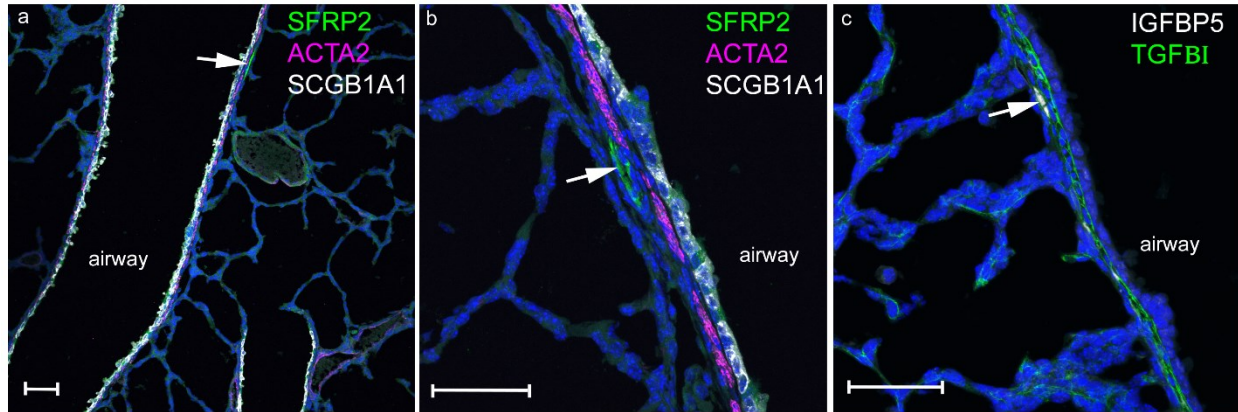

**Supplementary Figure 11. Distribution of SFRP2<sup>+</sup>/IGFBP5<sup>+</sup> MatrixFB-2 cells in PND1 mouse lung.** SFRP2<sup>+</sup> and/or IGFBP5<sup>+</sup> mesenchyme cells (white arrows) were distributed only along the airways (a-c). SFRP2<sup>+</sup> cells were ACTA2<sup>-</sup> but were adjacent to ACTA2<sup>+</sup> cells (b). IGFBP5<sup>+</sup> cells were adjacent to cells expressing high levels of TGFBI (c). Figures are representative of at least 3 individual mice. Scale bars are 50 μm.

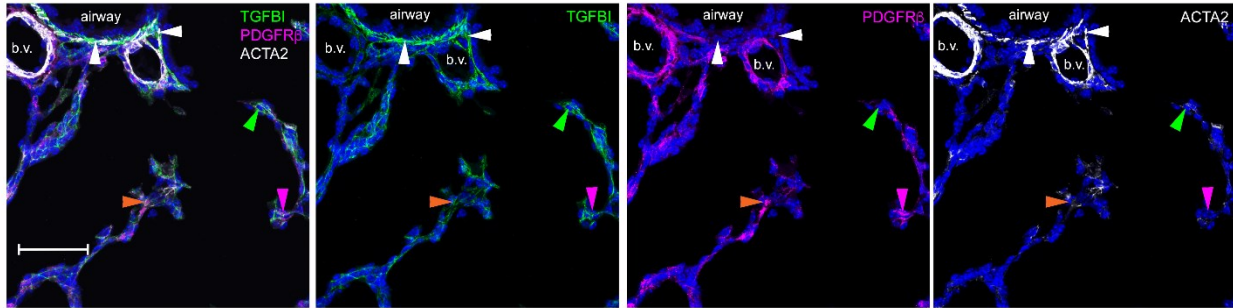

**Supplementary Figure 12. Immunostaining for TGFBI in PND1 mouse lung.** A magenta arrowhead denotes a cell positive for PDGFR $\beta$  only in the alveolus. The green arrowhead indicates a cell only positive for TGFBI located in the distal lung. TGFBI single positive cells were also detected along the airways. White arrowheads mark cells double positive for TGFBI and ACTA2 that are found lining airways representing the smooth muscle cell population identified by Drop-seq. Orange arrowheads indicate triple positive cells in the alveolus, the myofibroblast population. “b.v.” stands for blood vessels. Figures are representative of at least 3 individual mice. Scale bar is 50  $\mu$ m.

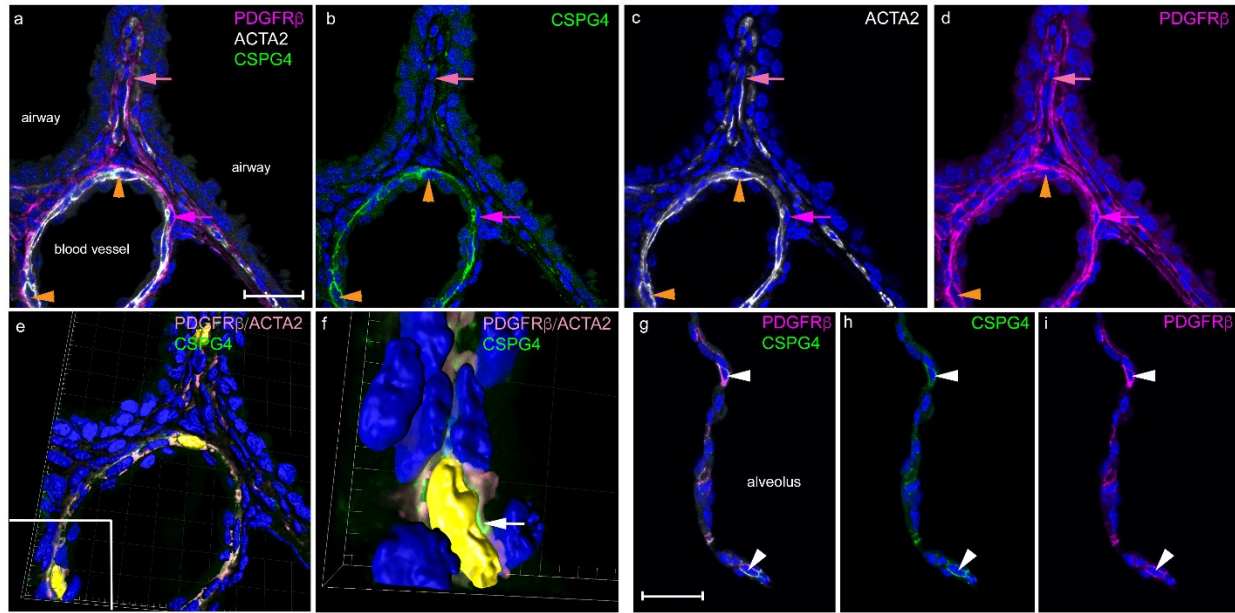

**Supplementary Figure 13. Validation of pericyte sub-populations in mouse lung at PND1.** PND1 lung tissue was immunostained for the indicated markers and expression visualized by confocal microscopy. **(a-f)** Detection of PDGFR $\beta$ <sup>+</sup>/CSPG4<sup>+</sup>/ACTA2<sup>+</sup> cells surrounding blood vessels. **(a-d)** Single plane images taken from a confocal z-stack. Orange arrowheads indicate location of triple positive cells. A cell expressing only PDGFR $\beta$  was indicated by magenta arrow. PDGFR $\beta$ <sup>+</sup>/ACTA2<sup>+</sup> co-expressing cells were also identified adjacent to the airways (pink arrow). **(e-f)** 3-D rendering of the z-stack information was generated using IMARIS (Bitplane) software. The boxed region in **(e)** is enlarged in **(f)**. Blue and yellow structures indicate cell nuclei. Using the IMARIS software, the domains of PDGFR $\beta$  and ACTA2 co-expression were merged into a light mauve colored structure. Cells with yellow nuclei are surrounded by both PDGFR $\beta$ <sup>+</sup>/ACTA2<sup>+</sup> staining and CSPG4 expression (white arrow) **(f)**. **(g-i)** PDGFR $\beta$ <sup>+</sup>/CSPG4<sup>+</sup> co-expressing cells were also detected in the lung alveolus. At PND1, ACTA2<sup>+</sup> cells are rarely identified in the alveolus. Scale bars are 25  $\mu$ m. Figures are representative of at least 3 individual mice.

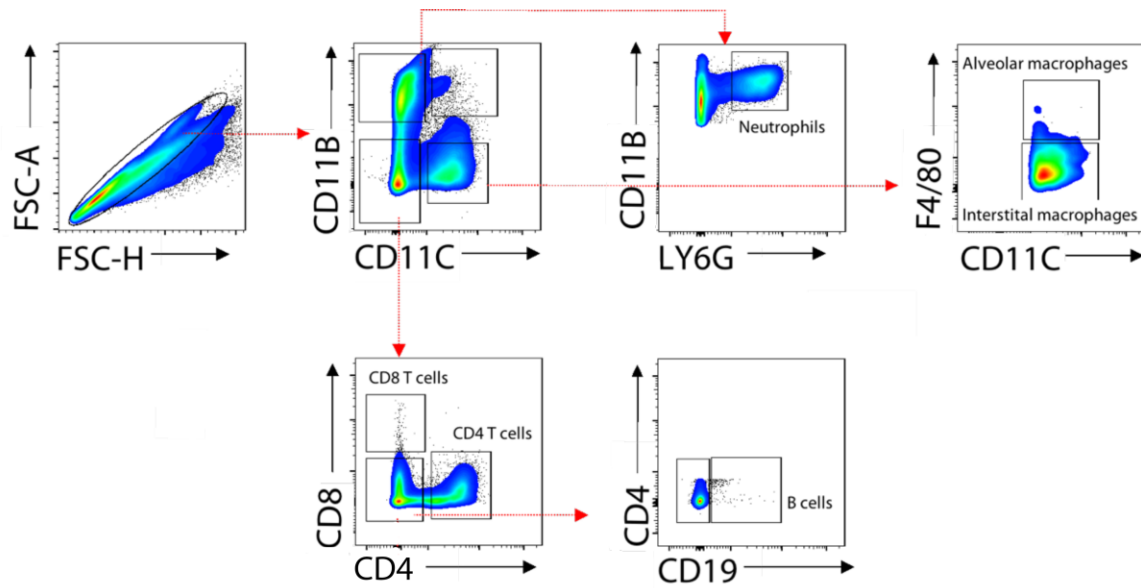

**Supplementary Figure 14. Representative bivariate density plots of CD45<sup>+</sup> cells in PND1 B6 newborn mice.** Flow cytometry analysis identified macrophage, T cells, and B cells in mouse lung at PND1. Macrophages are identified as CD45<sup>+</sup>CD11B<sup>-</sup>CD11C<sup>+</sup> cells, CD4<sup>+</sup> T-cells are identified as CD45<sup>+</sup>CD11b<sup>-</sup>CD11C<sup>-</sup>CD4<sup>+</sup>CD8<sup>-</sup> cells, B cells are identified as CD45<sup>+</sup>CD11B<sup>-</sup>CD11C<sup>-</sup>CD4<sup>-</sup>CD8<sup>-</sup>CD19<sup>+</sup> cells. Data are representative of two independent experiments.

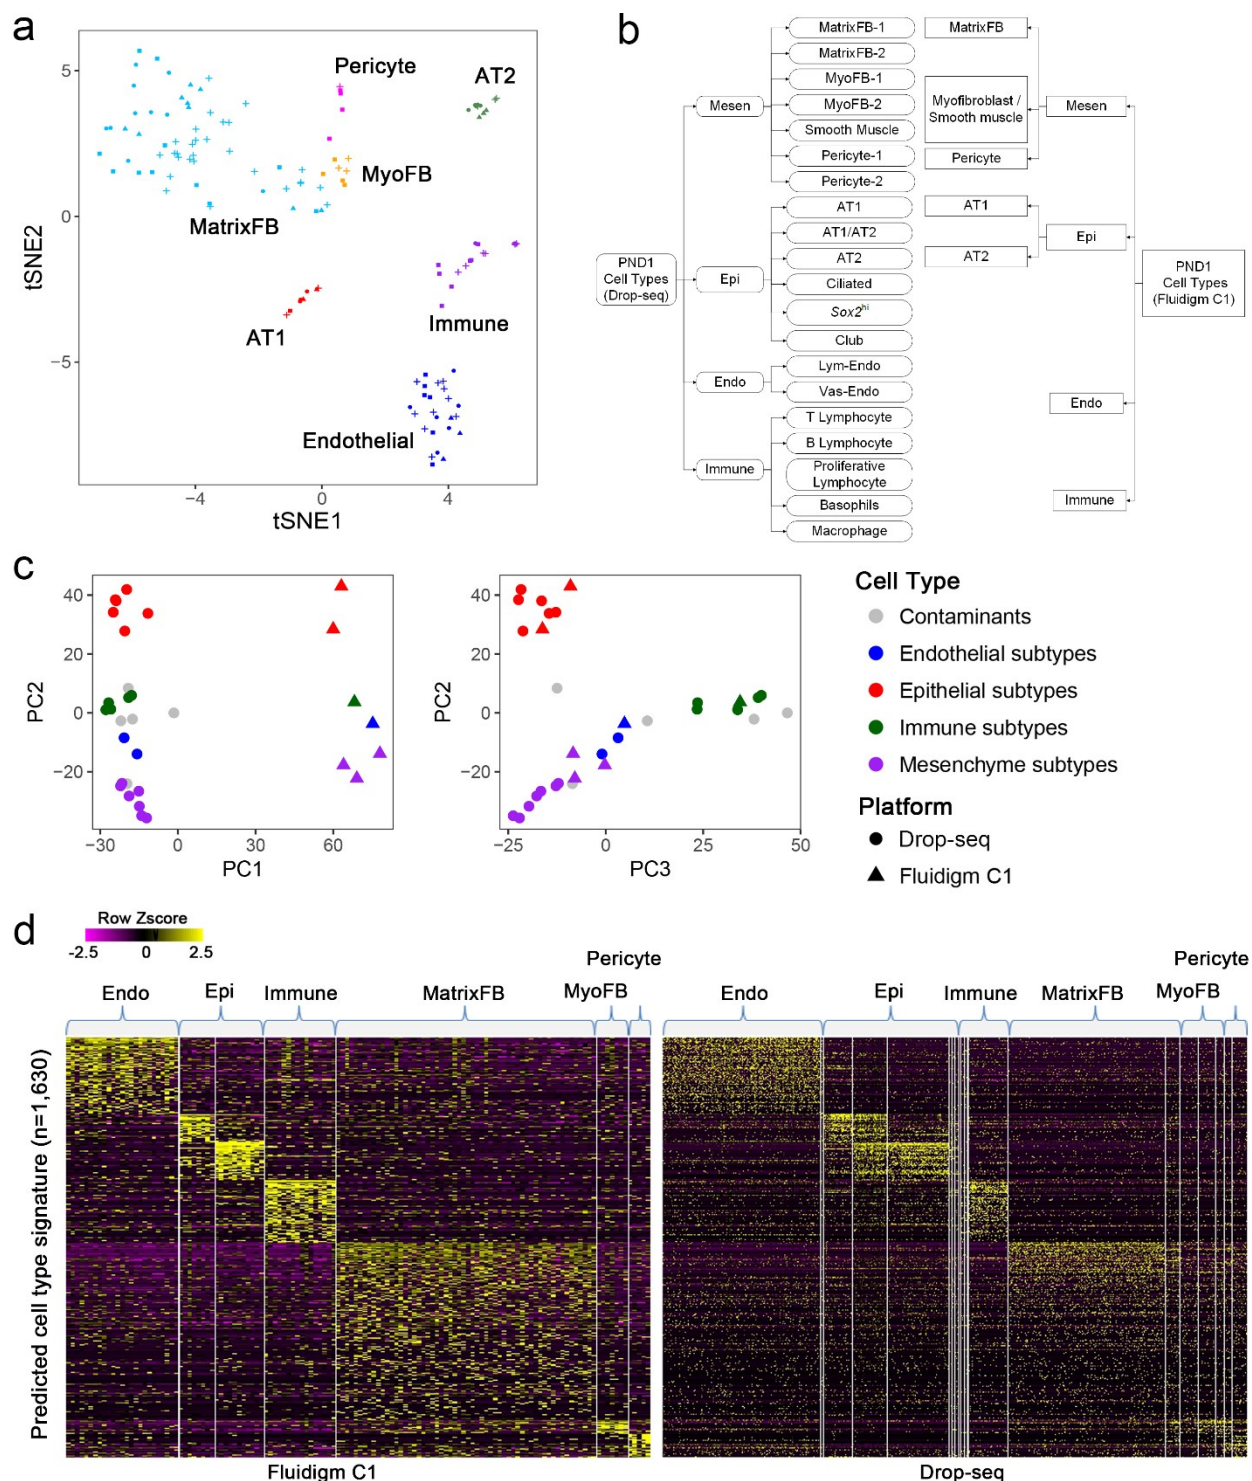

**Supplementary Figure 15. Cross-validation and comparison of Drop-seq and Fluidigm C1 single cell RNA-seq analyses of mouse lung at PND1.** (a) Lung cell types at PND1 identified using Fluidigm C1 single cells (n=130) are shown. Cells were visualized in a two-dimensional tSNE plot. AT1: alveolar type 1 cells; AT2: alveolar type 2 cells; MatrixFB: matrix fibroblast cells; MyoFB: myofibroblast/smooth muscle cells; Endo: endothelial cells; Epi: Epithelial cells;

Immune: immune cells. **(b)** A comparison of cell types identified from Drop-seq and Fluidigm C1 based single cell RNA-seq (scRNA-seq) of mouse lung at PND1. **(c)** Principal component analysis (PCA) of cell populations predicted using Drop-seq and Fluidigm C1 scRNA-seq. The expression of a gene in a cell type was represented by its average normalized expression in the cells of this type. **(d)** Cell type signature genes (n=1,630) predicted from Fluidigm C1 data were selectively expressed in corresponding Drop-seq cell types.

a

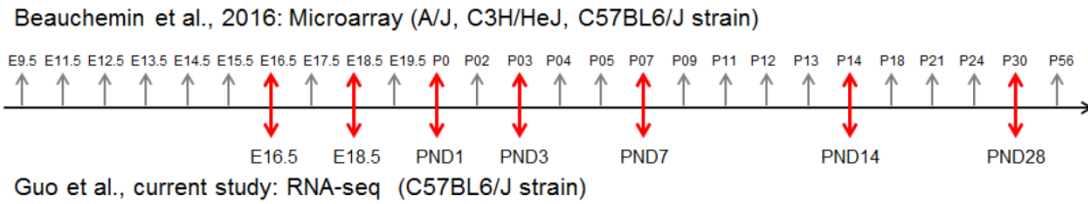

b

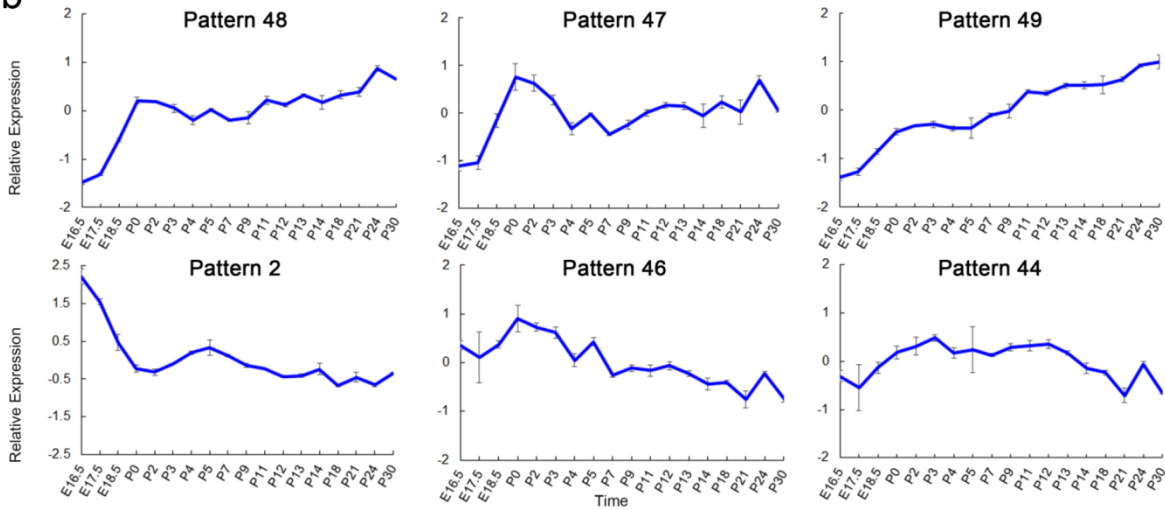

c

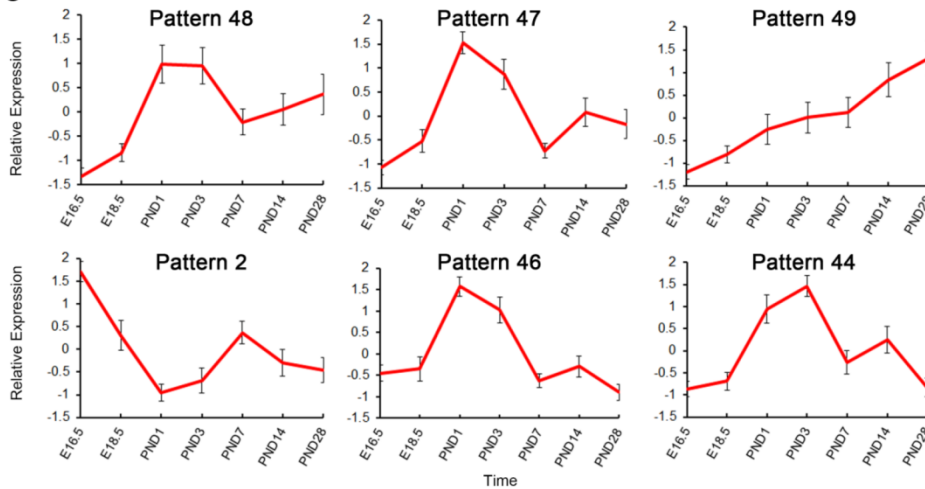

**Supplementary Figure 16. Validation of significant temporal patterns using RNA Microarray lung development transcriptome data.** (a) Whole-lung RNA-seq samples in the present study and the microarray transcriptome data collected in Beauchemin et al., 2016<sup>5</sup>. (b-c) showed the expression of six identified temporal patterns in microarray data<sup>5</sup> and RNA-seq data (present study), respectively. In b, blue lines represent mean expression, and error bars represent standard error of the mean. In c, red lines represent mean expression, and error bars represent standard error of the mean.

Extracellular space

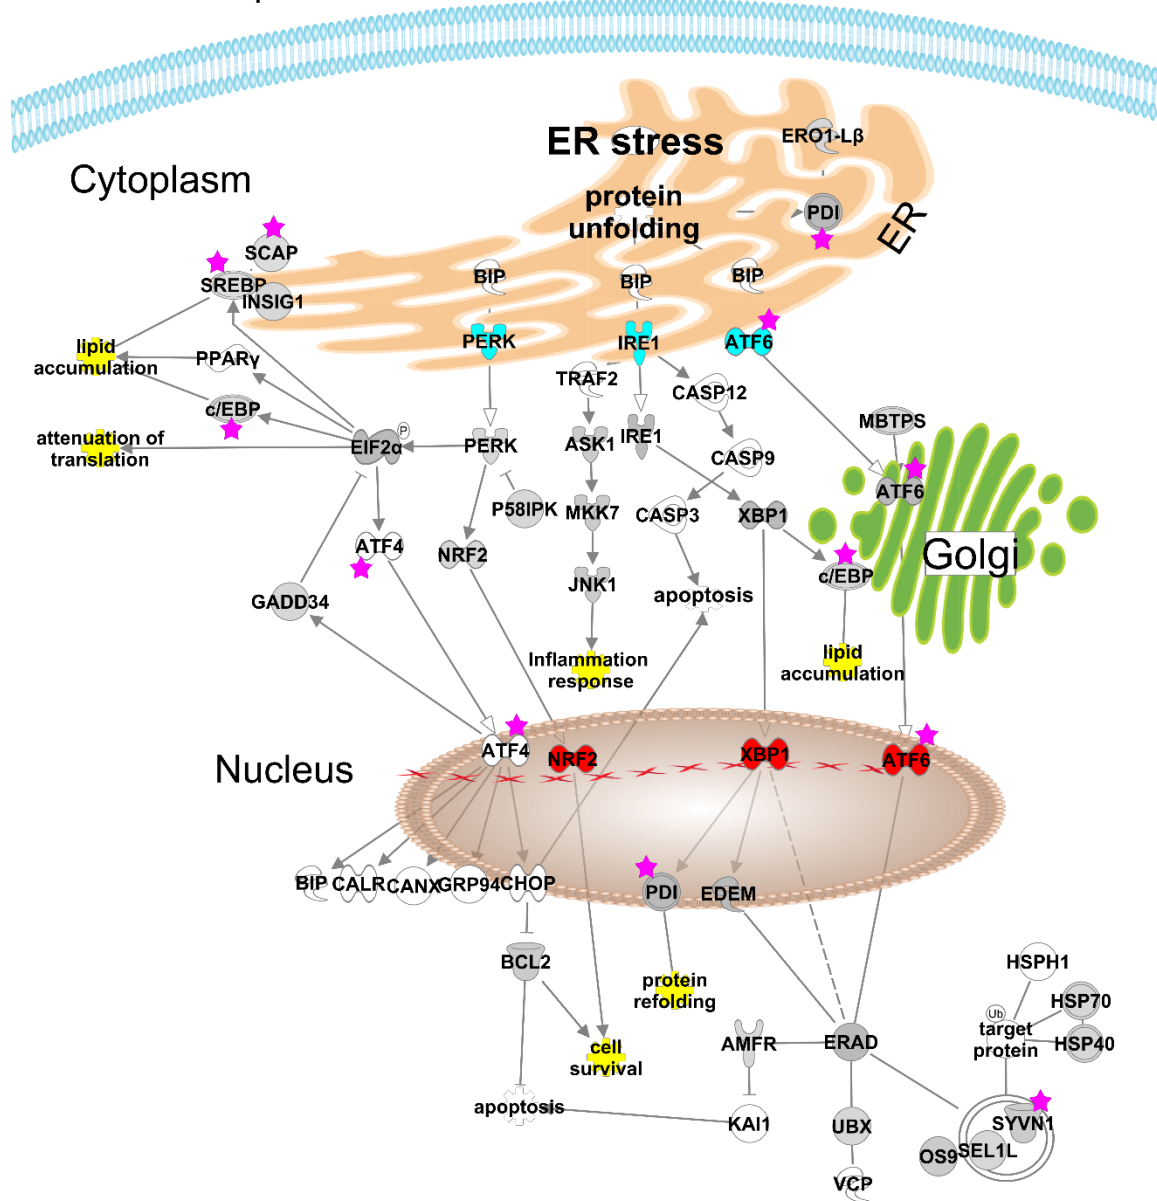

**Supplementary Figure 17. Induction of UPR pathway in mouse lung at PND1.** Representation of mRNAs induced in modified Ingenuity UPR pathway in mouse lung at birth. Color filled nodes represent genes with peak expression on PND1-PND3 based on the time-course RNA-seq analysis. White nodes indicate genes not induced at birth. Nodes in light blue represent genes encoding ER-stress sensors. Nodes in red represent key transcription factors of UPR signaling pathway. Nodes in grey represent all other genes induced in the UPR pathway. Nodes in yellow represent induced bioprocesses following the induction of UPR pathway. Nodes marked with pink star were studied in the western blotting, qPCR, or immunohistochemistry analyses in **Figs. 6-7 and Supplementary Fig. 18.**

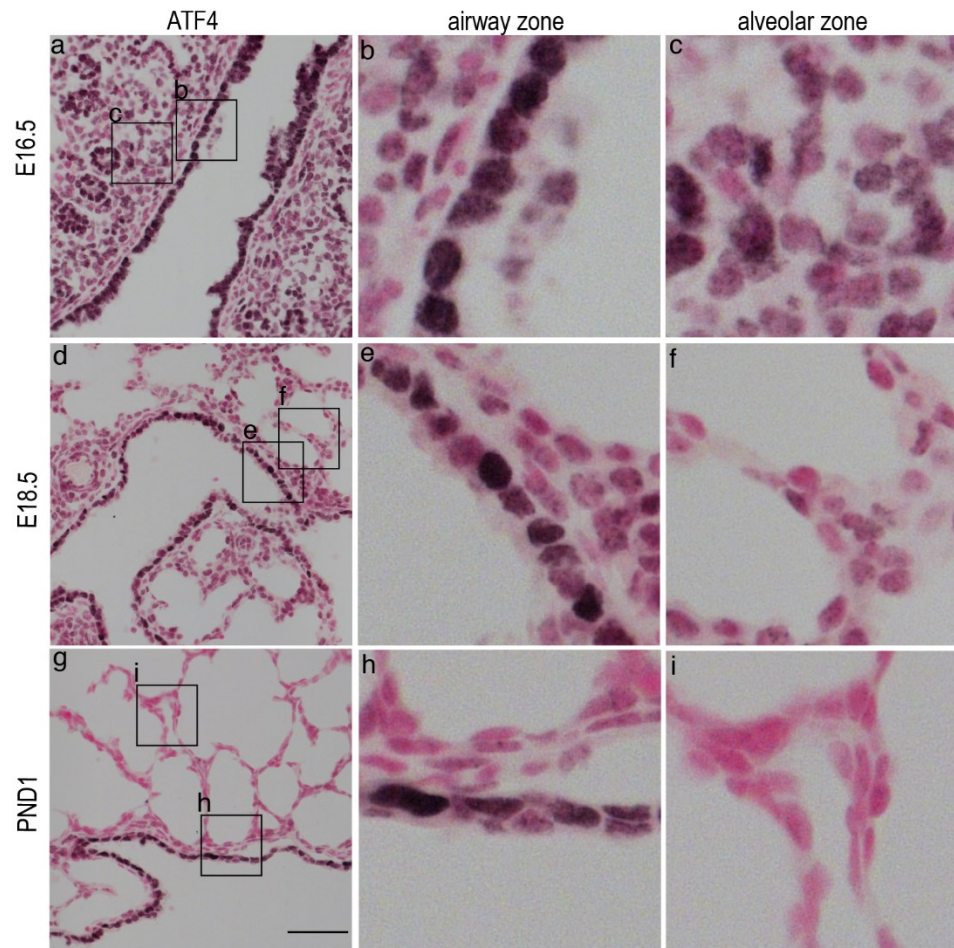

**Supplementary Figure 18. ATF4 localization in perinatal mouse lung.** ATF4 immunohistochemistry by DAB amplification of embryonic (panels **a-f**) and postnatal day (PND) 1 (panel **g-i**) samples is shown. ATF4 signal was observed in airway cells at all perinatal stages examined. However, immunolocalization signal suggested diminished ATF4 localization in alveolar and its surrounding stromal cells at E18.5 and PND1 relative to E16.5 samples. Images are representative of at least three embryos/animals for each time point. For each time point boxed region in first panel is zoomed in to highlight airway and alveolar zone ATF4 localization as indicated. Scale bar is 50  $\mu$ m.

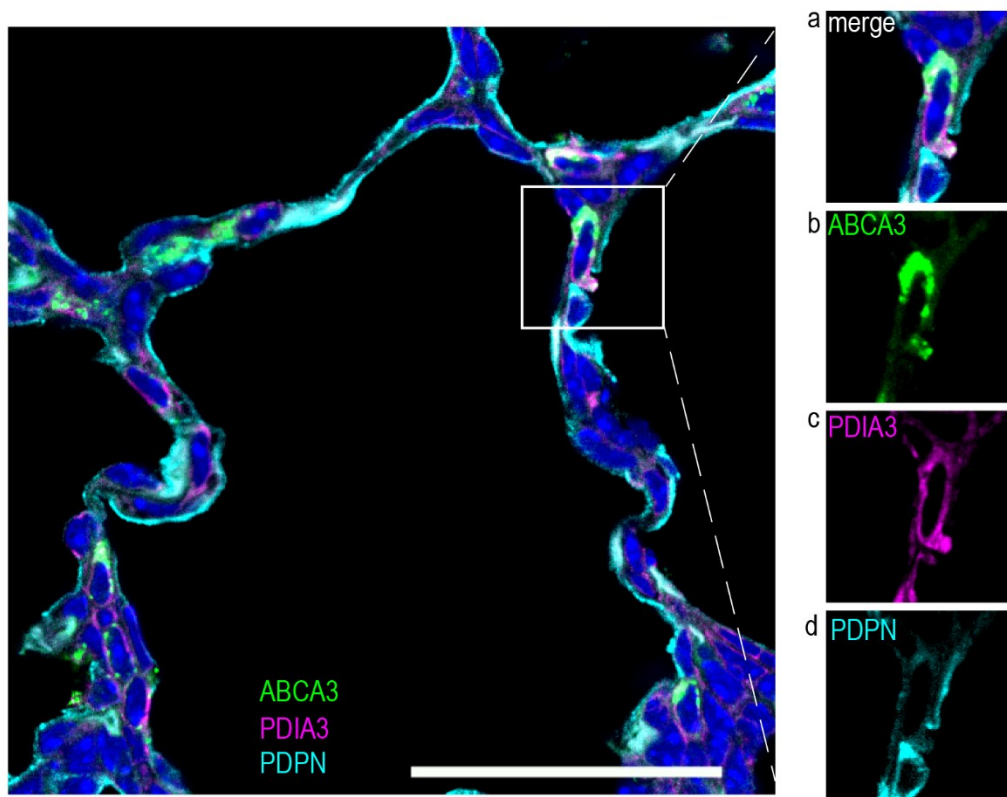

**Supplementary Figure 19. PDIA3 was co-localized with ABCA3.** Lung tissue (from PND1) was immunostained with PDIA3, ABCA3 and PDPN and imaged by confocal microscopy. PDIA3 was co-localized with ABCA3 (**a-c**) but not with PDPN (**c, d**). Figures are representative of at least 3 individual mice. Scale bar is 50  $\mu$ m.

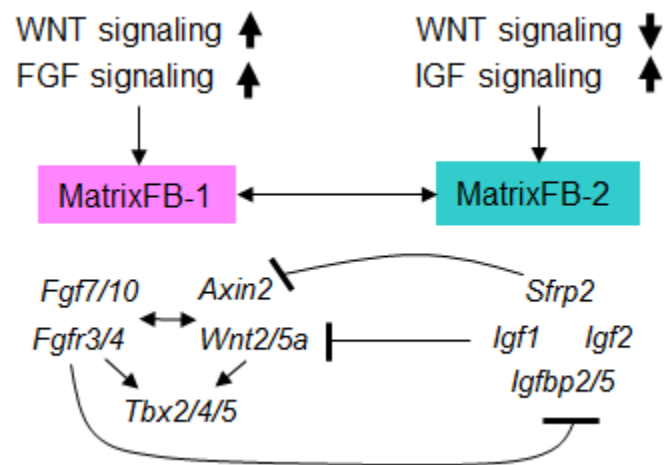

**Supplementary Figure 20. Schematic diagram of predicted regulatory network controlling the two matrix fibroblast (MatrixFB) subtypes.**

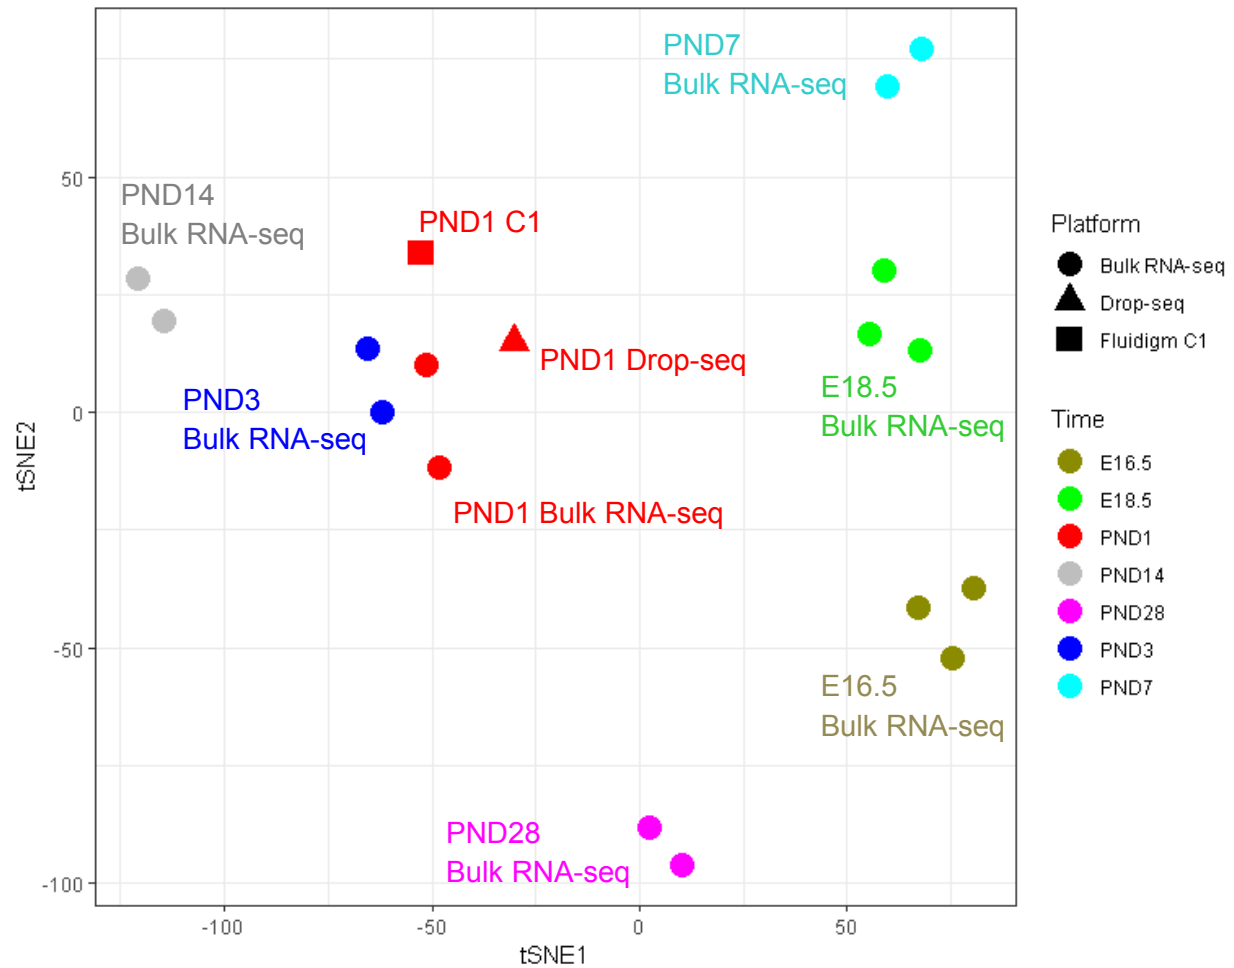

**Supplementary Figure 21. PND1 Pseudo-bulk RNA-seq samples were closely located with bulk RNA-seq samples at PND1.** “PND1 Drop-seq” pseudo-bulk sample was created by summing UMIs in all PND1 Drop-seq cells for each gene and then was normalized by the total number of UMIs. “PND1 C1” pseudo-bulk sample was created by summing reads in all PND1 Fluidigm C1 cells for each gene and then was normalized by the total number of reads. Principal component analysis was applied to all the 18 samples (16 bulk RNA-seq samples and 2 pseudo-bulk RNA-seq samples) and the first 8 principal components were used for t-Distributed Stochastic Neighbor Embedding (t-SNE) analysis.

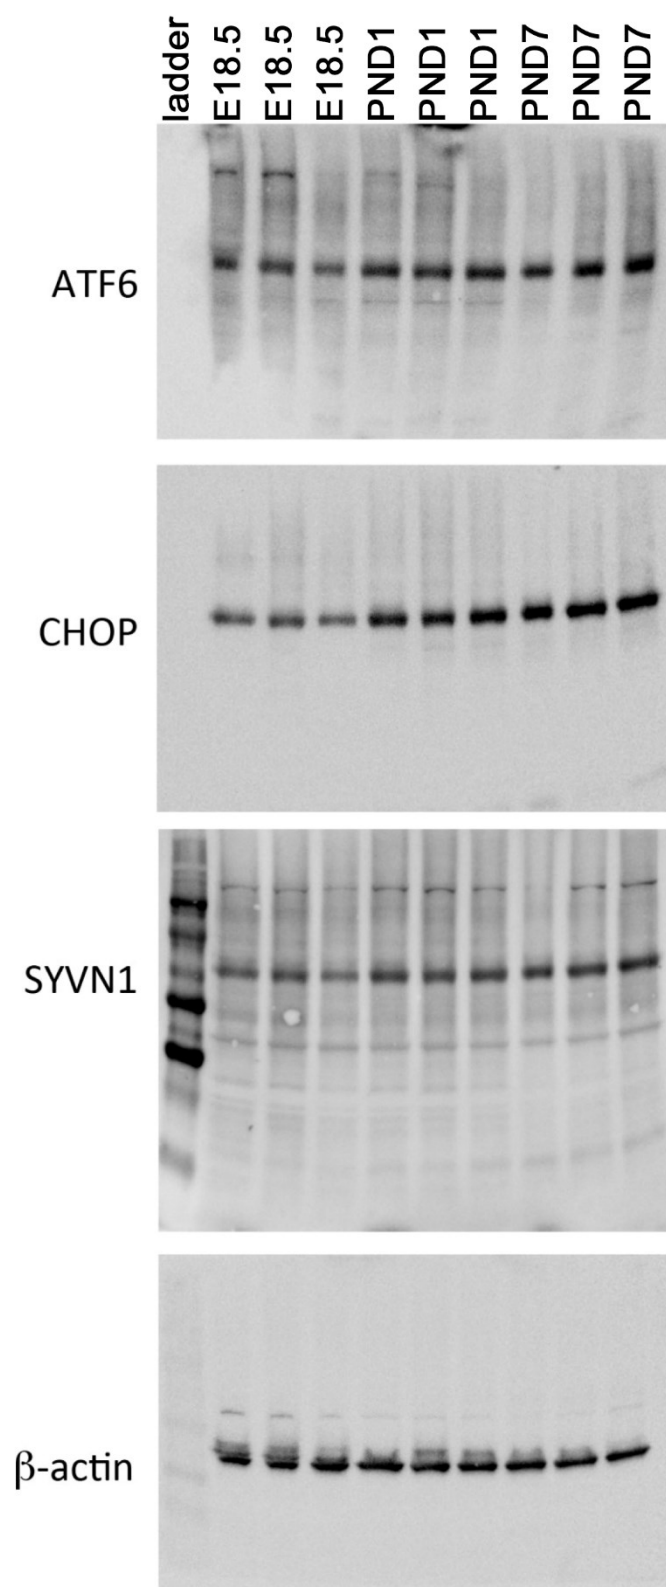

**Supplementary Figure 22. Images of full sized immunoblots.** Related to Fig. 6.

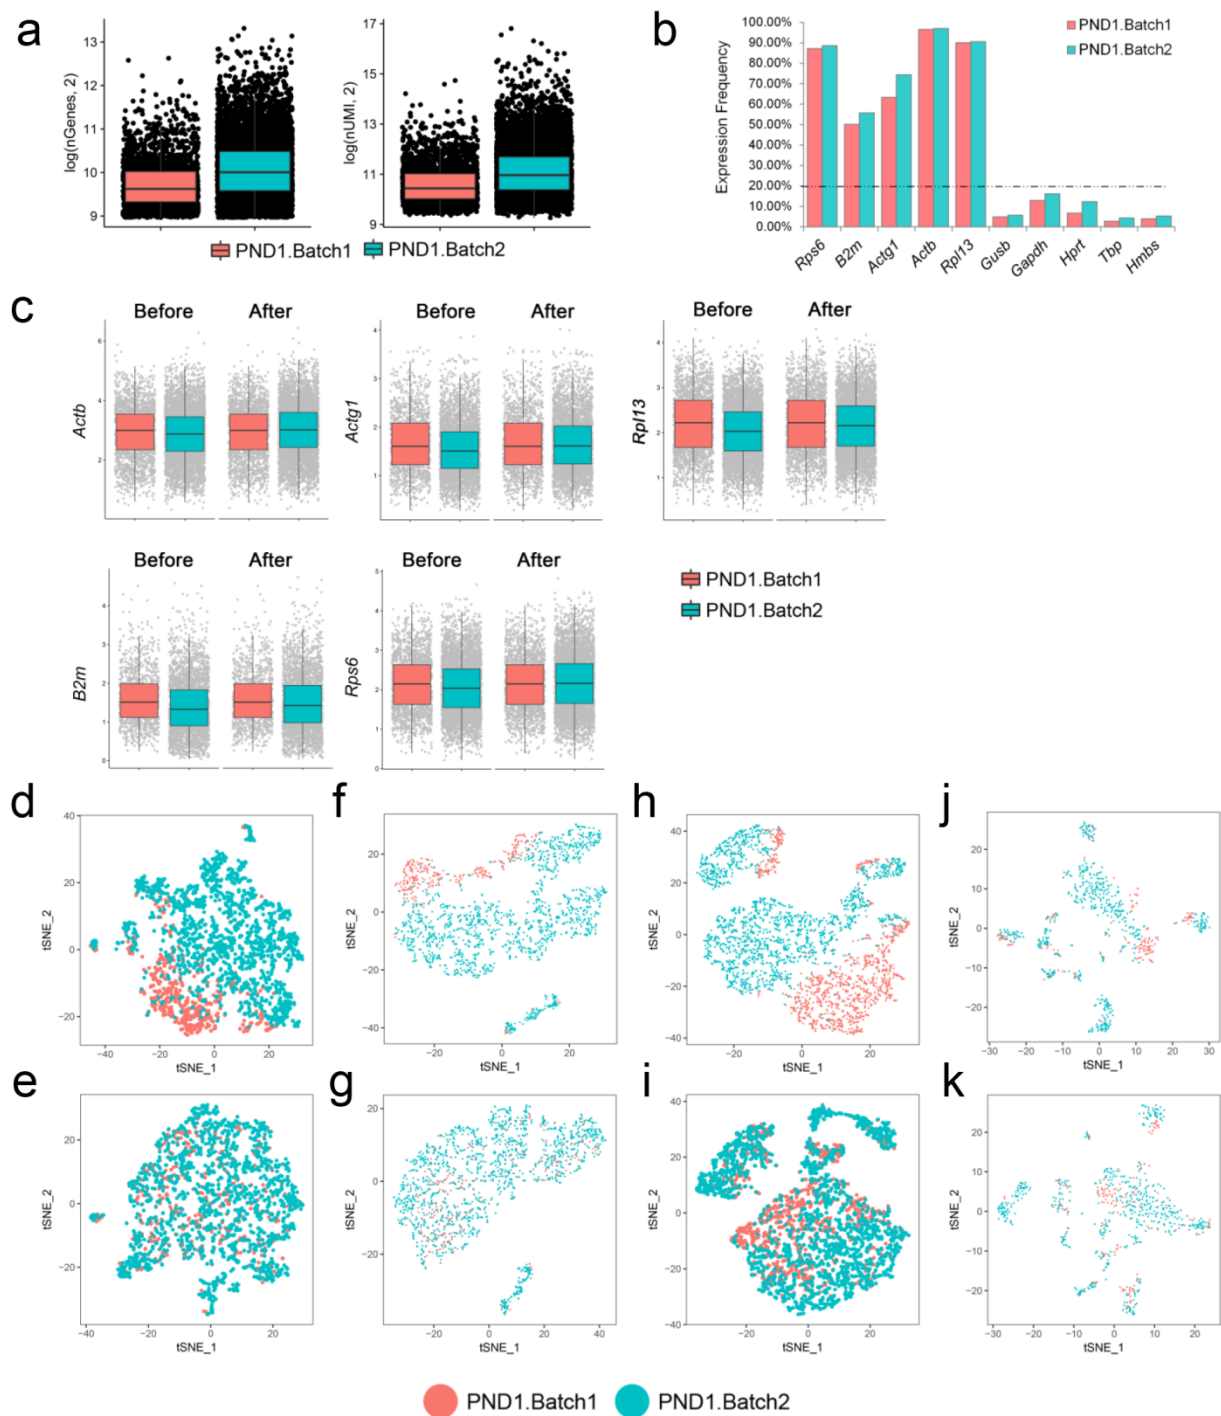

**Supplementary Figure 23. Correction of batch difference in cell type identification using Drop-seq of mouse lung at PND1.** (a) The number of detected genes (nGenes) and transcript counts (nUMI, unique molecular identifier) per cell between the two batches of Drop-seq data. Boxplots represent 25<sup>th</sup> (bottom), 50<sup>th</sup> (centerline), and 75<sup>th</sup> (top) percentiles. (b) The expression frequency of commonly used housekeeping genes in the two batches. (c) The differences between the median expressions of housekeeping genes were reduced after lung-negative-

gene based scaling of gene expression. Boxplots represent 25<sup>th</sup> (bottom), 50<sup>th</sup> (centerline), and 75<sup>th</sup> (top) percentiles. **(d-e)** t-distributed Stochastic Neighbor Embedding (tSNE) analysis of endothelial cells before and after ComBat<sup>6</sup> correction of gene expression, respectively. **(f-g)** tSNE analysis of epithelial cells before and after ComBat correction of gene expression, respectively. **(h-i)** tSNE analysis of mesenchymal cells before and after ComBat correction of gene expression, respectively. **(j-k)** tSNE analysis of immune cells before and after ComBat correction of gene expression, respectively.

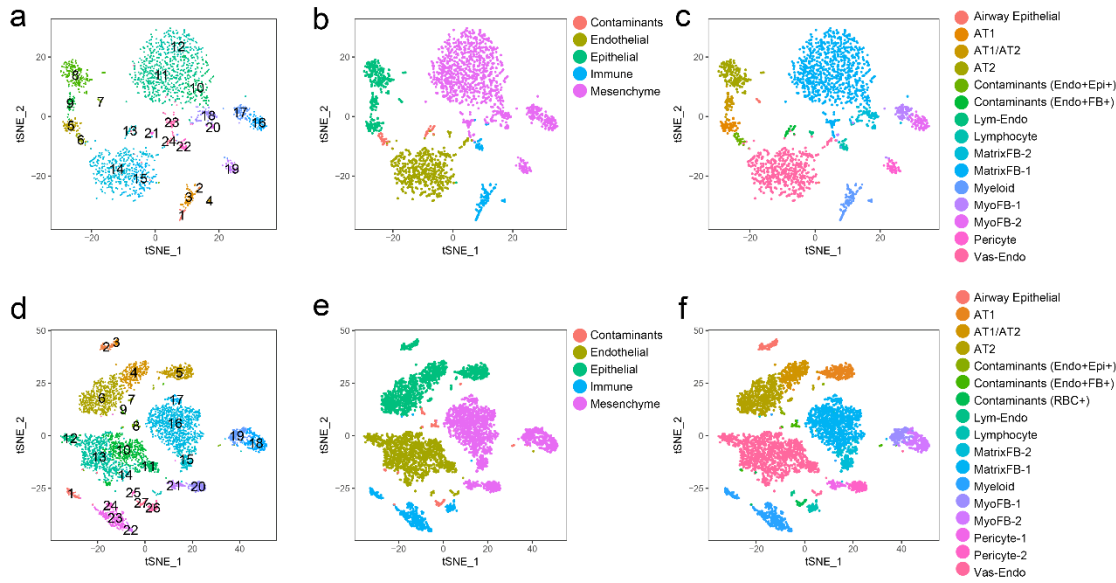

g

Integrated analysis

|                      |                   | Major cell type         | Contam                   |                         |                           |                          |                     | Endo     |          | Epi |         |     |      |        | Immune   |                          |              |              | Mesen     |            |            |            |            |            |         |         |               |   |
|----------------------|-------------------|-------------------------|--------------------------|-------------------------|---------------------------|--------------------------|---------------------|----------|----------|-----|---------|-----|------|--------|----------|--------------------------|--------------|--------------|-----------|------------|------------|------------|------------|------------|---------|---------|---------------|---|
| Major cell type      |                   | Cell subtype            | Contaminants (Endo+Epi+) | Contaminants (Endo+FB+) | Contaminants (Immune+FB+) | Contaminants (Platelet+) | Contaminants (RBC+) | Vas-Endo | Lym-Endo | AT1 | AT1/AT2 | AT2 | Club | Sox2hi | Ciliated | Proliferative Lymphocyte | B Lymphocyte | T Lymphocyte | Basophils | Macrophage | MatrixFB-1 | MatrixFB-2 | Pericyte-1 | Pericyte-2 | MyoFB-1 | MyoFB-2 | Smooth Muscle |   |
|                      |                   |                         |                          |                         |                           |                          |                     |          |          |     |         |     |      |        |          |                          |              |              |           |            |            |            |            |            |         |         |               |   |
| Independent analysis | PND1.Batch1       | Contam                  | 29                       | 0                       | 0                         | 0                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 1          | 0          | 0          | 0       | 0       | 0             |   |
|                      |                   | Contaminants (Endo+FB+) | 0                        | 19                      | 0                         | 0                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 0       | 0             |   |
|                      |                   | Vas-Endo                | 3                        | 2                       | 0                         | 0                        | 1                   | 559      | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 1       | 0             |   |
|                      |                   | Lym-Endo                | 0                        | 0                       | 4                         | 0                        | 0                   | 2        | 13       | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 1            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 0       | 0             |   |
|                      |                   | AT1                     | 0                        | 0                       | 0                         | 0                        | 0                   | 0        | 0        | 0   | 21      | 3   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 0       | 0             |   |
|                      |                   | AT1/AT2                 | 0                        | 0                       | 0                         | 0                        | 0                   | 0        | 0        | 0   | 9       | 41  | 3    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 0       | 0             |   |
|                      |                   | AT2                     | 0                        | 0                       | 3                         | 0                        | 0                   | 0        | 0        | 0   | 0       | 6   | 178  | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 2          | 0          | 0          | 0       | 0       | 0             |   |
|                      | Airway Epithelial | 0                       | 0                        | 0                       | 0                         | 0                        | 0                   | 1        | 0        | 0   | 0       | 0   | 4    | 1      | 8        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 0       |               |   |
|                      | Immune            | Lymphocyte              | 0                        | 0                       | 0                         | 0                        | 1                   | 2        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 5            | 22           | 7         | 0          | 0          | 1          | 1          | 1          | 0       | 0       | 0             |   |
|                      | Myeloid           | 0                       | 0                        | 0                       | 10                        | 1                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 3            | 0            | 1         | 5          | 118        | 0          | 0          | 0          | 0       | 1       | 0             |   |
|                      | Mesen             | MatrixFB-1              | 0                        | 3                       | 0                         | 0                        | 3                   | 0        | 0        | 2   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 1            | 1         | 0          | 0          | 896        | 14         | 0          | 0       | 1       | 3             | 0 |
|                      | MatrixFB-2        | 0                       | 0                        | 0                       | 0                         | 0                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 3          | 80         | 9          | 0          | 0       | 1       | 1             |   |
|                      | Pericyte-1        | 0                       | 0                        | 0                       | 0                         | 0                        | 3                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 58         | 0       | 0       | 0             |   |
|                      | Pericyte-2        | 0                       | 0                        | 0                       | 0                         | 1                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 49      | 31      | 1             |   |
| MyoFB-1              | 0                 | 0                       | 0                        | 0                       | 0                         | 0                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 32      | 50      |               |   |
| MyoFB-2              | 0                 | 0                       | 0                        | 0                       | 0                         | 0                        | 0                   | 0        | 0        | 0   | 0       | 1   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 0       |               |   |
| Independent analysis | PND1.Batch2       | Contam                  | 9                        | 0                       | 0                         | 0                        | 0                   | 1        | 0        | 0   | 3       | 6   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 0       | 0             | 0 |
|                      |                   | Contaminants (Endo+FB+) | 0                        | 24                      | 0                         | 0                        | 0                   | 10       | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 1          | 1          | 0          | 0       | 1       | 1             | 0 |
|                      |                   | Contaminants (RBC+)     | 0                        | 0                       | 6                         | 0                        | 18                  | 16       | 0        | 2   | 0       | 2   | 0    | 0      | 0        | 0                        | 1            | 0            | 0         | 0          | 1          | 0          | 0          | 0          | 0       | 0       | 0             | 0 |
|                      |                   | Vas-Endo                | 1                        | 0                       | 1                         | 0                        | 0                   | 1511     | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 2            | 0            | 0         | 0          | 0          | 4          | 2          | 3          | 0       | 0       | 1             | 0 |
|                      |                   | Lym-Endo                | 0                        | 0                       | 0                         | 0                        | 0                   | 1        | 24       | 0   | 1       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 0       | 0             | 0 |
|                      |                   | AT1                     | 0                        | 0                       | 1                         | 0                        | 0                   | 0        | 0        | 296 | 3       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 1       | 1             | 0 |
|                      |                   | AT1/AT2                 | 0                        | 0                       | 0                         | 0                        | 0                   | 0        | 5        | 322 | 5       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 0       | 0             | 0 |
|                      | AT2               | 0                       | 0                        | 1                       | 0                         | 0                        | 0                   | 0        | 8        | 80  | 629     | 1   | 2    | 36     | 45       | 32                       | 1            | 0            | 0         | 0          | 1          | 0          | 0          | 0          | 0       | 1       | 0             |   |
|                      | Airway Epithelial | 0                       | 0                        | 1                       | 0                         | 0                        | 0                   | 0        | 0        | 1   | 2       | 0   | 0    | 0      | 0        | 0                        | 1            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 0       | 0       | 0             |   |
|                      | Immune            | Lymphocyte              | 0                        | 0                       | 1                         | 3                        | 0                   | 0        | 0        | 0   | 0       | 1   | 0    | 0      | 0        | 0                        | 11           | 33           | 29        | 2          | 1          | 0          | 0          | 0          | 1       | 0       | 0             | 0 |
|                      | Myeloid           | 0                       | 0                        | 19                      | 1                         | 0                        | 0                   | 0        | 0        | 2   | 0       | 0   | 0    | 0      | 0        | 0                        | 4            | 0            | 0         | 7          | 411        | 0          | 0          | 0          | 0       | 0       | 0             | 0 |
|                      | Mesen             | MatrixFB-1              | 0                        | 1                       | 1                         | 0                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 1098       | 0          | 0          | 0       | 0       | 0             | 0 |
|                      | MatrixFB-2        | 0                       | 0                        | 0                       | 0                         | 0                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 101        | 102        | 1          | 0          | 0       | 2       | 1             |   |
|                      | Pericyte-2        | 0                       | 0                        | 3                       | 0                         | 0                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 2          | 83         | 8          | 1       | 2       | 0             |   |
| Pericyte-1           | 0                 | 0                       | 0                        | 0                       | 0                         | 2                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 143        | 0       | 0       | 0             |   |
| MyoFB-1              | 0                 | 0                       | 0                        | 0                       | 0                         | 2                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 0          | 0          | 0          | 163     | 9       | 0             |   |
| MyoFB-2              | 0                 | 0                       | 0                        | 0                       | 0                         | 0                        | 0                   | 0        | 0        | 0   | 0       | 0   | 0    | 0      | 0        | 0                        | 0            | 0            | 0         | 0          | 0          | 1          | 0          | 22         | 151     | 62      |               |   |

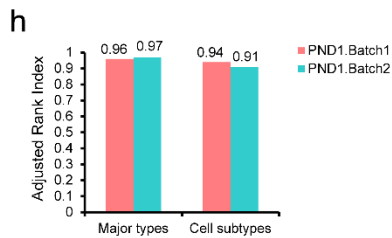

**Supplementary Figure 24. Consistency in cell type identification between independent analysis and integrated analysis of the two batches of Drop-seq data.** (a-c) Independent cell type identification analysis of batch 1 of postnatal day 1 (PND1) mouse lung Drop-seq data. (a) Unbiasedly identified cell clusters in batch 1. (b) Putative major cell types in batch 1. (c) All putative cell types in batch 1. (d-f) Independent cell type identification analysis of batch 2 of PND1 mouse lung Drop-seq data. (d) Unbiasedly identified cell clusters in batch 2. (e) Putative major cell types in batch 2. (f) All putative cell types in batch 2. (g) Overlaps between independent and integrated cell type assignment of PND1 mouse lung Drop-seq data. Red color represents row max value. (h) The adjusted rank index of major cell type and cell subtype assignment in independent and integrated analysis of the two batches of PND1 mouse lung Drop-seq data. The cell type identification in the independent analysis of individual batches was largely followed the analytic workflow in the integrated analysis described in the “Computational analysis of Drop-seq”. Briefly, in the independent analyses of each batch, genes detected in less than 2 cells were excluded from the analysis; “MeanVarPlot” function in Seurat<sup>7</sup> was used for detecting highly variable genes, which were then used for principal component analysis (PCA) based dimension reduction; top 20 principal components (PCs) were used for t-distributed Stochastic Neighbor Embedding (tSNE) and clustering analysis. Cell clusters were identified using Louvain-Jaccard algorithm<sup>1</sup> using the scores of top 20 PCs as input. Cell type assignment was based on inspecting the expression of known cell type markers. Adjusted Rank Index values were calculated using the “adjustedRandIndex” function in R mclust package.

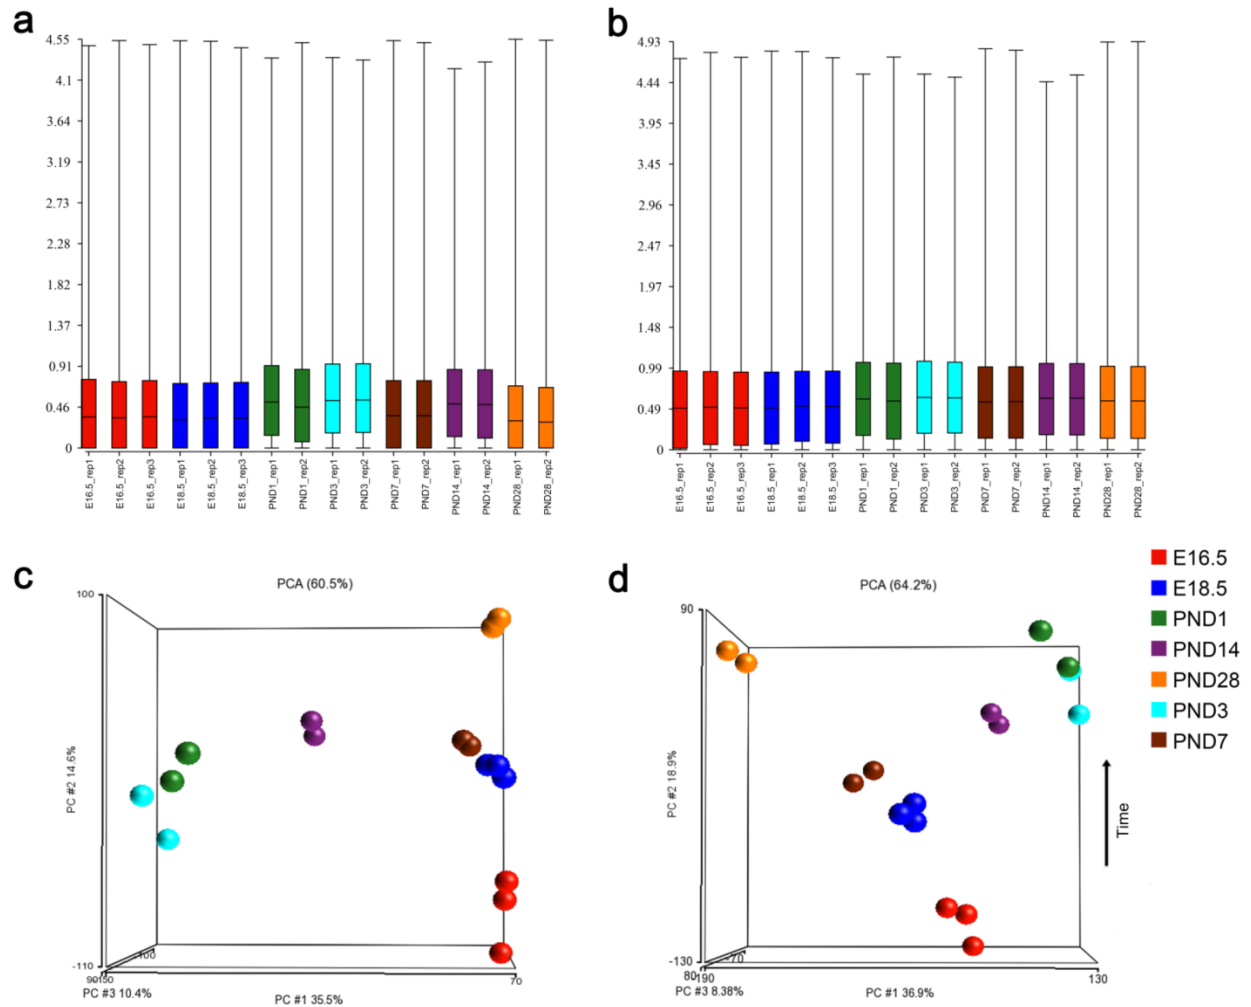

**Supplementary Figure 25. Normalization of time-course RNA-seq data to remove batch difference.** (a-b) showed the boxplot of gene expression profiles of time-course RNA-seq samples before and after lung-negative gene based normalization, respectively. (c-d) showed the principal component analysis (PCA) of time-course RNA-seq samples before and after normalization.

## Supplementary Notes

### Supplementary Note 1. Computational analysis of time-course RNA-seq data.

Since the experiments and sequencing data were generated in different times (**Supplementary Fig. 25, Supplementary Table 2**), boxplot and principal component analysis (PCA) detected the batch effect as primary source of variation **Supplementary Fig. 25a and 25c**. Three-dimensional scatter plot of the first three PCA components in **Supplementary Fig. 25c** shows PC1 (principal component 1) separated the samples by the batch effects and PC2 separated the samples by the developmental time stages.

We applied a list of lung specific negative control genes to normalize gene expression among batches. Negative control genes were selected based on following three criteria: 1) the expression of the gene is not significantly changed in any of the lung perturbation experiments in Pulmonary Biology Gene Expression Database (<https://research.cchmc.org/pbge/index.html>); 2) the expression of the gene is not significantly changed during the lung developmental times<sup>5, 8, 9</sup>. 2,677 genes meet the criteria were used to normalize gene expression from three difference batches. **Supplementary Fig. 25b and 25d** showed that negative control genes normalization significantly reduced batch effects and samples are clustered by their development time. After normalization, genes with  $\geq 3$  expression in at least one sample and  $\geq 20\%$  coefficient of variation across all time points were used in the downstream analysis. STEM (Short Time-series Expression Miner)<sup>10</sup> was applied to discover significant temporal patterns using the expression profiles of differentially expressed genes. Six significant patterns were identified with  $p$  value  $< 0.05$  and cluster size  $> 300$  genes. In total, 3716 genes were assigned to these 6 major patterns (**Fig. 5**). The temporal expression patterns for individual genes, as well as the six significant temporal profiles, can be queried and visualized in

<https://research.cchmc.org/pbge/lunggens/SCLAB.html>. Functional enrichment analysis of temporal profiles was performed using ToppGene Suite (<http://toppgene.cchmc.org/>)<sup>11</sup>.

## **Supplementary Note 2. Comparison of cell type assignments between integrated and independent analysis.**

Multiple batch correction operations (lung-negative-gene based expression scaling, batch-aware highly variable gene selection, ComBat<sup>6</sup> based expression correction for dimension reduction) were applied in the above integrated cell type assignment of 8,003 cells from the two batches. To assess whether these correction operations affected the cell type assignment, we performed independent cell type assignment using the data from individual batches only, and compared the cell type assignments from the integrated and independent analyses. The results showed that the integrated and independent cell type assignment (at both major cell type and subtype levels) have high consistency ( $>0.9$  adjusted rank index, **Supplementary Fig. 24**), suggesting the correctness of our batch correction operations and the cell type assignments from the integrated analysis.

## Supplementary References

1. Shekhar K, *et al.* Comprehensive Classification of Retinal Bipolar Neurons by Single-Cell Transcriptomics. *Cell* **166**, 1308-1323 e1330 (2016).
2. Qiu X, *et al.* Reversed graph embedding resolves complex single-cell trajectories. *Nature methods* **14**, 979-982 (2017).
3. Guo M, Bao EL, Wagner M, Whitsett JA, Xu Y. SLICE: determining cell differentiation and lineage based on single cell entropy. *Nucleic acids research* **45**, e54 (2017).
4. Chen L, Acciani T, Le Cras T, Lutzko C, Perl AK. Dynamic regulation of platelet-derived growth factor receptor alpha expression in alveolar fibroblasts during realveolarization. *American journal of respiratory cell and molecular biology* **47**, 517-527 (2012).
5. Beauchemin KJ, *et al.* Temporal dynamics of the developing lung transcriptome in three common inbred strains of laboratory mice reveals multiple stages of postnatal alveolar development. *PeerJ* **4**, e2318 (2016).
6. Johnson WE, Li C, Rabinovic A. Adjusting batch effects in microarray expression data using empirical Bayes methods. *Biostatistics* **8**, 118-127 (2007).
7. Satija R, Farrell JA, Gennert D, Schier AF, Regev A. Spatial reconstruction of single-cell gene expression data. *Nature biotechnology* **33**, 495-502 (2015).
8. Xu Y, *et al.* Transcriptional programs controlling perinatal lung maturation. *PLoS One* **7**, e37046 (2012).
9. Kho AT, Bhattacharya S, Mecham BH, Hong J, Kohane IS, Mariani TJ. Expression profiles of the mouse lung identify a molecular signature of time-to-birth. *Am J Respir Cell Mol Biol* **40**, 47-57 (2009).
10. Ernst J, Bar-Joseph Z. STEM: a tool for the analysis of short time series gene expression data. *BMC bioinformatics* **7**, 191 (2006).
11. Chen J, Bardes EE, Aronow BJ, Jegga AG. ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. *Nucleic acids research* **37**, W305-311 (2009).

# Supplementary material for: Single cell RNA analysis identifies cellular heterogeneity and adaptive responses of the lung at birth
**Source:** Nat Commun. 2019 Jan 3;10:37. doi: 10.1038/s41467-018-07770-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Supplementary Data 1. Putative cell type assignment for PND1 Drop-seq data.

Supplementary Data 2. Predicted signature of PND1 Drop-seq cell types and enriched functional annotations.

Supplementary Data 3. Putative cell type assignment for PND1 Fluidigm C1 single cell RNA-seq data.

Supplementary Data 4. Predicted cell type signature genes using PND1 Fluidigm C1 single cell data.

Supplementary Data 5. Temporal patterns and their enriched functions of time-course whole lung RNA-seq data.

Supplementary Data 6. Associations of Unfolded Protein Response (UPR) network genes with cell types identified from Drop-seq analysis of mouse lung on postnatal day 1 (PND1). The calculations of sensitivity based “Enrichment” and “ $p$  value” of Fisher’s exact test were described in the Methods section. Shown are associations with  $p$  value < 0.05 and Enrichment score  $\geq 1.5$ . 

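In this table, precision is the share of a subtype's cells in which the gene was detected, recall is the share of the cells with the gene that belong to the subtype, and the enrichment score divides the recall by the subtype's share of all cells. The table lists 64 associations, 54 of them in epithelial subtypes. Recall is given to 2 decimals, and 19 associations have a recall of 0.01 or less. Of the 64 published associations, 56 passed the same criteria with the cells assigned here, and 13 other pairs passed.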

Sensor: stress sensors; TF: transcription factors; ERAD: endoplasmic reticulum associated degradation; Lipid: lipid biosynthesis; Other: other genes in UPR network. Minimum “ $p$  value” was set to 1.00E-05.

Source Data 1. Source data for tSNE plot of PND1 Drop-seq cells in Figure 1.

Source Data 2. Source data for western blot and qPCR plots in Figure 6.

How the deposited data were processed for this re-analysis (not part of the article)

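Lung cells of 2 newborn female mice, 1 mouse per batch, were studied at postnatal day 1, and no other condition was compared. For each batch the authors deposited a matrix of UMI counts per gene and cell. To make these counts, the authors aligned the reads to mm10 with bowtie2, tagged them with cell barcode, UMI and gene over exons, and counted unique UMIs per gene and cell with Drop-seq tools; no normalization was applied to the deposited counts, and the mitochondrial filter had not been applied. All values were whole numbers. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2, and in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Coordinates are those of GRCm38 in the GENCODE annotation, the build of mm10.

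Cells with under 500 detected genes or over 10% mitochondrial counts were removed. Listed cells kept the authors' cell type. The available part of Supplementary Data 1 ends within Batch 1, and 6005 cells, 390 of them of Batch 1, were assigned by a multinomial naive Bayes model of 19020 genes, with a prior weight of 20000 for subtype profiles, 500 for contaminant profiles and 20 for the batch factor, iterated 6 times. Subtypes with under 10 listed cells were started from cells ranked by the signature genes of Supplementary Data 2. The weights were chosen among 27 settings by their distance to the authors' cell numbers and detection frequencies, after an earlier version with a batch factor per major type had been dropped. The assigned numbers differed from the authors' by 497 cells in total, against 494 to 941 over the settings. Closeness to the cell numbers of the paper is therefore no independent check of them. Labels were checked by masking listed cells in 5 parts, which covers Batch 1 alone. Since the authors' labels came from clusters of the same counts, tests of marker genes between subtypes are circular to some degree, and leaving named genes out of the model lessens this only for the cells it assigned.

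For edgeR, counts were summed by subtype and batch for the 18 subtypes with at least 5 cells in both batches, normalized by TMM, filtered with filterByExpr to 8177 genes, and fitted in 1 quasi-likelihood model with subtype and batch as factors. A comparison with the mean of several subtypes takes the mean of their log2 expression. Subtypes are paired within a batch, as sums from the same mouse, and the batch entered as the replicate block for this reason. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. Single-batch differences used log2 CPM with a prior count of 2. Genes reported were those the paper names for the Drop-seq cells in its Results, in Supplementary Table 5, in Supplementary Data 6 and in Fig. 3d, e, and for each comparison the 2 genes with the largest fold change in each direction among genes past the threshold with at least 50 CPM in the higher group and the same direction in both batches. The fit was tested on simulated data of 200 changed genes, of which 168 were tested and 121 found (72.0%); of those with a log2 fold change of at least 2, 91.3% were found, and 2 of 123 calls were wrong.

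Detection was the share of cells with at least 1 UMI. Enrichment of a gene in a subtype was the share of cells with the gene that are of the subtype over the subtype's share of all cells, tested with a one-sided Fisher's exact test over cells. Z-scores were taken on log2 counts normalized to the median total with a pseudocount of 1. Downsampling drew 600 UMIs of each cell without replacement with a seed of 1. For comparisons at equal depth, cells were also sorted into 20 bins of UMIs and the bins and batches combined by the Mantel-Haenszel method. Tests on cells compare the cells of these 2 libraries and not animals.

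Alternatives were no replicate block, DESeq2 with its own size factors and Wald test, no gene filter beyond 1 count, a fit of only the subtypes compared, labels from a model with all genes, labels from Leiden clusters, only cells with a posterior of at least 0.99 or listed, only listed cells, at least 2 UMIs, downsampling, other mitochondrial limits and each batch on its own. With 2 batches, no test of single samples and no exchange of samples between groups was possible. Claims from the time course, from staining, from quantitative PCR, from the Fluidigm C1 cells, from single cell entropy and from network inference were left out, since their data are not in the matrices or they were not computed here. Results of some genes named in the paper are not reported here.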

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

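The tests of these 4 signals were chosen only after the signals were seen, and the paper does not report on them. No biological explanation was tested, since the study has 1 condition.

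Of the 1940 Batch 2 cells that the mitochondrial limit removed, 36.5% were assigned to epithelial subtypes (Wilson 95% interval 34.4 to 38.7%), against 26.4% of the cells kept, and 14.3% to immune subtypes (12.8 to 15.9%), against 9.55% of the cells kept. The limit removed 32.4% of epithelial and 34.1% of immune cells, so the excess is not of epithelial cells alone. The removed cells stood out as cells the paper did not analyse. Removed and kept cells were assigned by profiles of the 20 subtypes of Batch 2 without classes for contaminants, and these profiles contain the kept cells but not the removed cells, so the assignments of the 2 sets are not equally certain; the effect of this was not tested. Epithelial cells that pass the limit had a median mitochondrial share of 6.10%, 1.07 times that of other cells, so a higher mitochondrial share in epithelial cells may contribute to their excess, while that of immune cells was not tested; the test set no size for this ratio in advance. Fewer UMIs in the removed cells would not be expected to raise the epithelial share. Kept epithelial cells of Batch 2 held more UMIs (median 3535) than endothelial (1899), mesenchymal (1676) and immune cells (1817.5). The medians of removed and kept cells were also close (1957 and 2014). Across bins of similar UMIs the excess remained, with an odds ratio of 1.94 (Mantel-Haenszel chi-square test over cells, p = 9.3e-28). Damaged cells were not tested for.

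In the MatrixFB-2 subtype, 16.0% of cells carried at least 2 mesothelial genes (31 of 194, 20 in Batch 1 and 11 in Batch 2), against 0.394% of other mesenchymal cells (12 of 3044; two-sided Fisher's exact test on cells, p = 9.7e-30). Among MatrixFB-2 cells the authors list, 22.8% did. The set is not specific to mesothelial cells, since 64.6% of AT1 and 65.2% of club cells carried at least 2 of its genes; at least 3 were carried by 29 MatrixFB-2 cells of 51 cells in all. These genes came to attention as lying outside those the paper discusses. A candidate explanation is that mesothelial cells were grouped with MatrixFB-2, which may add to the fold changes of *Sfrp2*, detected in 71.0% of these cells and 3.07% of other MatrixFB-2 cells, and less to that of *Igfbp5*, detected in 96.8% and 57.1%; doublets with mesothelial cells were not tested.

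Of 49 T lymphocytes, 13 carried at least 2 natural killer genes, 12 of them in Batch 2, and 0 of 7954 other cells did. At least 1 was found in 41 cells, 24 of them T lymphocytes. RNA from other cells in the droplets would also reach other subtypes, but the label model could itself have placed cells with these genes among T lymphocytes. At least 1 of *Cd3d*, *Cd3e* and *Cd3g* was detected in 7 of the 13 and in 23 of 36 other T lymphocytes, so natural killer cells and T lymphocytes with these genes are not told apart.

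Of 218 contaminant cells, 39.9% carried at least 2 neutrophil genes, against 2.26% of the 7785 cells of the 20 subtypes, among them 13.1% of macrophages and 7.32% of proliferative lymphocytes. The immune and fibroblast class held 86 of them among 93 cells. Among cells of that class the authors list, 5 of 12 did, and the label model may have gathered such cells in a class for which it had few listed examples; this was not tested.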

How the results depend on the processing

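The tests and most alternatives were chosen before the data were examined, while the weights of the label model were set after its cell numbers had been compared with the paper's; a prior weight of 2000 in the label model and the correlation of the mean over cells of log2 normalized counts were chosen only after the results were seen. The causes of the changes given here were not tested, except where depth was tested for UPR genes and *Axin2*. Of the 12 counts of genes past the threshold, 10 changed by more than 1.5 times without the replicate block: AT1 against AT2 to 472, AT1/AT2 against the mean of AT1 and AT2 to 0 (against 237 genes at an unadjusted p under 0.05 with the block), Lym-Endo against Vas-Endo to 330, MatrixFB-1 against MatrixFB-2 to 334, Pericyte-1 against Pericyte-2 to 141, MyoFB-1 against Smooth Muscle to 38, macrophages to 720, B lymphocytes to 53, T lymphocytes to 37 and basophils to 77, the immune subtypes each against the mean of the other 4. Of 189 log2 fold changes of named genes, 31 no longer passed the threshold without the block, 61 no longer passed and 3 newly passed with DESeq2, and 20 of 159 newly passed and 1 no longer passed in a fit of only the subtypes compared. With only the subtypes compared, the counts became 1761 for AT1 against AT2, 121 for AT1/AT2 against the mean of AT1 and AT2, 1249 for MatrixFB-1 against MatrixFB-2, 237 for MyoFB-1 against Smooth Muscle, 239 for macrophages, 68 for B lymphocytes and 121 for proliferative lymphocytes. DESeq2 gave 0 genes for AT1/AT2 against the mean of AT1 and AT2 and 701 for macrophages; without a gene filter the counts were 23 for that AT1/AT2 comparison and 3624 for AT1/AT2 against the mean of all other subtypes. Labels from a model with all genes gave 13 for AT1/AT2 against the mean of AT1 and AT2 and 195 for basophils, labels from Leiden clusters 17 for that AT1/AT2 comparison, 246 for B lymphocytes and 204 for T lymphocytes, and the prior weight of 2000 5 for that AT1/AT2 comparison. A fit of only the subtypes compared was not run for AT1/AT2 against the mean of all other subtypes, and Leiden labels gave no value where a batch held under 5 cells, which held for MyoFB-1 against Smooth Muscle, proliferative lymphocytes and basophils. With Leiden labels the other immune subtypes were thus each compared with the mean of 2 subtypes in place of 4, and AT1/AT2 cells with the mean of all others without Smooth Muscle and these 2, which are different comparisons.

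Named genes whose direction reversed were, with labels from Leiden clusters, *Erbb2* (-0.0477) and *Gm21738* (-0.19) in AT1/AT2 against the mean of AT1 and AT2, *Mki67* in MatrixFB-1 against MatrixFB-2 (0.29) and *Notch3* in Pericyte-1 against Pericyte-2 (0.0361); the change of *Top2a* in B lymphocytes (0.93) is not comparable, since the Leiden fit had no proliferative lymphocytes or basophils. With labels from a model with all genes *Rbpj* did in AT1/AT2 against the mean of AT1 and AT2 (-8.2e-05). With the prior weight of 2000, *Rbpj* in AT1/AT2 against the mean of all other subtypes (0.00285), *Lyve1* in Lym-Endo against Vas-Endo (0.12) and *Fgf7* in MyoFB-1 against Smooth Muscle (-0.94) reversed. The adjusted p-values of the reversed changes were 0.487 or more. Among the other named genes, 6 no longer passed with Leiden labels (*Gda* and *Pla2g7* in T lymphocytes among them, again against fewer subtypes), 5 with the model of all genes and 9 with the prior weight of 2000, and 1 newly passed with the model of all genes.

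Enrichments in subtypes moved to the other side of 1 with each cell downsampled to 600 UMIs for *Axin2* in AT1/AT2 (0.538), *Notch1* in Club (0.535), *Notch1* in Sox2hi (0.547), *Rbpj* in AT1/AT2 (0.569), *Rbpj* in Ciliated (0.777), *Sox2* in Club (0), *Cdk1* in MatrixFB-1 (1.35), *Pdgfra* in Smooth Muscle (0.770), *Cnn1* in MyoFB-1 (1.31), *Atf4* in Sox2hi (0.951), *Atf6* in AT1/AT2 (0.748), *Atf6* in Sox2hi (0), *Pdia3* in AT1/AT2 (0.631) and *Pdia3* in Ciliated (0.882). With at least 2 UMIs they did for *Axin2* in AT1/AT2 (0.970), *Acta2* in Pericyte-2 (0.627), *Pdgfra* in Smooth Muscle (0.487), *Des* in MyoFB-1 (0.647), *Cnn1* in MyoFB-1 (1.49), *Cnn1* in MyoFB-2 (0) and *Axin2* in Smooth Muscle (0.487), and with only cells the authors list for *Notch1* in AT1/AT2 (1.46), *Rbpj* in AT1/AT2 (0.656), *Acta2* in Pericyte-2 (0.923), *Actg2* in MyoFB-1 (2.18), *Cnn1* in MyoFB-1 (2.45) and *Axin2* in Smooth Muscle (0.712). Labels from Leiden clusters moved *Top2a* in MatrixFB-2 (0.521) and *Axin2* in Smooth Muscle (0.671), labels from a model with all genes *Cnn1* in MyoFB-2 (0.876), and the prior weight of 2000 *Pdgfra* in Smooth Muscle (0.815), *Actg2* in MyoFB-1 (1.76), *Cnn1* in MyoFB-1 (1.58) and *Axin2* in Smooth Muscle (0.489). Of 144 enrichments, 115 kept side and threshold with downsampling and 127 with at least 2 UMIs, as did 105 of 121 with listed cells alone. Downsampling leaves few detections in small subtypes such as Sox2hi (45 cells) and club (46 cells), so the changes there may reflect low power.

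*Axin2* was found in 1.59% of AT1/AT2 cells after downsampling, 1.39% with at least 2 UMIs and 9.52% of listed cells, and its odds ratio against other epithelial cells became 2.62 (two-sided Fisher's exact p = 0.0872), 2.61 (exact p = 0.0749) and 3.08 (exact p = 0.0840). Listed cells alone gave AT1/AT2 cells as 14.8% of epithelial cells, 22.7 alveolar cells per conducting airway cell, 29 UPR gene associations (22 in epithelial subtypes), an epithelial share of high UPR scores of 17.6%, 12 cells co-expressing *Sftpc*, *Ager* and *Scgb1a1* and 24 co-expressing *Sftpc* and *Scgb1a1*. Downsampling gave 39 UPR gene associations (23 in epithelial subtypes), 56 and 160 co-expressing cells, and with z-scores taken over epithelial cells alone 0 cells co-expressed the former set and 0 the latter. MyoFB-1 cells with *Axin2* and *Pdgfra* made up 3.36% after downsampling and 3.36% with at least 2 UMIs, and *Fgf7* was found in 0% of them after downsampling, 0% of those listed and 0% with the prior weight of 2000. Leiden labels gave 40 UPR gene associations in epithelial subtypes, but left 3 club and 1 Sox2hi cells, so this is a different comparison. With a limit of 5% mitochondrial counts 4432 cells passed. The correlation of the batches was 0.589 on the linear scale, 0.938 over genes with at least 10 counts in both batches and 0.940 for the mean over cells of log2 normalized counts.

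With 1 batch left out at a time, enrichments ranged for *Notch1* in AT1/AT2 from 0.603 to 1.19, *Cdk1* in MatrixFB-1 from 0.786 to 1.00, *Acta2* in Pericyte-2 from 0.844 to 1.39, *Ednrb* in Smooth Muscle from 0.739 to 1.04, *Actg2* in MyoFB-1 from 0 to 1.69, *Cnn1* in MyoFB-1 from 0 to 1.88, *Acta2* in MyoFB-1 from 0.691 to 1.81 and *Axin2* in Smooth Muscle from 0.746 to 1.40. The percentage of AT1/AT2 cells with *Axin2* ranged from 10.4 to 11.5, AT1/AT2 cells from 15.9 to 30.5% of epithelial cells, the ratio of alveolar to conducting airway cells from 10.9 to 24.2 and *Fgf7* from 0 to 46.7% of MyoFB-1 cells with *Axin2* and *Pdgfra*, which made up from 7.55 to 15.6% of MyoFB-1 cells; the odds ratio of *Axin2* ranged from 2.48 to 3.14 and the ratio of Vas-Endo to Lym-Endo cells from 40.4 to 54.1. UPR gene associations ranged from 34 to 58, those in epithelial subtypes from 25 to 53, and the epithelial share of high UPR scores from 18.4 to 46.7%. Cells co-expressing *Sftpc*, *Ager* and *Scgb1a1* numbered from 11 to 12 and those co-expressing *Sftpc* and *Scgb1a1* from 25 to 33. Of 189 log2 fold changes of named genes, 75 moved beyond the spread between batches in Batch 2 alone and 101 in Batch 1 alone, where no test was possible.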

Differences from the paper's values

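The correlation between the batches was 0.966 against the paper's 0.98. Linear CPM and genes with at least 10 counts in both batches, alternatives set before the data were examined, did not close this gap, nor did the mean over cells of log2 normalized counts, added after seeing the values. The epithelial share of cells with a high UPR score was 40.1% against the paper's 75%, and the paper gives no definition of the share. With at least 2 UMIs, an alternative set before the data were examined, the share was 50.4%, within 1.5 times the paper's value; the other alternatives run for it (downsampling, the 2 other label sets, posteriors, listed cells, each batch alone, 2 SD above the mean and, added after seeing the values, the prior weight of 2000) did not bring it there. MyoFB-1 numbered 149 cells against the paper's 239, and 234 with labels from Leiden clusters and 148 with labels from a model with all genes, so the former closed the gap and the latter did not; the former also left 36 Smooth Muscle cells against the paper's 115, with 0 in Batch 2, and 317 MyoFB-2 cells against the paper's 236. The other 19 subtypes came within 1.5 times the paper's numbers.

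Of 64 published UPR enrichments, 8 differed. In proliferative lymphocytes they were 1.02 for *Atf6*, 1.03 for *Ddit3* and 1.46 for *Hsp90aa1*, each against the paper's 2.86. In Sox2hi cells they were 3.11 for *Eif2ak3* and 2.97 for *Scap* against the paper's 5.26 for both, 3.92 for *Ern1* against the paper's 7.02, and 1.09 for *Hsp90ab1* against the paper's 1.75; in Lym-Endo cells *Hsp90ab1* had 1.16 against the paper's 2.17. With recall rounded to 2 decimals before division, an alternative set before the data were examined, every one of these but *Ern1* came within 1.5 times the paper's value, at 1.96 for the 3 genes of proliferative lymphocytes, 3.57 for *Eif2ak3* and *Scap*, 1.79 for *Hsp90ab1* in Sox2hi and 1.92 in Lym-Endo cells. Labels from a model with all genes closed the gap for *Ern1* (5.23), *Eif2ak3* (3.88) and *Scap* (3.96). Listed cells alone did for *Atf6* (2.55) and *Hsp90aa1* (2.20), and at least 2 UMIs (1.48) or downsampling (1.45) did for *Hsp90ab1* in Lym-Endo cells. The other alternatives left these gaps open.

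After filtering, 23992 genes were kept against the paper's 19233, and the medians were 960 genes and 1792 transcripts against the paper's 958 and 1790; with genes in at least 2 filtered cells of each batch, a rule chosen after seeing the values, 19233 genes were kept and the medians were 958 and 1790.

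The paper describes Notch signaling as falling with ciliated genes, and *Notch1* was found in 50% of Batch 2 airway cells with *Foxj1* and 17.3% of those without it, though at 600 UMIs per cell *Notch1* was left in only 1 of 28 and 1 of 96 cells, too few to compare. *Sox2* took 0.678 UMIs per 10000 in the cells the paper names for high *Sox2*, against 0.773 in club and 1.04 in ciliated cells. No interval was computed for these shares, and all but 1 of the Sox2hi cells are of Batch 2, so the order is not settled. By detection, *Sox2* was found most often in Sox2hi cells (51.1%), against 30.4% of club and 26.1% of ciliated cells. The paper places the cells with *Sftpc*, *Ager* and *Scgb1a1* in the AT1/AT2 subtype, where 10 of 21 lay.

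Of the shared transcription factors, *Foxp1* (-1.90) and *Ybx1* (-1.74) were lower in Lym-Endo than in Vas-Endo cells. *Fn1* (log2 fold change 0.62, adjusted p = 0.407), *Vcam1* (0.62, adjusted p = 0.541) and *Wnt5a* (0.85, adjusted p = 0.405), which the paper gives as higher or enriched in MatrixFB-1, did not pass the threshold of edgeR's test against MatrixFB-2. The paper finds few proliferative markers in both matrix fibroblast subtypes, and *Top2a* (-3.32) and *Mki67* (-4.14) were lower in MatrixFB-1, though *Mki67* was at 0.29 with labels from Leiden clusters. The enrichment of *Top2a* in MatrixFB-2 cells over all cells also moved with these labels, from 1.57 to 0.521. The paper ranks *Pdia3* highest in AT1/AT2, ciliated and lymphatic endothelial cells, and the enrichment of *Pdia3* in AT1/AT2 cells was 1.40, under those of Sox2hi (2.06), club (1.76) and MatrixFB-2 cells (1.45). Supplementary Data 6 of the paper also has AT1/AT2 (1.57) under club (1.96), Sox2hi (1.75) and MatrixFB-2 cells (1.59), so this differs from the paper's text and not from its table.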

Other observations

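The tests within bins of UMIs, the Vas-Endo background, the shares of cells over the criterion and the basophil test were chosen only after the results were seen, and the limits for calling a ratio of UMIs close to the sum were set after the medians were known. No biological explanation was tested, since the study has 1 condition.

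UPR genes were detected more often in AT1/AT2 and Sox2hi cells, which hold more UMIs per cell. After downsampling to 600 UMIs, 7 of 32 associations of these subtypes still passed, which fits more UMIs per cell as a source of most of the others. Within bins of UMIs, 16 of 32 kept a p under 0.05 (Mantel-Haenszel chi-square test over cells). The 7 are among these, so depth does not account for those 7 in full. The bins held equal numbers of cells, so the highest had no upper limit, and Sox2hi cells had a median of 13865 UMIs. Depth could thus still differ within a bin, and the associations other than the 7 cannot be told apart from it. Downsampling leaves few detections in the 45 Sox2hi cells, and losses there may reflect power; 11 of the 32 kept an enrichment of at least 1.5. All 64 published enrichments equal the recall rounded to 2 decimals over the rounded share of cells; unrounded, 3 of them fell under 1.5.

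AT1/AT2 cells carry AT1 and AT2 markers, as doublets would. From the rate of cells of more than 1 major type, 2.96 doublets of an AT1 and an AT2 cell were expected against 502 AT1/AT2 cells. This expectation assumes that cells pair at random, and does not cover neighboring cells that stay attached; the rate also counts the red blood cell and platelet classes, whose cells need not be doublets. Their median number of UMIs was 1.04 times the sum of those of AT1 and AT2 cells, as doublets would also give, and 1 gene, *Gm21738*, was higher in AT1/AT2 than in both AT1 and AT2 cells, though with labels from Leiden clusters its log2 fold change against their mean was -0.19. Another 1 gene was lower in AT1/AT2 than in both, and 1 gene in each direction does not decide. The expected number speaks against random doublets and the ratio of UMIs does not, so doublets of attached AT1 and AT2 cells may remain as an explanation for part of the cells. For Sox2hi cells as doublets of a club and a ciliated cell, 0.0203 were expected against 45. The median number of UMIs was 1.53 times the sum, and 1.38 times within Batch 2, which holds 44 of these cells. *Sox2* per UMI was 0.649 times that in ciliated cells. The expected number and the ratio of UMIs go against such doublets of 2 cells, and the share of *Sox2* does not decide.

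Cells with *Sftpc*, *Ager* and *Scgb1a1* may carry *Scgb1a1* from RNA of other cells in the droplets. Alveolar cells given *Scgb1a1* at the share of non-epithelial cells gave a median of 19 such cells (11 to 27 in 95% of draws) against 20 seen in alveolar cells. In Batch 2 the share of UMIs in alveolar cells was 0.559 times that in non-epithelial cells, and 14.5% of non-epithelial cells reached the criterion against 3.47% of alveolar cells with *Sftpc* and *Ager* (two-sided Fisher's exact p = 9.3e-14). The latter comparison is not at equal depth, since 1 UMI reaches the criterion more readily in a cell with fewer UMIs and the medians were 1744 and 5225 UMIs. With the lower share of Vas-Endo cells, the median was 8 (3 to 14), and in Batch 1 the ratio of shares was 3.29. Which background applies is not known, so the cells cannot be told apart from RNA of other cells in Batch 2.

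*Axin2* was detected in more AT1/AT2 than other epithelial cells. After downsampling the two-sided Fisher's exact p was 0.0872 with an odds ratio of 2.62, against 2.58 before, and within bins of UMIs the odds ratio was 1.39 (Mantel-Haenszel chi-square test over cells, p = 0.170). Within Batch 2 alone, the difference held after downsampling (odds ratio 4.03, exact p = 0.0413), with 7 of 450 AT1/AT2 cells and 4 of 1025 other epithelial cells, but not within Batch 1 (odds ratio 1.33, exact p = 0.581), with 1 of 52 and 4 of 276. More UMIs per cell may account for part or all of the difference, and the tests do not settle it.

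The fold changes of *Lrrn4* and *Igfbp5* between the matrix fibroblast subtypes were tested for cells of another type, with 16.0% of MatrixFB-2 cells carrying at least 2 mesothelial genes. *Lrrn4* was detected in 64.5% of these cells and 0.613% of other MatrixFB-2 cells, which is no test if *Lrrn4* helped to pick them. *Igfbp5* was still detected in 57.1% of other MatrixFB-2 cells, against 5.18% of MatrixFB-1 cells, so these cells do not account for all of its change. In the basophil subtype, with narrow gene sets, 1 of 15 cells carried genes of both mast cells and basophils. With these sets, 9 carried only basophil genes and 3 only mast cell genes (two-sided Fisher's exact p = 0.0769). With the wider sets of 5 mast cell and 4 basophil genes, at least 1 mast cell gene was found in 14 cells. At least 1 basophil gene was found in 13 cells, and *Cpa3* alone in 13, so the count of cells with both depends on the genes chosen. A mixture of cell types in the Basophils subtype may be present but is not settled with 15 cells.

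Both batches carried *Xist*, in 35.4% of Batch 1 and 42.6% of Batch 2 cells, and Y-linked genes in 0.963% and 0.481%, so mice of different sex do not account for differences between the batches.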
